# Long-term treatment with senolytic drugs Dasatinib and Quercetin ameliorates age-dependent intervertebral disc degeneration in mice

**DOI:** 10.1038/s41467-021-25453-2

**Published:** 2021-09-03

**Authors:** Emanuel J. Novais, Victoria A. Tran, Shira N. Johnston, Kayla R. Darris, Alex J. Roupas, Garrett A. Sessions, Irving M. Shapiro, Brian O. Diekman, Makarand V. Risbud

**Keywords:** Senescence, Musculoskeletal system

## Abstract

Intervertebral disc degeneration is highly prevalent within the elderly population and is a leading cause of chronic back pain and disability. Due to the link between disc degeneration and senescence, we explored the ability of the Dasatinib and Quercetin drug combination (D + Q) to prevent an age-dependent progression of disc degeneration in mice. We treated C57BL/6 mice beginning at 6, 14, and 18 months of age, and analyzed them at 23 months of age. Interestingly, 6- and 14-month D + Q cohorts show lower incidences of degeneration, and the treatment results in a significant decrease in senescence markers p16^INK4a^, p19^ARF^, and SASP molecules IL-6 and MMP13. Treatment also preserves cell viability, phenotype, and matrix content. Although transcriptomic analysis shows disc compartment-specific effects of the treatment, cell death and cytokine response pathways are commonly modulated across tissue types. Results suggest that senolytics may provide an attractive strategy to mitigating age-dependent disc degeneration.

## Abstract (web summary)

Intervertebral disc degeneration is a leading cause of chronic back pain and disability. Here the authors show that long term treatment with senolytic compounds Dasatinib and Quercetin reduces disc senescence burden and ameliorates age-dependent degeneration in mice.

## Introduction

The prevalence and impact of age-dependent diseases is increasing with increased human lifespan. In a recent global survey of 50 chronic pathological conditions, low back pain (LBP) and neck pain ranked the 1st and 4th top causes of years lived with disability^1^. Although the etiology of LBP is multifactorial, intervertebral disc degeneration is regarded as a major contributor to this pathology^2^. Importantly, aging exacerbates disc degeneration and disease progression, giving rise to an urgent need to understand the underlying mechanisms of disc aging and develop solutions to delay or ameliorate the progression of age-dependent degeneration^2,3^.

The intervertebral disc confers flexibility and plays a key role in accommodating the mechanical loads applied to the spinal column. These functional properties are enabled by the interaction of three unique disc compartments: the central nucleus pulposus (NP)—an avascular tissue, rich in aggrecan; the circumferential, ligamentous annulus fibrous (AF)—primarily composed of collagen fibers; and the cartilaginous endplates (CEP) bordering the NP and AF on cranial and caudal surfaces. It is now recognized that abnormal function of any of these compartments can influence degeneration of the others^3,4^. Defining features of disc degeneration include decreased abundance and quality of extracellular matrix (ECM), loss of biomechanical properties, an increase in inflammatory mediators and catabolic processes, and changes in cell phenotype and death^5–7^. Despite widespread prevalence and disease burden, no disease-modifying treatments are currently available for disc degeneration and associated pathologies.

Studies of human tissues and mouse models have shown an increased incidence of senescent cells during intervertebral disc aging and degeneration^8–11^. Senescent cells are broadly characterized by cell cycle arrest, apoptotic-resistance, and the production of catabolic factors known as the senescence-associated secretory phenotype (SASP)^12,13^. Senescence can be induced in response to a variety of stimuli, including telomere attrition, oncogenes, and cell stress (e.g., oxidative, genotoxic, cytokines), which can contribute to SASP activation and senescence transformation^12,13^. Increased expression of cell cycle inhibitors p21, p53, and p16^INK4a^ are responsible for maintaining the stable arrest of senescence. Alterations to cell division are accompanied by an increase in cytokines, chemokines, and other SASP proteins. These phenotypic changes culminate in inflammation, fibrosis, loss of regenerative capacity, and ultimately tissue degeneration^13^. Recently, we analyzed *Acan*^*CreERT2*^*;p16*^*Ink4a*^ conditional knockout mice and found decreased levels of cell death, SASP, and aberrant matrix changes in the discs of aged mice^11^. This finding is supported by reduced oxidative stress and disc degeneration in *Cdkn2a* germline knockout mice in response to a tail suspension injury model^14^. Additionally, Patil et al.^10^ used genetically engineered p16-3MR transgenic mice to demonstrate that systemic clearance of p16^INK4a^-positive cells mitigated age-related disc degeneration by reducing matrix catabolism and senescent cells in the disc compartment. Similarly, Cherif et al.^15,16^ showed effective clearing of senescent disc cells and reduction in inflammatory signaling using senolytics RG-7112 and o-Vanillin in ex vivo and in vitro assay systems. While these studies implicate senescent cells in driving disc pathology, it remains to be established if senolytic drugs can slow, cure, or even prevent disc degeneration during physiological aging in vivo.

The concept of senolytic therapy is that apoptosis can be selectively initiated in senescent cells by inhibiting the pro-survival mechanisms upregulated during senescence. Zhu et al.^17^ first demonstrated this concept by suppressing the pro-survival BCL-XL and EFNB1 pathways that are highly activated by senescent cells, and other senolytic targets have emerged^18–20^. Of note, the combination of Dasatinib (D)—a Src/tyrosine kinase inhibitor—and Quercetin (Q)—a natural flavonoid that binds to BCL-2 and modulates transcription factors, cell cycle proteins, pro- and anti-apoptotic proteins, growth factors and protein kinases^21,22^—has been used extensively as a senolytic. The D + Q combination has shown beneficial effects in idiopathic pulmonary fibrosis^23^, bone loss^24^, and improved physical condition and lifespan^25^. In recent human clinical trials, D + Q reduced the number of senescent cells and improved physical performance^26,27^. Cognizant of these results, we investigated the therapeutic potential of D + Q in the context of disc degeneration. Accordingly, we treated wild-type C57BL/6 (BL6) mice beginning at: 6 months—to prevent disc degeneration onset (skeletally mature mice with healthy discs); 14 months—to bar progression of disc degeneration (middle-aged mice with early signs of degeneration); and 18 months—to rescue established disc degeneration (elderly mice with visible degeneration) up to 23 months of age. Our results show that there is a time-dependent effect of the D + Q senolytic cocktail on restoring disc health. This work provides important in vivo evidence that D + Q can, in a non-invasive manner, target senescent cells and mitigate the effects of age-dependent disc degeneration.

## Results

### Dasatinib and Quercetin treatment alleviates age-dependent intervertebral disc degeneration and decreases senescence burden

Senescence plays an essential role in intervertebral disc aging pathology and disease progression^10,11,14^. To date, no pharmacological approaches to prevent age-related disc degeneration exist. We treated 6-, 14-, and 18-month-old wild-type C57BL/6 (BL6) mice up to 23 months (6–23 M, 14–23 M, 18–23 M), with a weekly injection of a Dasatinib (D) and Quercetin (Q) combination to target senescent cells and prevent and/or treat age-related disc degeneration (Fig. 1a). Histological analysis of lumbar discs from 6–23 M and 14–23 M D + Q cohorts showed better preservation of tissue and cell morphology, with maintenance of NP/AF compartment demarcation and the NP cell band and a lower number of AF clefts relative to Vehicle-treated control animals (Veh) (Fig. 1b and Supplementary Fig. 1a). By contrast, mice in 18–23 M cohort did not show any significant improvements in disc morphology relative to the Veh group (Supplementary Fig. 1b). Histological grades of degeneration for lumbar levels were recorded using a modified Thompson grading system^28,29^. Grade distributions as well as combined average grades showed lower scores of degeneration in the NP and AF compartments of 6–23 M and 14–23 M D + Q cohorts in comparison to respective Veh groups (Fig. 1c, d). Level-by-level analysis of NP degeneration scores showed significantly lower grades in L4-5 and L5-6 in 6–23 M and 14–23 M D + Q mice, respectively, trending toward lower grades at other levels (Fig. 1e and Supplementary Fig. 1c). Similarly, level-by-level analysis of AF degeneration grades showed a significant decrease in scores at L3-4 and L5-6 in the 14–23 M cohort, and grades trended downward in the 6–23 M cohort (Fig. 1e and Supplementary Fig. 1d). Supporting histological observations, the 18–23 M D + Q group presented grade distributions, as well as similar pooled and level-by-level average grades comparable to the Veh group (Supplementary Fig. 1c, d). Together, these results provide strong evidence that D + Q treatment mitigates age-related disc degeneration, a key intervention window exists, and the disease status at the start of the treatment is crucial for therapeutic success.

**Fig. 1:**
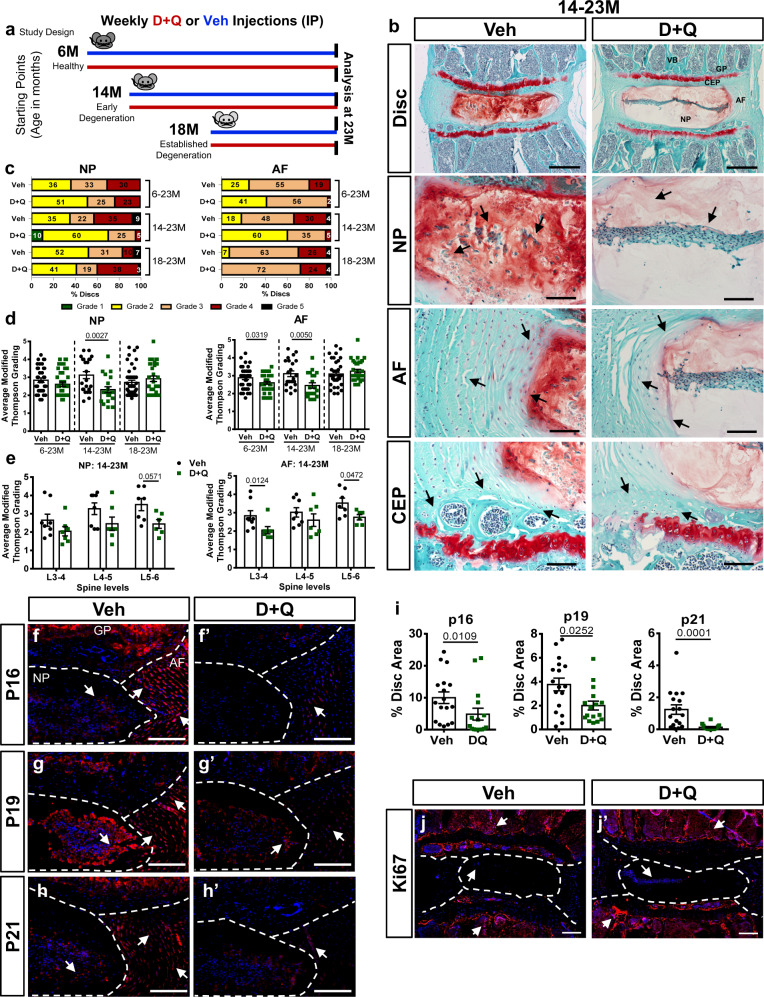
Senolytic drugs Dasatinib and Quercetin alleviate age-dependent intervertebral disc degeneration and decrease abundance of senescence markers. **a** Schematic showing study design: peritoneal injections were administered once every week to mice starting at 6 (6 M), 14 (14 M), or 18 (18 M) months of age and ending at 23 (23 M) months of age. Vehicle (1:1 PBS/DMSO), D + Q (5 mg/kg Dasatinib plus 50 mg/kg Quercetin). **b** Histology of the 14–23 M cohort showed preservation of tissue architecture and cell morphology in the NP, AF, and CEP of D + Q-treated mice. 5X and 20X images of 14–23 M show NP, AF, and CEP compartment morphologies. **c**, **d** Modified Thompson Grading averages and grade distributions showed lower average scores of degeneration in mice that were treated from 6 M and 14 M. Mice in 18–23 M D + Q cohort showed comparable scores the Veh group. **e** Level-by-level analysis of L3-6 in the lumbar spine evidenced decreases in degeneration grades in the NP compartment at L5-6 and in the AF compartment at L3-4 and L5-6. **f**–**j** Staining and abundance of key markers of senescence p16^INK4a^, p19^ARF^ and p21, and cell cycle: Ki67 in disc compartments. Two-tailed *t*-test or Mann–Whitney test were used as appropriate for comparing differences between Veh and D + Q groups. 6–23 M Veh (*n* = 13), D + Q (*n* = 15); 14–23 M Veh (*n* = 8), D + Q (*n* = 7); 18–23 M Veh (*n* = 11), D + Q (*n* = 9). Data are represented as mean ± SEM. Scale bar **b** (disc) = 200 µm; Scale bar **b** (NP, AF, and CEP) = 50 µm; Scale bar **f**–**f**’, **g**–**g**’, **i**–**i**’, and **j**–**j**’ = 200 µm. NP: nucleus pulposus; AF: annulus fibrosus; EP: endplate; GP: growth plate, VB: vertebral bone. Source data are provided as a Source Data file.

To evaluate the potential of D + Q in decreasing senescence burden in the disc, we evaluated the abundance of key senescence markers. The 14–23 M cohort was selected for this and subsequent analyses, since these mice showed the most pronounced response to treatment in their disc morphology. Additionally, 14-month-old C57BL/6 mice exhibit early morphological changes associated with age-related disc degeneration^6^ and better represent the middle-aged human patient population (ages 40–50 years) with increased LBP prevalence seeking clinical treatments^30^. Interestingly, both p16^INK4a^ and p19^ARF^, well known markers of senescence in vivo, showed decreased abundance in D + Q-treated discs (Fig. 1f–g’, i)^12,13,31–33^. Similarly, levels of p21, a potent cell cycle inhibitor and key downstream mediator of senescence, was also decreased in the D + Q group (Fig. 1h–i)^34^. Moreover, while there were no changes in levels of cell cycle inhibitor RB, levels of pRB were lower in D + Q-treated disc (Supplementary Fig. 2a–d). The decrease in senescence burden by D + Q in disc was not accompanied by cell proliferation as seen by comparable and low levels of Ki67 staining (Fig. 1j–j’). Of note, the 18–23 M D + Q group, which did not present any alleviation in disc degeneration, showed similar abundance of senescence markers p16^INK4a^, p19^ARF^, and RB compared to Veh treatment (Supplementary Fig. 2e–g”). Altogether, these results suggest that long-term treatment of D + Q successfully targets and reduces the number of senescent cells in the intervertebral disc.

### D + Q treatment mitigated age-dependent progression of SASP and preserved NP cell phenotype and viability

SASP is known to promote tissue inflammation, catabolism, and fibrosis, which contribute to the progression of degenerative pathologies^13^. To study the age-dependent progression of SASP markers in the disc and whether they are responsive to D + Q, we evaluated the abundance of IL-1β, IL-6, and MMP13 (Fig. 2a–c”’), well-established SASP markers in different tissues, including the intervertebral disc^10,11,18,35^. In addition to the Veh and D + Q groups (14–23 M cohort), we analyzed 1-year-old BL6 (1 y Ctr) mice as a reference for the healthy adult state and to understand the effect of aging on measured parameters. Quantitative immunohistochemical analyses showed reductions in IL-6 and MMP13 in both D + Q and 1 y Ctr relative to the Veh group (Fig. 2b, c”’). In contrast, higher levels of IL-1β were seen in D + Q and 1 y Ctr groups (Fig. 2a–a”’). To investigate the effects of D + Q on NP cell phenotype and disc cell viability, CA3 and GLUT1 abundance were assessed^36^, and TUNEL staining was performed. While NP cells from D + Q-treated and 1 y Ctr mice robustly expressed CA3 and GLUT1, the Veh group showed decreased abundance of these markers (Fig. 2d, e”’). Moreover, discs of D + Q-treated mice showed higher cellularity and lower percentages of TUNEL-positive cells (Fig. 2f–f”’). Interestingly, discs from 1 y Ctr mice had comparable cell counts and percentages of TUNEL-positive cells with the D + Q cohort (Fig. 2f–f”’), suggesting a cytoprotective effect of the treatment on cells. Together, these results suggest that D + Q treatment decreases SASP and preserves NP cell phenotype and viability during aging.

**Fig. 2:**
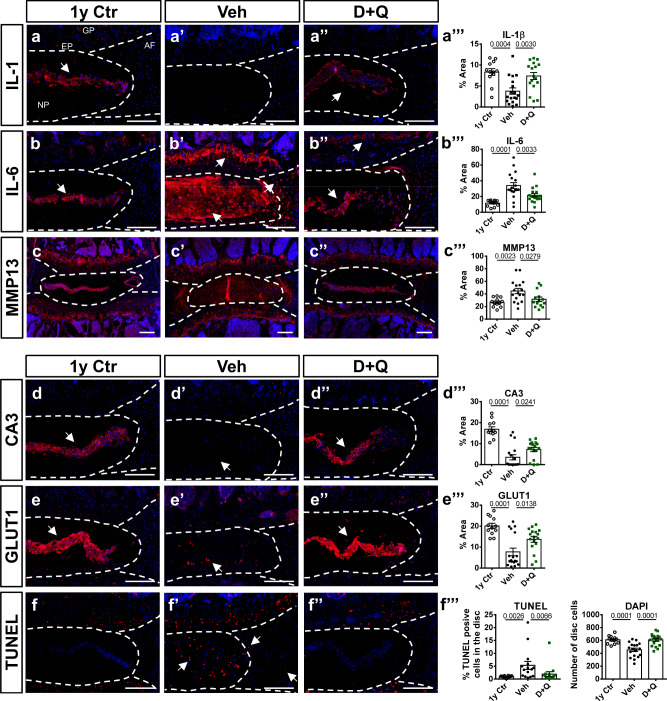
D + Q treatment prevents age-dependent SASP progression and promotes NP cell phenotype maintenance and disc cell viability. **a**–**c”’** Immunohistological staining and staining area quantifications of SASP markers IL-1, IL-6, and MMP13 in the disc compartments of 1-year-old healthy Ctr (1 y Ctr), 14–23 M Veh-, and 14–23 M D + Q-treated mice. **d**–**e”’** Quantitative immunostaining of NP cell phenotypic markers CA3 and GLUT1. **f**–**f”’** Cell death assessment in the disc compartments by TUNEL staining. Two-tailed ANOVA or Kruskal–Wallis tests were used as appropriate; *n* = 6 mice/group, 2–3 levels per mouse. Data are represented as mean ± SEM. Scale bar = 200 µm. Source data are provided as a Source Data file.

### D + Q treatment preserved healthy ECM and limited Aggrecan degradation during aging

Integrity of the ECM is vital to proper disc function. Importantly, aging promotes ECM catabolism, leading to decreased levels of proteoglycans and collagens^37^ and compromised tissue function^38^. COL1, COL2, and COMP abundances were lower in discs from the Veh group (14–23 M cohort) compared to the 1 y Ctr (Fig. 3a–c”’). Interestingly, while COL2 levels did not change in D + Q group, COL1 and COMP levels were higher compared to the Veh group (Fig. 3a–c”’). Moreover, COLX, a collagen type highly expressed during disc degeneration^7^, was present at lower levels in both 1 y Ctr and D + Q groups compared to the Veh group (Fig. 3d–d”’). Chondroitin sulfate is a functional constituent of aggrecan, a proteoglycan responsible for water binding and viscoelastic properties of the disc^39^. Despite comparable abundance of CS between 1 y Ctr and Veh groups, D + Q-treated mice showed higher abundance of CS compared to the Veh group (Fig. 3e–e”’). Additionally, abundance of ARGxx, a degradation product generated following aggrecan cleavage, was significantly lower in discs of D + Q-treated mice compared to the Veh-treated group (Fig. 3f’–f”’). However, there were no significant differences in overall abundance of ARGxx levels between the discs of 1 y Ctr and Veh animals, suggesting that aggrecan turnover likely begins earlier than thought (Fig. 3f–f’). These results suggest that D + Q treatment helps mitigate the loss of disc ECM with aging.

**Fig. 3:**
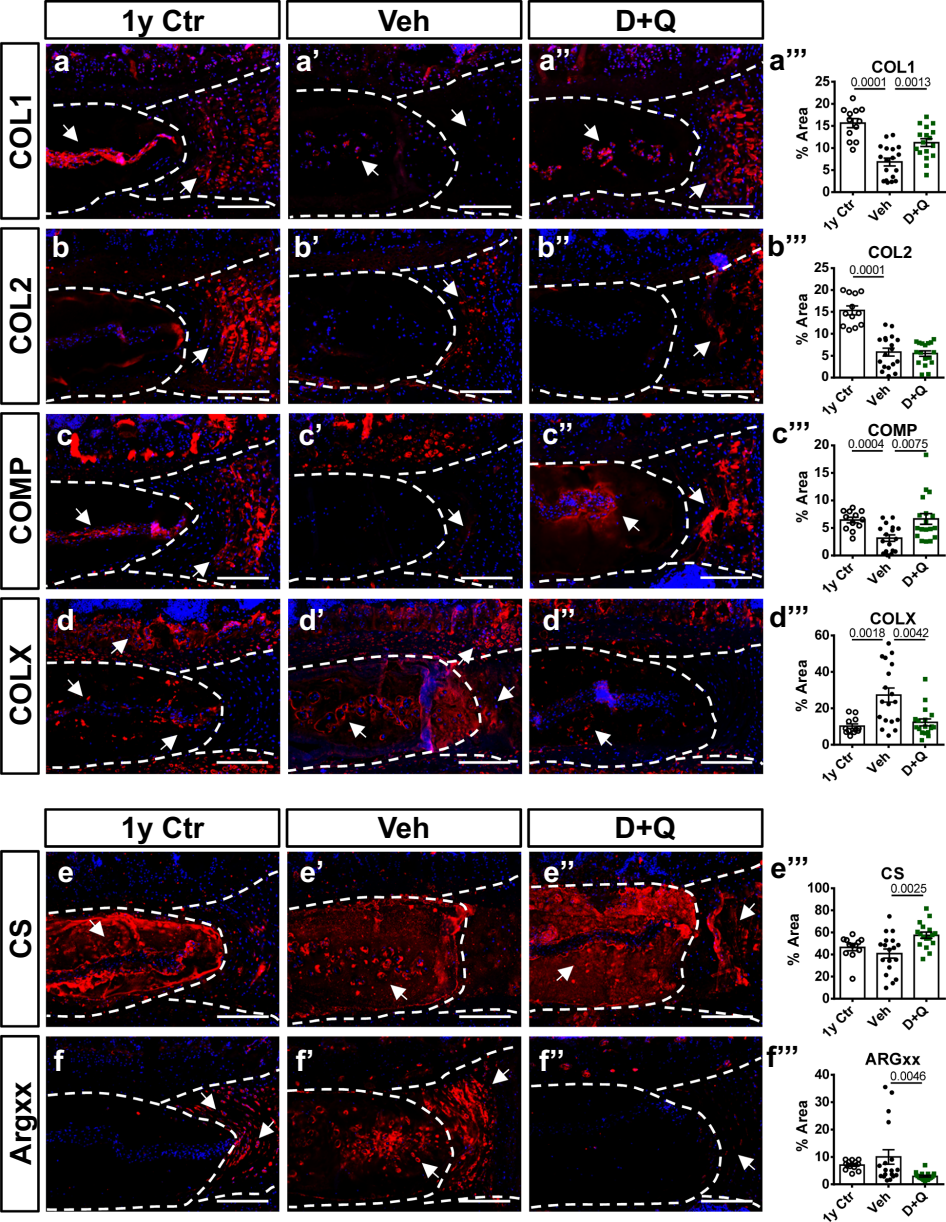
D + Q treatment preserved healthy extracellular matrix composition with a decrease in Aggrecan degradation during aging. **a–f”’** Staining and abundance in the disc compartment of essential extracellular matrix proteins in 1 y Ctr, 14–23 M Veh, and 14–23 M D + Q groups: Collagen I, Collagen II, COMP, Collagen X, Chondroitin sulfate, and ARGXX neoepitope. Two-tailed ANOVA or Kruskal–Wallis tests were used as appropriate; *n* = 6 mice/group, 2–3 levels per mouse were analyzed. Data are represented as mean ± SEM. Scale bar **a**–**f**” = 200 µm. Source data are provided as a Source Data file.

### D + Q treatment reduces nucleus pulposus fibrosis during aging

Fibrosis is one of the main degenerative disc phenotypes promoted by aging^28^. Collagen content, as measured by imaging FTIR spectroscopy, showed lower levels in the NP compartment of D + Q-treated mice when compared to Veh-treated animals (Fig. 4a, b). Similarly, Picrosirius Red staining with polarized microscopy showed that only 12% of D + Q discs possessed distinct collagen fibers within the NP compartment. The vehicle group had collagen fibers in 50% of discs, whereas there were no quantifiable collagen fibers in the NP from 1-year controls (Fig. 4c, d). Assessment of collagen fiber thickness in the AF compartment showed that D + Q group presented the lowest percentage of thick fibers (red) and an overall increase in thin fibers (green) as compared to Veh and 1-year Ctr mice (Fig. 4d, e). We also assessed the collagen quality and integrity by treating disc sections with fluorescently labeled collagen hybridizing peptide (CHP), which selectively binds to denatured collagen^40^. There were no differences in CHP binding among the groups (Fig. 4f).

**Fig. 4:**
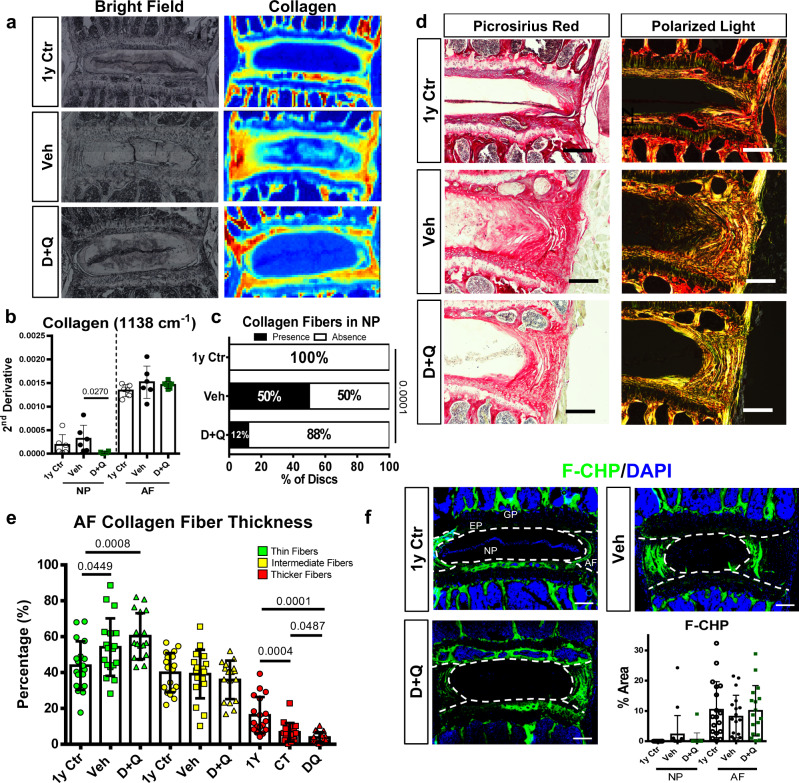
D + Q treatment results in lower incidence of NP fibrosis. **a** Bright field and chemical map of mean second-derivative peaks for collagen (1338 cm^−1^). Red: high relative absorbance; yellow: intermediate relative absorbance; blue: low relative absorbance. **b** Quantification of mean second-derivative peaks for collagen (1338 cm^−1^). **c** Quantification of the percentage of presence/absence of collagen fibers within the NP compartment. **d** 1-year Ctr, Veh and D + Q lumbar discs showing collagen fiber organization under bright field and polarized light (scale bar = 100 μm). **e** Quantification of collagen fiber thickness distribution and proportion in the AF. **f** Denatured collagen, measured by a collagen hybridization peptide (CHP) biding assay (scale bar = 200 µm). Two-tailed ANOVA or Kruskal–Wallis tests were used as appropriate; *n* = 6 mice/group, 2–3 levels per mouse were analyzed. Data are represented as mean ± SEM. Source data are provided as a Source Data file.

### D + Q treatment resulted in distinct transcriptomic modulation in AF and NP compartments

Microarray analysis was performed on AF and NP tissues from discs of 14–23 M Veh- and D + Q-treated mice. 

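RNA from the AF and the NP of 9 mice was hybridized to Mouse Clariom S arrays, with 1 array for each compartment of each mouse. Veh was given to 5 mice and D + Q to 4 mice from 14 to 23 months of age, with D at 5 mg/kg and Q at 50 mg/kg. AF and NP arrays with the same mouse number come from the same animal. Y-linked genes had a mean log2 level of 3.46 to 3.89 in Veh mouse 15 and D + Q mice 16 and 17. In the other mice it was 7.59 to 10.55, so the arms were not balanced in it. The authors deposited log2 values, which their methods describe as made by sst-rma in the Expression Console and their deposit as RMA. In the platform's annotation 19572 probe sets had 1 gene symbol, 0 had several and 9274 had none, and the 19572 were tested. The median log2 value of an array lay between 6.62 and 6.67 in NP Veh, 6.33 and 6.43 in NP D + Q, 6.72 and 6.82 in AF Veh, and 6.88 and 6.93 in AF D + Q. Of 23 antigenomic background probe sets, 12 had values equal to within 1e-04 on all NP D + Q arrays and 13 on all AF D + Q arrays, against 0 in each Veh group. The distribution of the deposited values thus differed between D + Q and Veh arrays, so that normalization and treatment cannot be told apart in a shift of the whole array. The 5222 negative control probe sets had a median log2 difference between D + Q and Veh of 0.27 in AF and -0.17 in NP. Each comparison was therefore fitted with limma on the values as deposited and again after quantile normalization of all 18 arrays together. The negative controls still differed by 0.11 in AF and 0.08 in NP after it. A gene is said to have risen or fallen, or to be higher or lower, only where it had an unadjusted p of 0.05 or less in the same direction in both fits, a rule chosen after the values had been seen. Because the deposited fit has to pass too, counts of risen and fallen genes keep the direction of its whole-array shift. Counts adjusted over a list alone are an exception to the rule. They come from the deposited fit by itself, so they can exceed the counts of both fits and carry its shift in full. Changes are log2 fold changes ± SE from the deposited values, and the number of arrays limits their precision.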

Baseline differences between AF and NP compartments were first assessed by analyzing the differentially expressed genes (DEGs) between AF-Veh and NP-Veh with a cutoff of *p* < 0.05 (Fig. 5a–c and Supplementary Fig. 3). The transcriptomic profiles of each tissue clustered distinctly, as demonstrated by principal component analysis (Fig. 5a), and a similar number of the 10,283 total DEGs were upregulated in each tissue (Supplementary Fig. 3a). 

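AF and NP of Veh mice differed most in Thbs1, the matricellular protein thrombospondin-1, which was higher in AF by a log2 fold change of 9.48 ± 0.65 (SE, n = 5 per compartment, adjusted p = 6.34e-07 from limma). Angptl7, a secreted angiopoietin-like protein, was higher in AF by 9.14 ± 0.46 and Uts2r, the urotensin II receptor, by 8.54 ± 0.43. Among the genes lower in AF than in NP were Inmt, an N-methyltransferase, at -7.66 ± 0.38, Rgs9bp, an anchor of a G protein regulator, at -7.18 ± 0.29, Usp29 at -7.03 ± 0.38 and Chrm2, a muscarinic acetylcholine receptor, at -6.62 ± 0.23. The first principal component held 66.6% of the variance and parted the compartments, with a score of 80.8 ± 34.9 (SD, n = 5) in AF and -80.8 ± 10.2 (SD, n = 5) in NP. The AF array of mouse 7 lay nearest to NP, with a score of 23.0. As deposited, 4282 genes were higher and 4782 lower in AF at an unadjusted p of 0.05 or less, which is 47.2% and 52.8% of 9064. A share of 0.05 of the genes tested is 979. Of the 5222 negative control probe sets 19.7% passed that threshold, so more than 979 genes may pass without a difference between the tissues. In both fits 3439 were higher and 4293 lower. At an adjusted p of 0.05 or less, 3150 were higher and 4090 lower as deposited.

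**Figure D1:**
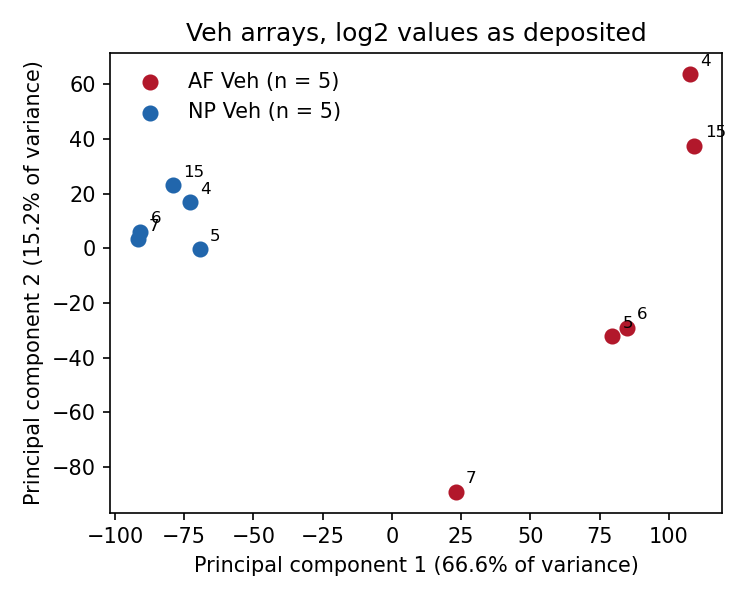
Scores of the 10 Veh arrays on principal components 1 and 2, in units of the score, with the share of variance on each axis. Each point is 1 array with its mouse number, AF in red and NP in blue, and AF arrays lie between 23.0 and 109.2 on component 1.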

Expectedly, NP tissue showed higher levels of *Krt19*, *Slc2a1*, and *Car3*, well-established markers of the NP compartment; the AF presented higher levels of *Col1a2*, *Comp*, and *Ibsp*, known hallmarks of the AF compartment (Fig. 5b)^41,42^. 

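Krt19, a keratin of notochordal cells, was lower in AF than in NP by a log2 fold change of -7.05 ± 0.37 (SE, n = 5 per compartment, adjusted p = 8.31e-08 from limma). The glucose transporter gene Slc2a1 differed by -3.50 ± 0.35 and the carbonic anhydrase gene Car3 by -1.95 ± 0.20. Col1a2, which encodes a chain of type I collagen, was higher in AF by 9.26 ± 0.69, the cartilage oligomeric matrix protein gene Comp by 8.48 ± 0.72 and Ibsp, a bone matrix sialoprotein, by 8.43 ± 0.24. The paper presents those 6 genes as known markers of the NP or the AF. Of 14 NP markers listed before the data were examined, 10 were lower in AF, 3 were higher and 1 did not pass, and adjusted over the list alone 10 were lower and 3 higher. Among them the keratin gene Krt8 differed by -5.56 ± 0.24, the cadherin gene Cdh2 by -4.84 ± 0.27 and Cd24a, a surface antigen of NP cells, by -2.51 ± 0.15. The list was lower as a whole (adjusted p = 0.000213 from camera, adjusted p = 0.395 with an estimated correlation). Of 16 AF and tendon-like markers, 12 were higher in AF and 1 was lower, the same counts as adjusted over the list alone, with Thbs2 at 4.55 ± 0.58 and Col5a2 at 4.23 ± 0.40. That list was higher as a whole (adjusted p = 3.14e-06, adjusted p = 0.25 with an estimated correlation). Markers of blood cells were also higher in AF: 6 of 9 genes of B and plasma cells with a median of 1.21, 7 of 9 of T and NK cells with a median of 0.72, and 7 of 9 of macrophages with a median of 2.35. Their camera adjusted p were 0.0013, 0.0106 and 0.0114, and with an estimated correlation adjusted p = 0.397, 0.353 and 0.558.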

Importantly, each tissue presented with unique regulation of genes related to the ECM, focal adhesions, and phenotype regulation in 23-month-old mice (Supplementary Fig. 3b, c). Additionally, related to regulation of the cell cycle, higher levels of *Cdkn2d*, *Ccnd2*, *Pcna*, and *E2f2* were seen in the AF, while the NP compartment showed elevated levels of *Cdkn1c*, *Cdkn1b*, *Cdkn2b*, *Ccnd1*, and *Atm* (Fig. 5c). This data suggests that AF and NP compartments present distinct transcriptomic profiles at 23-months, with divergent regulation of critical biological pathways, including the cell cycle.

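Matrix and adhesion genes divided between the compartments, with Chad, a small leucine-rich matrix protein, higher in AF by a log2 fold change of 8.18 ± 0.60 and Lamb3, a laminin chain, lower by -6.14 ± 0.40 (SE, n = 5 per compartment). Tenascin gene Tnc was higher in AF by 6.03 ± 0.71, while the laminin gene Lama4, at -3.76 ± 0.18, and the receptor gene Egfr, at -2.50 ± 0.31, were lower. Of 27 measured genes of ECM and focal adhesion that the study shows in Supplementary Fig. 3b, 19 were higher in AF and 8 lower. Of 20 genes of endochondral ossification in Supplementary Fig. 3c, 11 were higher and 9 lower, with the collagenase gene Mmp13 at 7.61 ± 1.09, the Wnt antagonist gene Frzb at 6.11 ± 1.06, Bmp7 at -3.76 ± 0.29 and Tgfb2 at -3.78 ± 0.32. Both sets were chosen by the study on these samples and are not independent evidence. Among 21 cartilage matrix genes listed before the data were examined, 13 were higher in AF, 2 lower and 6 did not pass, and adjusted over the list alone 15 were higher and 2 lower. Col2a1, the type II collagen gene, was higher by 2.96 ± 0.49 and the aggrecan gene Acan lower by -0.96 ± 0.26. Chondrocyte hypertrophy genes were higher in 6 of 8 cases and lower in 1, with the type X collagen gene Col10a1 at 4.91 ± 0.97. Osteoblast and osteocyte genes were higher in all 9 cases, with Dmp1, a matrix protein of osteocytes, at 3.75 ± 0.50, and these counts were the same adjusted over the list alone. Camera gave adjusted p of 1.17e-06 for cartilage matrix, 0.000177 for hypertrophy and 6.26e-06 for osteoblasts, and for each of them adjusted p = 0.25 with an estimated correlation. Osteoclast genes were higher in AF in 7 of 10 cases with a median of 1.69 (adjusted p = 0.00289, adjusted p = 0.516 with an estimated correlation). Endothelial genes were higher in 8 of 9 cases and lower in 1, with a median of 2.41 (adjusted p = 0.00111, adjusted p = 0.406 with an estimated correlation).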

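Cyclin D2, encoded by Ccnd2, was higher in AF than in NP by a log2 fold change of 2.28 ± 0.40 (SE, n = 5 per compartment, adjusted p = 0.00104 from limma). Also higher were the E2F transcription factor gene E2f2 by 3.91 ± 1.12, the inhibitor gene Cdkn2d by 1.67 ± 0.49 and the replication clamp gene Pcna by 1.17 ± 0.28. Lower in AF were Atm, a kinase of the DNA damage response, at -1.93 ± 0.22, and the inhibitor genes Cdkn1b at -1.42 ± 0.33, Cdkn2b at -1.33 ± 0.20 and Cdkn1c at -1.22 ± 0.26. The study chose these genes on the same samples, so that they are not independent evidence, and Ccnd1 had no probe set with its symbol and is not analysed here. Of 32 genes of the step from G1 to S listed before the data were examined, 11 were higher in AF and 8 lower, also when adjusted over the list alone, and the list had no common direction (adjusted p = 0.921 from camera). Cdkn2a, which encodes p16, differed by -0.12 ± 0.22 and Cdkn1a, which encodes p21, by -0.59 ± 0.52, and neither passed. Of 18 DNA replication genes, 11 were higher and 1 lower, the same as adjusted over the list alone, with the helicase subunit gene Mcm6 at 2.88 ± 0.21 and the origin recognition gene Orc6 at -2.90 ± 0.23. Of 20 mitosis genes, 18 were higher and 0 lower, with 19 higher when adjusted over the list alone, among them the proliferation marker gene Mki67 at 4.40 ± 1.32 and the cyclin gene Ccna2 at 3.57 ± 0.86. Camera gave an adjusted p of 0.00287 for replication and 1.63e-05 for mitosis, and for both adjusted p = 0.516 with an estimated correlation. Markers of neutrophils and their precursors in bone marrow were higher in AF in 14 of 14 cases, with a median of 4.95 (adjusted p = 0.000331, adjusted p = 0.516 with an estimated correlation), such as Lcn2 at 5.60 ± 0.90 and Camp at 5.26 ± 1.45. Erythroid markers were higher in 7 of 7 cases, with a median of 2.90 (adjusted p = 0.00247, adjusted p = 0.516 with an estimated correlation).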

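Hypoxia and glycolysis genes were lower in AF than in NP, with the carbonic anhydrase gene Car9 at a log2 fold change of -3.18 ± 0.31 and the mitophagy receptor gene Bnip3 at -3.78 ± 0.41 (SE, n = 5 per compartment). Of 14 such genes, 12 were lower and 0 higher, or 13 lower adjusted over the list alone (adjusted p = 4.42e-07 from camera, adjusted p = 0.353 with an estimated correlation). Of 14 p53 targets, 7 were lower and 1 higher, with 8 lower adjusted over the list alone, such as the adhesion gene Perp at -6.16 ± 0.38 (adjusted p = 0.00289, adjusted p = 0.25 with an estimated correlation). Clock-controlled genes of the evening phase were lower in 6 of 10 cases, with the clock repressor gene Per1 at -2.93 ± 0.51 (adjusted p = 0.000921, adjusted p = 0.397 with an estimated correlation). Zinc finger transcription factors were lower in 184 of 381 cases and higher in 10, with 177 and 10 adjusted over the list alone (adjusted p = 9.14e-08, adjusted p = 0.25 with an estimated correlation). SASP factors were higher in AF in 17 of 31 cases and lower in 1, with 16 and 1 adjusted over the list alone. They include the chemokine gene Cxcl12 at 5.64 ± 0.55, the insulin-like growth factor binding protein gene Igfbp7 at 4.51 ± 0.22 and the interleukin gene Il1b at 2.88 ± 1.06 (adjusted p = 1.06e-05, adjusted p = 0.353 with an estimated correlation). Markers of neutrophils, macrophages and osteoclasts were higher in AF too. Marrow and bone in the AF dissections therefore cannot be told apart from AF cells as the source of these factors. Of 7 senescence markers, 3 were higher and 1 lower with a median of -0.12, while camera placed the list upward without passing (adjusted p = 0.585). Skeletal muscle genes were also higher in AF, in 8 of 14 cases with a median of 1.32 (adjusted p = 0.00215, adjusted p = 0.516 with an estimated correlation). From the separate clustering of the tissues and the genes of each, the paper proposes that AF and NP at 23 months have distinct profiles that part in pathways such as the cell cycle.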

**Fig. 5:**
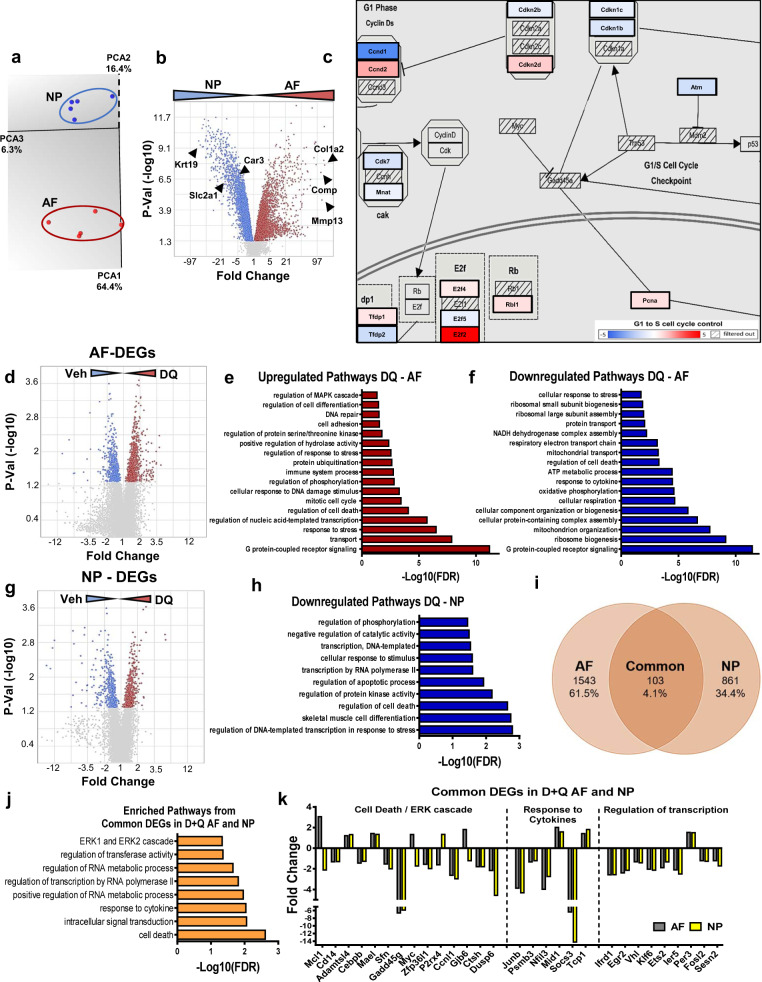
D + Q treatment promoted transcriptomic modulation of cell death, response to cytokines, regulation of RNA polymerase II, and the ERK1/ERK2 cascade in AF and NP compartments. **a** Transcriptomic profiles of AF (*n* = 5) and NP (*n* = 5) tissues from 14–23 M Veh mice clustered distinctly with principal component analysis. **b** Volcano Plot, showing up- and downregulated DEGs from the 23 M AF vs. NP comparison used for GO Process enrichment analysis, *p*-value ≤ 0.05. **c** Schematic summarizing the DEGs between the AF and NP at 23 M related to cell cycle regulation. **d** Volcano Plot, showing up- and downregulated DEGs from the D + Q AF vs. Veh AF comparison, *p* ≤ 0.05. **e** Representative GO processes of upregulated genes from D + Q AF vs. Veh AF. **f** Representative GO processes of downregulated genes from D + Q AF vs. Veh AF. **g** Volcano Plot, showing up- and downregulated DEGs from the D + Q NP vs. Veh NP comparison, *p*-value ≤ 0.05. **h** Representative GO processes of downregulated genes from D + Q NP vs. Veh NP. **i** Venn Diagram of common DEGs from D + Q AF vs. Veh AF and D + Q NP vs. Veh NP, *p*-value ≤ 0.05. **j** Representative GO processes of common DEGs from panel **I**. **k** Representative DEGs from selected GO processes from panel **j**. *p*-values were calculated using eBayes ANOVA Method (unadjusted). GO analysis was performed using the PANTHER Overrepresentation Test with GO Ontology database annotations and a binomial statistical test with FDR ≤ 0.05. Source data are provided as a Source Data file.

To explore the biological pathways targeted by D + Q treatment in each disc compartment, AF D + Q and Veh groups were compared, identifying 1,646 DEGs. Of these, 65% were upregulated, and 35% were downregulated in the D + Q group; *p* < 0.05 (Fig. 5d and Supplementary Fig. 4a, b). 

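Gimap4, a GTPase of lymphocytes, rose in AF with D + Q by a log2 fold change of 1.99 ± 0.24 (SE, n = 4 D + Q and 5 Veh mice, adjusted p = 0.0208 from limma). Cacng2, a regulator of glutamate receptors, rose by 1.56 ± 0.17, the atypical chemokine receptor gene Ackr1 by 1.56 ± 0.22 and Cby2 by 1.54 ± 0.17. Lsg1, a GTPase of ribosome maturation, changed by -1.82 ± 0.29, the glycolytic enzyme gene Pgam1 by -1.81 ± 0.33 and the cytokine-induced factor gene Cebpd by -1.77 ± 0.33. Smaller falls were those of the translation factor subunit gene Eif2b2 by -1.52 ± 0.19, the respiratory chain assembly gene Higd2a by -1.50 ± 0.19 and the proteasome subunit gene Psmb2 by -1.50 ± 0.28. As deposited, 2971 genes were higher and 1594 lower with D + Q at an unadjusted p of 0.05 or less, which is 65.1% and 34.9%. After quantile normalization 1500 were higher and 1516 lower, which is 49.7% and 50.3%. In both fits 1293 genes rose and 859 fell. At an adjusted p of 0.05 or less the deposited values gave 283 higher and 102 lower, and the quantile normalized values 3 and 5. Without 1 array at a time the deposited values gave between 0 and 55 genes higher and between 0 and 9 lower at an adjusted p of 0.05 or less. After quantile normalization, 5 of 100 ways to split the 9 mice, the real one included, gave at least as many genes as the treatment did at an unadjusted p of 0.05 or less.

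**Figure D2:**
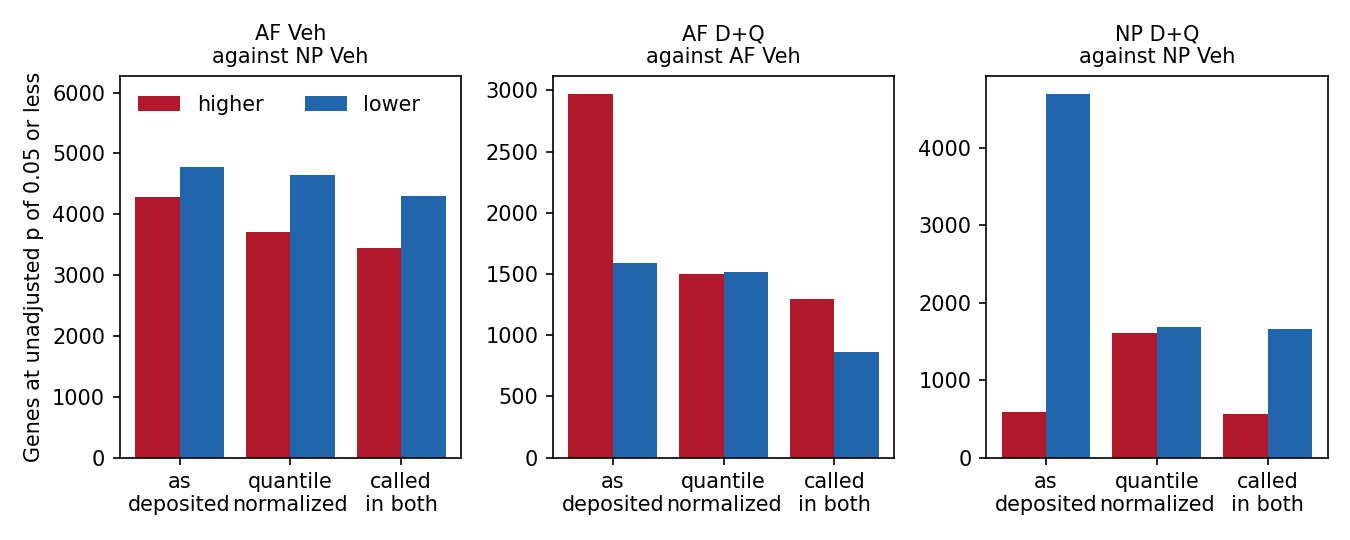
Number of genes at an unadjusted p of 0.05 or less, higher in red and lower in blue, in each of the 3 comparisons. Bars give the values as deposited, after quantile normalization and in both, and for AF with D + Q they fall from 2971 to 1500 higher genes after quantile normalization.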

To understand the biological impact of these DEGs, gene enrichment analysis of these up- and downregulated DEGs groups was performed using the Overrepresentation Test in PANTHER^43^. The DEGs upregulated in the AF of D + Q-treated mice showed enrichment of G protein-coupled receptor (GPCR) signaling, response to stress, mitotic cell cycle, cellular response to DNA damage stimulus, cell adhesion, and DNA repair pathways (Fig. 5e). 

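Olfactory and vomeronasal receptors, a large family of G protein-coupled receptors, rose in AF with D + Q in 235 of 1414 cases and fell in 21, with a median log2 fold change of 0.40 as deposited and 0.17 after quantile normalization. Their mean level in AF Veh was 5.38, and negative control probe sets, which have no gene symbol in the annotation, differed by 0.27 as deposited. The deposited values alone gave 499 higher and 21 lower, and 220 and 2 adjusted over the list alone. Camera placed the receptors above other genes (adjusted p = 6.27e-14), a call lost at adjusted p = 0.388 with an estimated correlation. Of 20 mitosis genes, 0 rose and 0 fell, and at an unadjusted p of 0.05 or less limma gave 0 in either fit, with a median of -0.65 (adjusted p = 0.127). Of 23 DNA repair genes, 0 rose and 1 fell, which was the base excision glycosylase gene Ogg1 at -0.57 ± 0.17 (SE, n = 4 D + Q and 5 Veh mice), and none passed adjusted over the list alone (adjusted p = 0.118). Of 32 genes of the step from G1 to S, 0 rose and 3 fell, among them the cyclin gene Ccnh at -0.76 ± 0.19, and 0 passed adjusted over the list alone (adjusted p = 5.63e-05, adjusted p = 0.595 with an estimated correlation). Heat shock genes, part of the response to stress, fell in 2 of 11 cases and rose in 0, with 3 lower adjusted over the list alone, and the chaperonin cofactor gene Hspe1 changed by -0.87 ± 0.24 (adjusted p = 0.00045, adjusted p = 0.388 with an estimated correlation). Cartilage matrix genes rose in 2 of 21 cases and fell in 0, with the matrix genes Cilp2 at 1.43 ± 0.45 and Bgn at 0.90 ± 0.22 (adjusted p = 0.0322, adjusted p = 0.87 with an estimated correlation). Mitosis genes passed in camera with a median relative to all genes of -1.50 without AF Veh of mouse 7 and -0.89 and -1.26 without D + Q of mice 8 and 16, and DNA repair genes with -0.31 without AF Veh of mouse 7 and -0.35 without D + Q of mouse 16.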

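Hhip, an inhibitor of hedgehog signaling, rose in AF with D + Q by a log2 fold change of 1.77 ± 0.46 (SE, n = 4 D + Q and 5 Veh mice, adjusted p = 0.0694 from limma). The complement gene C7 rose by 1.06 ± 0.25, the lymphocyte growth factor gene Il7 by 0.84 ± 0.21 and the cytokine receptor gene Cntfr by 0.77 ± 0.21. Morc2b rose by 1.47 ± 0.25, the ubiquitin ligase gene Trim36 by 1.20 ± 0.29 and the tubulin-binding protein gene Tppp by 0.77 ± 0.17. The chemokine gene Ccl1 rose by 1.23 ± 0.20, the interleukin gene Il21 by 0.99 ± 0.18, the chemokine receptor gene Ccr7 by 0.75 ± 0.21 and the glutathione peroxidase gene Gpx2 by 0.62 ± 0.19. Pcp4, at 0.87 ± 0.43, Il2, at 0.54 ± 0.19, and the scavenger receptor gene Cd36, at 0.69 ± 0.48, did not pass in both fits. Of the genes the study links to cell death, 4 of 8 measured rose, a list it chose on these samples that is not independent evidence (adjusted p = 0.000234 from camera, adjusted p = 0.0495 with an estimated correlation). For the mitotic cell cycle 6 of 7 rose (adjusted p = 0.000248, adjusted p = 0.0885 with an estimated correlation), and for DNA repair and stress 6 of 13 rose (adjusted p = 3.83e-06, adjusted p = 0.0885 with an estimated correlation), both likewise not independent evidence. Stard9 had no probe set with its symbol and is not analysed here.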

We found several AF DEGs associated with negative regulation of cell death: *Hhip*, *C7*, *Pcp4*, *Cntfr*, *Il2*, *Serpinb13*, *Card13*, and *Il7*; mitotic cell cycle: *Slxl1*, *Morc2b*, *Stard9*, *Piwil2*, *Rab11*, *fip3*, *Trim36*, *Irf6*, *Myog*, and *Tppp*; and DNA repair and response to stress: *Cd36*, *Mid1*, *Morc2b*, *Vsig4*, *Ccr7*, *Spo11*, *Gpx2*, *Serpinb3a*, *Ccl1*, *Mink1*, *Il2*, *Il21*, and *Cxcl5* (Supplementary Fig. 4c). On the other hand, downregulated AF DEGs were enriched for ribosome biogenesis, mitochondria organization, cellular respiration, response to cytokines, ATP metabolic process, regulation of cell death, as well as GPCR signaling (Fig. 5f). 

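Subunits of oxidative phosphorylation fell in AF with D + Q in 20 of 75 cases and rose in 0, with a median log2 fold change of -0.56 as deposited and -0.33 after quantile normalization. Taken together with the cytosolic ribosomal proteins they had a median of -0.53 as deposited, while other genes of the same level had -0.36. The complex I gene Ndufc1 changed by -0.92 ± 0.20 (SE, n = 4 D + Q and 5 Veh mice, adjusted p = 0.047 from limma), and 30 subunits were lower adjusted over the list alone (adjusted p = 1.12e-18 from camera, adjusted p = 0.388 with an estimated correlation). Cytosolic ribosomal proteins fell in 12 of 55 cases and rose in 0, with a median of -0.49. Rps9 changed by -1.49 ± 0.25 and Rps26 by -1.47 ± 0.24, and 19 were lower adjusted over the list alone (adjusted p = 1.17e-13, adjusted p = 0.595 with an estimated correlation). The D + Q array of mouse 8 lay apart, with a mean of that list of 15.25 after quantile normalization against 15.10 in AF Veh. Mitochondrial ribosomal proteins fell in 11 of 76 cases and rose in 0, with a median of -0.20 and 1 lower adjusted over the list alone (adjusted p = 8.13e-06, adjusted p = 0.786 with an estimated correlation). Cytokine and STAT3 response genes fell in 7 of 17 cases and rose in 0, with a median of -1.20 and 8 lower adjusted over the list alone (adjusted p = 1.77e-07, adjusted p = 0.388 with an estimated correlation). NF-kB targets fell in 1 of 15 cases, with 0 adjusted over the list alone (adjusted p = 0.007, adjusted p = 0.87 with an estimated correlation). That list had a median relative to all genes of -1.08, and without AF Veh of mouse 15 it was -0.33 and did not pass (adjusted p = 0.0967 from camera). Immediate-early genes, which respond to growth factors and stress quickly, fell in 9 of 32 cases and rose in 0, with a median of -1.46 and the nuclear receptor gene Nr4a1 at -3.02 ± 1.17. Adjusted over the list alone 1 of them was lower (adjusted p = 2.05e-07, adjusted p = 0.826 with an estimated correlation). Of markers of other cells, 2 of 9 Schwann cell and nerve genes fell, 0 of 14 neutrophil genes passed, with a median of -0.81, and 0 of 9 macrophage genes, with a median of -0.19, at an unadjusted p of 0.05 or less from limma in both fits. The neutrophil list passed in camera without AF Veh of mouse 7, with a median relative to all genes of -2.52, and without D + Q of mouse 16, with -2.05.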

Noteworthy DEGs were identified in relation to cellular respiration: *Atp5d*, *Atp5f1*, *Atp5o*, *Atp5g1*, *Ndufs8*, *Nduf7*, *Ndufc2*, *Ndufb5*, *Ndufb8*, *Sdhd*, *Dld*, *Cox6a1*, and *Sdhaf2*; ribosome biogenesis: *Upt3*, *Rpl38*, *Rps16*, *Ddx52*, *Rps15*, *Rps17*, *Rps21*, *Rps5*, *Rpl38*, *Rpl6*, *Mrpl20*, and *Fastkd2*; and response to cytokines: *Myc*, *Socs3*, *Nfil3*, *Junb*, *Mcl1*, *Irf1*, *Klf6*, *Hsp90aa1*, *Vamp8*, *Icam1*, *Cebpb*, *Tnfrsf1a*, *Igbp1*, *Il6ra*, *Hspa5*, *Mapk3*, *Cd14*, and *Irak2* (Supplementary Fig. 4d).

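The ATP synthase subunit gene Atp5d changed in AF with D + Q by a log2 fold change of -1.15 ± 0.24 (SE, n = 4 D + Q and 5 Veh mice, adjusted p = 0.0441 from limma) and Atp5o by -1.12 ± 0.21. Complex I subunit genes Ndufs8 and Ndufs7 changed by -1.15 ± 0.31 and -1.14 ± 0.28, the succinate dehydrogenase gene Sdhd by -1.01 ± 0.28 and its assembly factor gene Sdhaf2 by -0.89 ± 0.17. Of the ribosome genes, Rps21 changed by -1.11 ± 0.22, Rpl38 by -0.84 ± 0.19, and the ribosomal RNA processing genes Utp3 by -1.15 ± 0.35 and Ddx52 by -1.10 ± 0.27. The transcription factor gene Myc changed by -3.03 ± 0.83, the inhibitor of cytokine signaling Socs3 by -2.63 ± 0.95, the survival gene Mcl1 by -1.67 ± 0.45, the interferon regulatory factor gene Irf1 by -1.58 ± 0.55 and the adhesion gene Icam1 by -1.20 ± 0.35. Ndufb8, at -0.25 ± 0.16, Fastkd2, at -0.17 ± 0.15, and Hspa5, at -0.30 ± 0.28, did not pass in both fits. In all, 8 of 13 measured respiration genes fell (adjusted p = 4.11e-10 from camera, adjusted p = 0.0751 with an estimated correlation). So did 4 of 9 ribosome genes (adjusted p = 2.92e-06, adjusted p = 0.0495 with an estimated correlation) and 12 of 17 cytokine response genes (adjusted p = 1.1e-09, adjusted p = 0.0885 with an estimated correlation). None rose in these lists, which the study chose on these samples and which are not independent evidence. Mapk3 had no probe set with its symbol and is not analysed here.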

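Csrnp1, a nuclear protein induced by growth signals, fell in NP with D + Q, with a log2 fold change of -3.58 ± 0.84 as deposited (SE, n = 4 D + Q and 5 Veh mice, adjusted p = 0.0203 from limma) and -3.35 after quantile normalization. Pax1, a transcription factor of disc development, changed by -2.75 ± 0.35 and the monocyte chemokine gene Ccl2 by -2.09 ± 0.58, or -2.33 and -1.70 after quantile normalization. Frmd5 rose by 1.28 ± 0.29, Aire, a transcriptional regulator of immune tolerance, by 1.26 ± 0.15 and the zinc finger gene Zfp791 by 1.24 ± 0.21, or 1.23, 1.26 and 1.24 after quantile normalization. The median of all 19572 genes was itself shifted by -0.20 in NP with D + Q as deposited, so the medians of gene groups are given relative to it. As deposited, 590 genes were higher and 4693 lower at an unadjusted p of 0.05 or less, which is 11.2% and 88.8%. After quantile normalization 1610 were higher and 1685 lower, which is 48.9% and 51.1%. In both fits 567 genes rose and 1655 fell, an uneven split that keeps the downward shift of the deposited values. At an adjusted p of 0.05 or less 115 were higher and 1866 lower as deposited, and 122 and 130 after quantile normalization. Without 1 array at a time the deposited values gave between 40 genes, without mouse 17, and 128, without mouse 8, higher at an adjusted p of 0.05 or less, and between 1057 and 1745 lower without the same mice. After quantile normalization every array left out lowered both counts, to between 19 and 53 higher and between 17 and 55 lower. The loess fit to the negative controls left 1 gene higher and 2 lower at that threshold.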

Analysis of DEGs comparing NP D + Q and Veh groups identified 964 DEGs, of which 54% were upregulated, and 46% downregulated, *p* < 0.05 (Fig. 5g and Supplementary Fig. 4e, f). 

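Immediate-early genes fell in NP with D + Q in 25 of 32 cases and rose in 0, with a median log2 fold change of -1.28 relative to all genes. The matricellular protein gene Ccn1 changed by -1.46 ± 0.47 (SE, n = 4 D + Q and 5 Veh mice, adjusted p = 0.066 from limma) and the AP-1 gene Jund by -0.63 ± 0.25, or -1.53 and -0.71 after quantile normalization. Adjusted over the list alone 27 were lower (adjusted p = 4.3e-06 from camera, adjusted p = 0.822 with an estimated correlation). The list moved together in the AF and NP of a mouse. Its mean difference over both compartments was reached in 5 of 100 splits of the 9 mice after quantile normalization, the real one included. Chance therefore cannot be excluded for it. Feedback genes of the ERK pathway, which dampen kinase signaling, fell in 6 of 15 cases and rose in 1, with a median of -0.69 relative to all genes. Among them were the Sprouty genes Spry2 at -1.71 ± 0.20, Spry4 at -1.05 ± 0.22 and Spry1 at -0.89 ± 0.19, and 7 were lower and 1 higher adjusted over the list alone (adjusted p = 0.0145, adjusted p = 0.822 with an estimated correlation). Cytokine and STAT3 response genes fell in 9 of 17 cases and rose in 0, with the signaling inhibitor gene Socs1 at -1.51 ± 0.30 and the receptor gene Il4ra at -0.87 ± 0.18, and 9 were lower adjusted over the list alone (adjusted p = 0.00209, adjusted p = 0.822 with an estimated correlation). NF-kB targets fell in 4 of 15 cases, with 7 adjusted over the list alone (adjusted p = 0.0996), and without NP Veh of mouse 6 the list passed (adjusted p = 0.0171, median -0.43 relative to all genes). Genes of mature skeletal muscle, which are markers of muscle tissue, fell in 5 of 14 cases and rose in 0, with a median of -0.42 relative to all genes. By adjustment over the list alone 8 were lower (adjusted p = 0.0108, adjusted p = 0.822 with an estimated correlation). Without D + Q of mouse 16 the median of the muscle list was -0.34 and it did not pass (adjusted p = 0.0926). The mean level of that list in NP Veh was 5.86, below the array medians of 6.62 to 6.67.

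**Figure D3:**
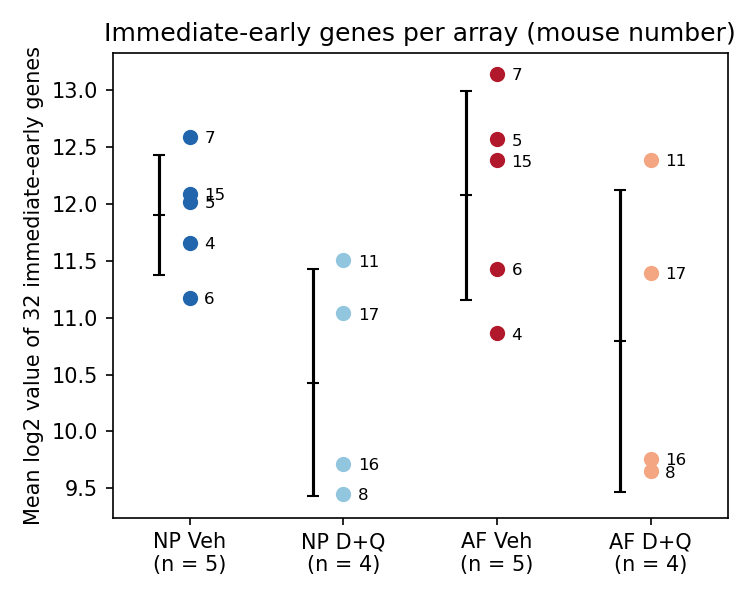
Mean log2 value, after quantile normalization, of 32 immediate-early genes on each array, with the mouse number beside each point and the mean ± SD of each group as a black bar. Mice 8 and 16 lie lowest in both compartments and mice 11 and 17 highest of those given D + Q.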

Importantly, DEGs downregulated in the D + Q group showed enrichment in the regulation of DNA-templated transcription in response to stress, skeletal muscle cell differentiation, regulation of cell death, protein kinase activity, apoptotic process, transcription by RNA polymerase II, and regulation of phosphorylation pathways (Fig. 5h). Noteworthy DEGs were identified in relation to skeletal muscle cell differentiation: *Atf3*, *Nr4a1*, *Btg2*, *Maff*, *Egr1*, *Sap30*, *Scx*, and *Asb2*; transcription by RNA polymerase II: *Fosb*, *Fos*, *Junb*, *Jun*, *Nfil3*, *Egr2*, *Atf4*, and *Jund*; regulation of protein kinase activity: *Errfi1*, *Gadd45g*, *Dusp6*, *Egr1*, *Cyr61*, *Dusp1*, *Dusp8*, *Taf7*, *Hspb1*, *Efna1*, *Cdkn2d*, *Sesn2*, *Pdgfc*, *Mapk3k2*, and *Gadd45b*; and regulation of cell death: *Pim1*, *Cyr61*, *Klf4*, *Serpine1*, *Id3*, *Mcl1*, *Rhob*, *Pim3*, *Efna1*, *Axl*, *Myc*, *Itga5*, *Eif2b5*, *Cdh1*, *Aven*, and *Bdnf* (Supplementary Fig. 4g). 

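Atf3, a stress-induced transcription factor, changed in NP with D + Q by a log2 fold change of -3.76 ± 1.09 (SE, n = 4 D + Q and 5 Veh mice, adjusted p = 0.0455 from limma). The nuclear receptor gene Nr4a1 changed by -3.41 ± 0.82 and the growth-induced factor gene Egr1 by -1.88 ± 0.58. After quantile normalization these values were -3.79, -3.29 and -1.94. Of the AP-1 factors, Fosb changed by -2.37 ± 1.01, Fos by -2.22 ± 0.77 and Jun by -1.63 ± 0.59. Errfi1, an inhibitor of the EGF receptor, changed by -2.58 ± 0.57, the phosphatase gene Dusp1 by -1.39 ± 0.49 and the growth factor gene Pdgfc by -1.02 ± 0.21. Pim1, a kinase of cell survival, changed by -1.43 ± 0.40, the survival gene Mcl1 by -1.10 ± 0.29 and the cadherin gene Cdh1 by -1.19 ± 0.19. Asb2, at -0.54 ± 0.16, Cdkn2d, at -0.34 ± 0.23, Itga5, at -0.58 ± 0.32, and Bdnf, at -0.39 ± 0.19, did not pass in both fits. In all, 7 of 8 genes linked to muscle cell differentiation fell (adjusted p = 0.000276 from camera, adjusted p = 0.297 with an estimated correlation), as did 8 of 8 linked to RNA polymerase II (adjusted p = 0.00236, adjusted p = 0.371 with an estimated correlation). Of 15 measured genes linked to protein kinase activity 14 fell (adjusted p = 1.72e-05, adjusted p = 0.325 with an estimated correlation), and of 15 linked to cell death 11 fell (adjusted p = 9.24e-05, adjusted p = 0.3 with an estimated correlation). None rose in these lists, which the study chose on these samples and which are not independent evidence.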

Interestingly, DEGs upregulated in the D + Q-treated NP showed enrichment for zinc finger transcription factor, defense/immunity protein, and immunoglobin related molecular classes (Supplementary Fig. 4h, i). Some of these genes include *Ersr1, Ppox, Polg2, Hoxd10, Slc4a1, Xlr4b, Ppp1r10, Fbxw26, Tlr7, Snapc3, Lrif1, Zkscan7, Tet2, Dmrta1, Zfp760, Ermap, Ogt, Ankzf1, Lipf, Apol11b, Ddc, Il1rpl1, Adamts20, Eaf2*, and *Xlr4a*.

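Zinc finger transcription factors rose in NP with D + Q in 39 of 381 cases and fell in 20, with Zfp60 at a log2 fold change of 1.13 ± 0.27 (SE, n = 4 D + Q and 5 Veh mice) and a median of 0.17 relative to all genes. The deposited values gave 40 higher and 57 lower with a median of -0.03 and the quantile normalized values 70 and 21, and 1 was higher and 1 lower adjusted over the list alone. Camera placed the list above other genes, against the sign of its median as deposited (adjusted p = 0.000176, adjusted p = 0.822 with an estimated correlation). Only 1 immunoglobulin gene had a probe set with its symbol, and it did not pass, with a change of -0.34 as deposited. Genes of B and plasma cells fell in 4 of 9 cases and rose in 0, with a median of -0.54 relative to all genes, and 6 were lower adjusted over the list alone (adjusted p = 0.0185, adjusted p = 0.822 with an estimated correlation). That call was lost without D + Q of mouse 11, with a median of -0.42, and of mouse 17, with -0.58. The mean level of its genes in NP Veh was 5.33, and 1 of the 9 lay at or above the median gene there. Interferon-stimulated genes rose in 1 of 12 cases and fell in 1, with Rtp4 at 0.59 ± 0.21 and Ifit1 at -0.90 ± 0.19 (adjusted p = 0.79). Olfactory and vomeronasal receptors fell in 179 of 1414 cases and rose in 19, while the deposited values gave 522 lower and 19 higher and the quantile normalized values 179 lower and 119 higher (adjusted p = 0.00053, adjusted p = 0.822 with an estimated correlation). The receptors did not pass after quantile normalization (adjusted p = 0.537), or without D + Q of mouse 16, with a median of -0.11 relative to all genes.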

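Lrif1, a chromatin protein of the inactive X chromosome, rose in NP with D + Q by a log2 fold change of 1.29 ± 0.25 (SE, n = 4 D + Q and 5 Veh mice, adjusted p = 0.0101 from limma). Xlr4a rose by 1.13 ± 0.21 and the heme synthesis gene Ppox by 1.13 ± 0.22. The developmental factor gene Hoxd10 rose by 1.06 ± 0.40, the red cell anion exchanger gene Slc4a1 by 1.03 ± 0.45, the mitochondrial DNA polymerase subunit gene Polg2 by 0.94 ± 0.29 and the DNA demethylation gene Tet2 by 0.89 ± 0.23. Adamts20, a matrix protease gene, at -0.04 ± 0.23, Ermap at 0.23 ± 0.29 and the receptor gene Tlr7 at 0.38 ± 0.31 did not pass in both fits. Of 23 measured genes in this group, 13 rose and 0 fell, a list the study chose on these samples that is not independent evidence. The group lay above other genes (adjusted p = 3.18e-17 from camera, adjusted p = 0.00575 with an estimated correlation). Erdr1 and Ppp1r10 had no probe set with their symbols and are not analysed here.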

To further explore the pathways commonly modulated in the AF and NP by D + Q treatment, DEGs identified in both the AF and NP D + Q vs. Veh. analyses were investigated. 

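Zfp36, which destabilizes cytokine mRNAs, fell with D + Q in both compartments, with log2 fold changes of -2.24 in AF and -1.52 in NP (n = 4 D + Q and 5 Veh mice). Ppp1r15a, a phosphatase subunit of the stress response, changed by -1.14 in AF and -1.27 in NP, the GTPase gene Gem by -1.46 in AF and -1.49 in NP and the phosphatase gene Dusp10 by -1.03 in AF and -1.41 in NP. Higher in both were Tcf7l1, a Wnt pathway factor, at 0.82 in AF and 0.90 in NP, and the signal transducer gene Smad5 at 0.66 in AF and 0.73 in NP. In both fits 73 genes were lower in both compartments, 28 higher in both, 162 higher in AF and lower in NP, and 31 lower in AF and higher in NP. As deposited, 1362 genes passed an unadjusted p of 0.05 or less in both compartments against 1232 expected if the calls were independent, of which 251 changed in the same direction against 472 expected, and 1111 in opposite directions against 760. After quantile normalization 597 passed against 508 expected, of which 271 changed in the same direction against 254 expected, and 326 in opposite directions against 254. Lower in both were 182 genes against 382 expected as deposited, and 128 against 131 after quantile normalization. In each of these fits shared falls were no more than independent calls give. The overlap depended on the normalization, since the negative controls shifted in opposite directions in AF and NP as deposited. With the loess fit to the negative controls, chosen after the data were seen, 439 genes changed in the same direction and 170 in opposite directions.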

From this analysis, 103 common DEGs emerged (Fig. 5i). Analysis of these DEGs showed enrichment for cell death, response to cytokines, regulation of RNA polymerase II, and ERK1/ERK2 cascade pathways (Fig. 5j). 

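Immediate-early genes were lower in both compartments in 9 of 32 cases and higher in both in 0. Cytokine and STAT3 response genes were lower in both in 4 of 17 cases and higher in 0, and those were Socs3, Junb, Nfil3 and Icam1. Only Dusp6, a phosphatase that inactivates ERK, was lower in both among 15 ERK feedback genes, and only Mcl1 among 9 genes of senescent cell survival. Within that last list, 1 of 9 fell in AF (adjusted p = 0.309 from camera) and 1 of 9 in NP (adjusted p = 0.582). In AF 1 of 15 ERK feedback genes fell and 0 rose (adjusted p = 0.307). Of 9 Schwann cell and nerve markers, 2 were lower in both, Mbp and Egr2. Of 1414 olfactory and vomeronasal receptors, 5 were lower in both, 2 higher in both and 31 changed in opposite directions, and zinc finger transcription factors were lower in both in 4 of 381 cases.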

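Gadd45g, a stress sensor that activates p38 and JNK signaling, changed with D + Q by a log2 fold change of -2.22 ± 0.79 in AF and -3.06 ± 0.62 in NP (SE, n = 4 D + Q and 5 Veh mice). Dusp6, the ERK phosphatase, changed by -1.75 ± 0.50 in AF and -2.60 ± 0.63 in NP. The mRNA decay factor gene Zfp36l1 changed by -1.61 ± 0.38 and -0.95 ± 0.29, the cyclin gene Ccnl1 by -1.73 ± 0.59 and -1.20 ± 0.47, and the cathepsin gene Ctsh by -1.23 ± 0.30 and -1.04 ± 0.26. Cebpb, a factor of inflammation, fell in NP, at -0.83 ± 0.23, and did not pass in AF, at -0.26 ± 0.31. Sfn, a 14-3-3 protein, fell in NP, at -1.59 ± 0.42, and had a change of -0.59 ± 0.36 in AF that did not pass. Cd14, the co-receptor of lipopolysaccharide, did not pass in both fits in either compartment, at -0.91 ± 0.40 in AF and -0.55 ± 0.24 in NP. Gjb6, a connexin gene, rose in AF by 1.31 ± 0.46 and changed in NP by -0.80 ± 0.20. Of the 29 genes shown in Fig. 5k, 2 rose and 17 fell in AF, and 2 rose and 21 fell in NP, a list the study chose on these samples that is not independent evidence. Camera gave adjusted p = 8.98e-08 in AF, with adjusted p = 0.182 with an estimated correlation, and adjusted p = 0.000433 in NP, with adjusted p = 0.363 with an estimated correlation.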

The majority of DEGs related to cell death/ERK cascade were downregulated in the D + Q groups and included *Cd14, Cebpb, Sfn, Gadd45g, Zfp36l, Ccnl1, Ctsh, and Dusp6*. Common DEGs related to the response to cytokines included *Junb, Psmb3, Nfil3, and Socs*, whereas *Ifrd1, Egr2, Vhl, Klf6, Ets2, ler5, Fosl2*, *and Sesn2* were linked to regulation of transcription (Fig. 5k). 

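Junb, an AP-1 factor, changed with D + Q by a log2 fold change of -2.27 ± 0.77 in AF and -1.66 ± 0.56 in NP (SE, n = 4 D + Q and 5 Veh mice). The proteasome subunit gene Psmb3 changed by -0.85 ± 0.18 and -0.44 ± 0.19, and the clock-linked repressor gene Nfil3 by -1.65 ± 0.44 and -1.67 ± 0.53. Among regulators of transcription, Ifrd1 changed by -1.71 ± 0.40 in AF and -1.25 ± 0.37 in NP, Klf6 by -1.61 ± 0.49 and -0.97 ± 0.43, and Ier5 by -1.57 ± 0.34 and -1.23 ± 0.41. Sesn2, a stress-induced inhibitor of mTORC1, changed by -0.68 ± 0.20 in AF and -0.75 ± 0.21 in NP. Egr2, a growth-induced factor, changed by -1.73 ± 0.61 in AF and -2.08 ± 0.48 in NP. Vhl, which targets HIF-1 alpha for degradation, fell in NP, at -0.60 ± 0.19, and did not pass in AF, at -0.30 ± 0.17. Fosl2, another AP-1 factor, fell in NP, at -1.02 ± 0.33, and did not pass in AF, at -0.59 ± 0.31. Ets2 did not pass in either compartment, at -0.55 ± 0.40 in AF and -0.31 ± 0.19 in NP. Outside the genes named in the text, the chaperonin gene Tcp1 fell in AF, at -1.11 ± 0.34, and did not pass in NP, at -0.17 ± 0.18. Clock gene Per3 rose in NP, at 0.84 ± 0.26, and did not pass in AF, at 0.60 ± 0.28.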

Overall, these results suggest that AF and NP compartments in old mice possess distinct baseline transcriptomic profiles, and D + Q treatment results in modulation of both unique and common pathways in each tissue.

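The response to D + Q differed between the compartments of the same mice in Hhip, an inhibitor of hedgehog signaling, whose log2 fold change was larger in AF than in NP by 2.68 ± 0.57 (SE, n = 4 D + Q and 5 Veh mice, adjusted p = 0.00448 from limma with the mouse as a random effect). For Gimap4 the difference was 2.50 ± 0.33. Pgam1, Lsg1 and Higd2a were lower in the AF response than in the NP response, by -2.42 ± 0.39, -2.05 ± 0.34 and -1.91 ± 0.25. Oxidative phosphorylation subunits had a median difference of -0.49 between the AF and the NP response (adjusted p = 9.13e-14 from camera), or -0.30 after quantile normalization (adjusted p = 0.000826). Cytosolic ribosomal proteins differed by -0.45 as deposited (adjusted p = 3.26e-08) and by -0.16 after quantile normalization (adjusted p = 0.081). Olfactory and vomeronasal receptors differed by 0.77 as deposited (adjusted p = 9.13e-14) and by 0.22 after quantile normalization (adjusted p = 0.000534). For this difference camera is given at the preset correlation alone. In AF with D + Q the calls of these lists were lost with an estimated correlation. At an adjusted p of 0.05 or less, 3214 genes had a higher and 514 a lower response in AF as deposited, and 281 and 273 after quantile normalization. With the difference within each mouse compared instead, 2577 genes passed in either direction as deposited and 132 after quantile normalization. The median difference of all genes was 0.25 as deposited and -0.03 after quantile normalization. From the genes changed in each compartment and those changed in both, the paper proposes that D + Q modulates both unique and common pathways in AF and NP.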

Finally, to study the effect of D + Q treatment on aging-associated DEGs in the NP, we compared the DEGs modulated by D + Q in 23 M mice with the transcriptomic signature of aging in C576BL/6 mice (DEGs obtained from 23 M vs. 6 M naive BL6 NP: GSE134955, *p* < 0.05)^28^. The transcriptomic profiles of 23 M and 6 M BL6 groups clustered distinctly, as demonstrated by principal component and hierarchical clustering analyses (Fig. 6a, b). Comparison of aging (23 M vs. 6 M) and D + Q modulated DEGs showed 166 common genes (Fig. 6c). Interestingly, the enrichment analysis of these common DEGs showed association with negative regulation of apoptotic process, regulation of kinase activity, regulation of cell differentiation, regulation of cell population proliferation, cellular response to oxygen-containing compound, and transcription by RNA polymerase II (Fig. 6c). 

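Gadd45a, a sensor of DNA damage, changed in NP with D + Q by a log2 fold change of -1.21 ± 0.28 (SE, n = 4 D + Q and 5 Veh mice, adjusted p = 0.0192 from limma), or -0.98 after quantile normalization. Taf7, a subunit of the general transcription factor TFIID, changed by -1.41 ± 0.42, the protein kinase A subunit gene Prkar1b by -1.04 ± 0.21 and the orphan receptor gene Gprc5a by -0.98 ± 0.28. Deptor, an inhibitor of mTOR, did not pass, at -0.37 ± 0.19. Together with Gadd45g, Dusp6 and Dusp1, 7 of 8 genes fell and 0 rose, a list the study chose on these samples that is not independent evidence of the NP change (adjusted p = 0.000276 from camera, adjusted p = 0.297 with an estimated correlation). Only the D + Q side of the comparison was tested, and the arrays of 6-month-old and 23-month-old naive mice are not analysed here.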

Noteworthy, the DEGs related to negative regulation of protein kinase activity were *Gadd45g, Dusp6, Dusp1, Taf7, Gprc5a, Prkar1b, Gadd45a,* and *Deptor*. 

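Socs3, an inhibitor of cytokine signaling, changed in NP with D + Q by a log2 fold change of -3.03 ± 0.89 (SE, n = 4 D + Q and 5 Veh mice, adjusted p = 0.0479 from limma), or -2.67 after quantile normalization. The transcription factor genes Myc and Klf4 changed by -1.82 ± 0.72 and -1.26 ± 0.38. The receptor kinase gene Axl, at -0.51 ± 0.32, and the stress response factor gene Atf5, at 0.19 ± 0.20, did not pass. With Jun, Mcl1, Ctsh and Adamts20 in the same list, 6 of 9 genes fell and 0 rose, and camera did not place the list apart from other genes (adjusted p = 0.0712). It did without NP Veh of mouse 6 (adjusted p = 0.013) and without D + Q of mouse 11 or 17 (adjusted p = 0.0157 and 0.0313). This list was chosen by the study on these samples and is not independent evidence.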

Common DEGs related to negative regulation of apoptotic process included *Socs3, Jun, Klf4, Mcl1 Ctsh, Axl, Myc, Atf5* and *Adamts20*. Whereas *Atf3, Nr4a1, Fos, Btg2, Maff, Egr1* and *Egr2* were linked to skeletal muscle cell differentiation (Fig. 6d). 

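Btg2, an antiproliferative gene, changed in NP with D + Q by a log2 fold change of -1.92 ± 0.68 (SE, n = 4 D + Q and 5 Veh mice, adjusted p = 0.0876 from limma). The small Maf factor gene Maff changed by -1.92 ± 0.38, and the values were -2.02 and -1.54 after quantile normalization. All 7 genes of this group fell, a list the study chose on these samples that is not independent evidence (adjusted p = 0.000481 from camera, adjusted p = 0.363 with an estimated correlation).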

We then focused our analysis on the group of common genes that were modulated in different directions by aging and D + Q treatment (Fig. 6e). 

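Mbp, the myelin basic protein gene, changed in NP with D + Q by a log2 fold change of -1.72 ± 0.34 (SE, n = 4 D + Q and 5 Veh mice, adjusted p = 0.0109 from limma), or -1.50 after quantile normalization. Lmcd1, a transcriptional cofactor, changed by -1.54 ± 0.41, Cdh19, a cadherin of the Schwann cell lineage, by -1.30 ± 0.22, Arhgef37 by -1.05 ± 0.24, the tubulin gene Tubb2b by -0.85 ± 0.18 and the junction protein gene Jup by -0.71 ± 0.16. The cytochrome c oxidase gene Cox5a, at -0.15 ± 0.20, Snd1, at -0.44 ± 0.17, and Ica1l, at -0.48 ± 0.20, did not pass in both fits. Of 25 measured genes in Fig. 6f that the study gives as higher with age and lower with D + Q, 17 fell and 0 rose, a list it chose on these samples that is not independent evidence (adjusted p = 4.08e-07 from camera, adjusted p = 0.0803 with an estimated correlation). Among 9 markers of Schwann cells and nerve listed before the data were examined, 3 fell, which were Mbp, Cdh19 and Egr2, and the list did not pass as a whole (adjusted p = 0.582), with 3 lower adjusted over the list alone. Kcnma1 had no probe set with its symbol and is not analysed here.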

From this analysis we found 27 genes upregulated during NP aging but downregulated in the D + Q group, namely: *Mbp, Axl, Cdh19, Pdgfc, Deptor, Ctsh, Cpe, Jup, Ar, Ica1l, Cox5a, Snd1, Tubb2b, Bbs4, and Psmd4* (Fig. 6e, f). Likewise, 19 genes including *Dclk1, Adamts20, E2f7, Fam19a1, Erc2, Adam4, Rnpc3, Cyp2c66, Tet2, Rassf7, Dsg3,* and *Eddm3b* were downregulated during aging but were upregulated by D + Q (Fig. 6e, f). 

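Gpr165, an orphan receptor gene, rose in NP with D + Q by a log2 fold change of 0.91 ± 0.17 (SE, n = 4 D + Q and 5 Veh mice, adjusted p = 0.00981 from limma). Gm10845 rose by 0.88 ± 0.27 and the spliceosome gene Rnpc3 by 0.77 ± 0.32. Vmn2r69, a vomeronasal receptor gene shown in Fig. 6f, changed by -1.14 ± 0.25. The kinase gene Dclk1, at 0.00 ± 0.19, the metalloprotease gene Adam4, at -0.11 ± 0.22, and the desmosomal cadherin gene Dsg3, at 0.25 ± 0.19, did not pass. Of 16 measured genes that the study gives as lower with age and higher with D + Q, 5 rose and 1 fell, a list it chose on these samples that is not independent evidence (adjusted p = 1.91e-05 from camera, adjusted p = 0.0803 with an estimated correlation).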

Overall, these results suggest that D + Q modulates critical genes associated with aging in the NP, suggesting its potential to slow intervertebral disc degeneration during aging.

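Col2a1, the type II collagen gene of the NP matrix, changed in NP with D + Q by a log2 fold change of -0.97 ± 0.37 (SE, n = 4 D + Q and 5 Veh mice, adjusted p = 0.114 from limma), or -0.83 after quantile normalization. SASP factors, which senescent cells secrete, fell in 8 of 31 cases and rose in 0, with a median of -0.33 relative to all genes. The chemokine gene Cxcl10 changed by -1.17 ± 0.20 and the stromelysin gene Mmp3 by -1.09 ± 0.23, and 12 were lower adjusted over the list alone (adjusted p = 0.0187 from camera, adjusted p = 0.822 with an estimated correlation). That call was lost without D + Q of mouse 11, with a median of -0.23, and of mouse 17, with -0.29. Of 7 senescence markers, 0 rose and 0 fell in both fits, with 1 lower as deposited at an unadjusted p of 0.05 or less from limma. Cdkn2a, which encodes p16, had a change of -0.03 ± 0.22 and Cdkn1a, which encodes p21, of -0.38 ± 0.24. Of 14 NP markers, 1 fell and 0 rose, with a median of -0.04 relative to all genes, and camera gave the list an upward sign without passing (adjusted p = 0.806). From the aging comparison as a whole, the paper proposes that D + Q modulates genes of NP aging and has the potential to slow disc degeneration.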

**Fig. 6:**
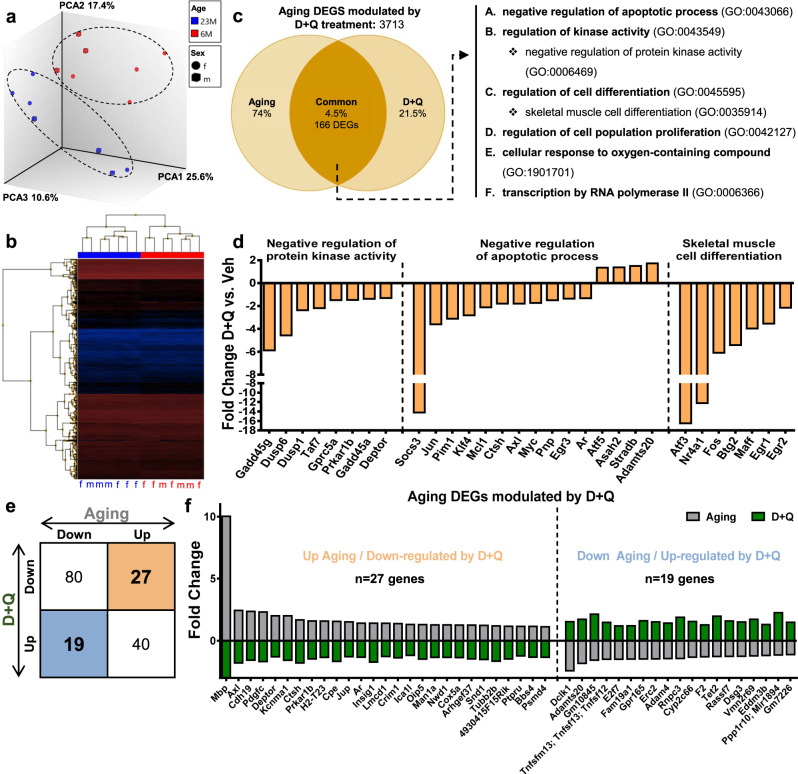
D + Q modulates aging-associated DEGs related to negative regulation of apoptotic process, regulation of kinase activity and regulation of cell differentiation pathways. **a**, **b** PCA and hierarchical clustering of transcriptomic signature from 23 M vs. 6 M BL6 NP of deposited data in GSE134955, *p* < 0.05^28^. **c** Venn diagram from intersection analysis of aging and D + Q modulated DEGs and the representative GO processes associated with the 166 common DEGs. **d** Representative common DEGs from selected GO processes from panel C. **e** Schematic of common DEGs showing directionality of change in each experiment study (Aging vs. D + Q). **f** Representative DEGs with opposite modulation between aging and D + Q selected from panel **e**. *p*-values were calculated using eBayes ANOVA Method (unadjusted). GO analysis was performed using the PANTHER Overrepresentation Test with GO Ontology database annotations and a binomial statistical test with FDR ≤ 0.05. Source data are provided as a Source Data file.

### D + Q treatment mitigated an age-associated increase in circulatory levels of proinflammatory cytokines and Th17-related proteins

To explore the impact of aging and D + Q treatment on the status of systemic inflammation, we performed multiplex analysis of several inflammatory molecules from plasma; Young (6 months) vs. Old BL6 (23 months) and D + Q vs. Veh-14–23 M cohorts were analyzed at the time of sacrifice. Data from 14–23 M treatment are shown in Fig. 7, with data from the 6–23 M and 18–23 M shown in Supplementary Fig. 5. Aged mice showed increases in: proinflammatory proteins IFN-γ, IL-2, IL-6, and TNF-α; cytokines IL-27p28/IL-30, and MCP-1; and Th17 inflammatory mediators IL-16, IL-17A, IL-17C, IL-21, and MIP-3α (Fig. 7a–c). An increase in anti-inflammatory cytokine IL-10 was also noted with aging (Fig. 7a). Interestingly, there was a significant decrease in plasma levels of IL-1β in all three D + Q-treated cohorts. Moreover, the 6–23 M D + Q group showed diminished levels of IL-6 and TNF-α, and the 18–23 M D + Q cohort showed decreased levels of IL-2 relative to the Veh group (Fig. 7a’ and Supplementary Fig. 5a–a’). Levels of IL-15, IL-17A/F, IL-27p28/IL-30, IL-33, IP-10, MIP-2, MIP-1α/CCL3, and MCP-1 did not show any significant modulation between Veh and D + Q groups for all 3 cohorts (Fig. 7b’ and Supplementary Fig. 5b–b’). Noteworthy, while the 18–23 M cohort did not present any change in Th17-related molecules, the 14–23 M D + Q group showed decreased levels in IL-16, IL-17E/IL-25, IL-21, IL-22, and IL-31 (Fig. 7c’ and Supplementary Fig. 5c’). Similarly, the 6–23 M D + Q group showed decreased levels of IL-17C, IL-22, and IL-31 (Supplementary Fig. 5b). These results suggest that despite increased systemic inflammation with aging, D + Q treatment resulted in an overall suppression of proinflammatory and Th17 mediators when treatment was initiated at earlier time-points.

**Fig. 7:**
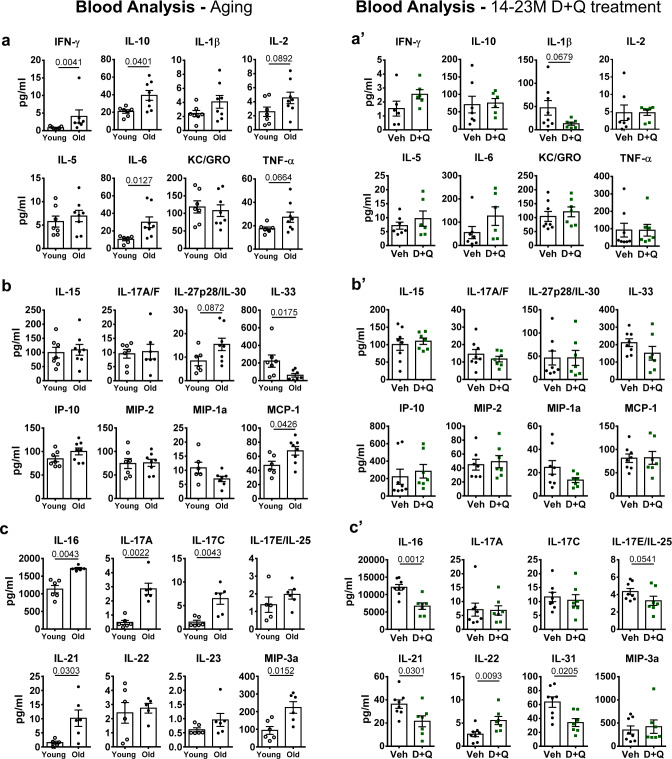
D + Q treatment prevented the age-associated systemic increase in proinflammatory molecules, cytokines, and Th17-related proteins. Multiplex analysis of the main (**a**–**a’**) proinflammatory molecules, (**b**–**b’**) cytokines, and (**c**–**c’**) Th17-related proteins in plasma of young (6–12 M, *n* = 7), old (23 M, *n* = 8), Veh-14–23 M (*n* = 8), and D + Q-14–23M (*n* = 7) groups. Two-tailed *t*-test or Mann–Whitney test were used as appropriate. Data are represented as mean ± SEM. Source data are provided as a Source Data file.

### Prolonged D + Q treatment was well tolerated and beneficial effects varied between musculoskeletal tissue types

Previous studies have shown a positive effect of D + Q treatment on different tissues. However, the optimal starting point and duration of treatment in age-related-pathologies is not well explored^24,25,44^. We therefore analyzed survival percentage, change in body weight, vertebral bone properties, and osteoarthritis status in the knee joints in 23-month-old mice from three treatment cohorts. Mice in D + Q-treated groups showed comparable survival rates to the Veh-treated animals and were in accordance with strain life expectancy, as established by Jackson Laboratory’s lifespan aging studies (Fig. 8a and Supplementary Fig. 6a, d). D + Q-treated mice, with the exception of a trend in female mice from the 6–23 M cohort, showed comparable weight progression during aging when compared to Veh controls (Fig. 8b, c and Supplementary Fig. 6b, c, e, f). As part of the frailty index evaluation, the grip strength of the 6–23 M cohort was measured. Interestingly, D + Q mice exerted greater force than the Veh group (Supplementary Fig. 6g). We also assessed whether D + Q treatment influenced disc height and disc height index (DHI). While none of the 3 cohorts showed significant differences in DHI, there was a trend towards increased disc height in 6–23 M D + Q-treated mice, compared to Veh-treated mice (Fig. 8d and Supplementary Fig. 7a–c). Mice from the 18–23 M D + Q cohort showed an increase in trabecular and cortical bone thickness, as well as cortical bone area in males (Supplementary Figs. 8 and 9). However, changes in trabecular and cortical bone parameters were not observed between Veh- and D + Q-treated mice in 6–23 M and 14–23 M cohorts (Fig. 8e–f and Supplementary Figs. 8 and 9). Similarly, bone mineral density (BMD) analysis revealed no significant changes between Veh and D + Q groups across the three cohorts, and as expected, female but not male mice showed an age-dependent (12 M vs. 23 M) decrease in BMD (Supplementary Fig. 10). Additionally, the extent to which D + Q mitigated the development of hindlimb OA was investigated. To provide a measure of cartilage degeneration, the Osteoarthritis Research Society International (OARSI) score^45^ was summed across the four quadrants of the joint. The distribution of histological scores was similar between the Veh and D + Q treatments in the 14–23 M cohort (Fig. 8g). The wide distribution in scores was at least partly driven by sex-based differences, but there was no trend towards improved scores in either males or females with D + Q treatment in any of the treatment duration cohorts (Supplementary Fig. 11a, b). Noteworthy, unlike in the intervertebral disc, immunohistochemistry analyses of senescence markers p16^INK4a^, p19^ARF^, and p21 in the knee joints did not show any differences between 14 and 23 M Veh- and DQ-treated mice (Supplementary Fig. 11c–e”). Taken together, these results suggest that the prolonged D + Q treatment is well tolerated by mice. Interestingly, the treatment showed differential effects on progression of aging pathologies depending on the skeletal tissue type (i.e., disc, bone, or cartilage) and starting point of treatment.

**Fig. 8:**
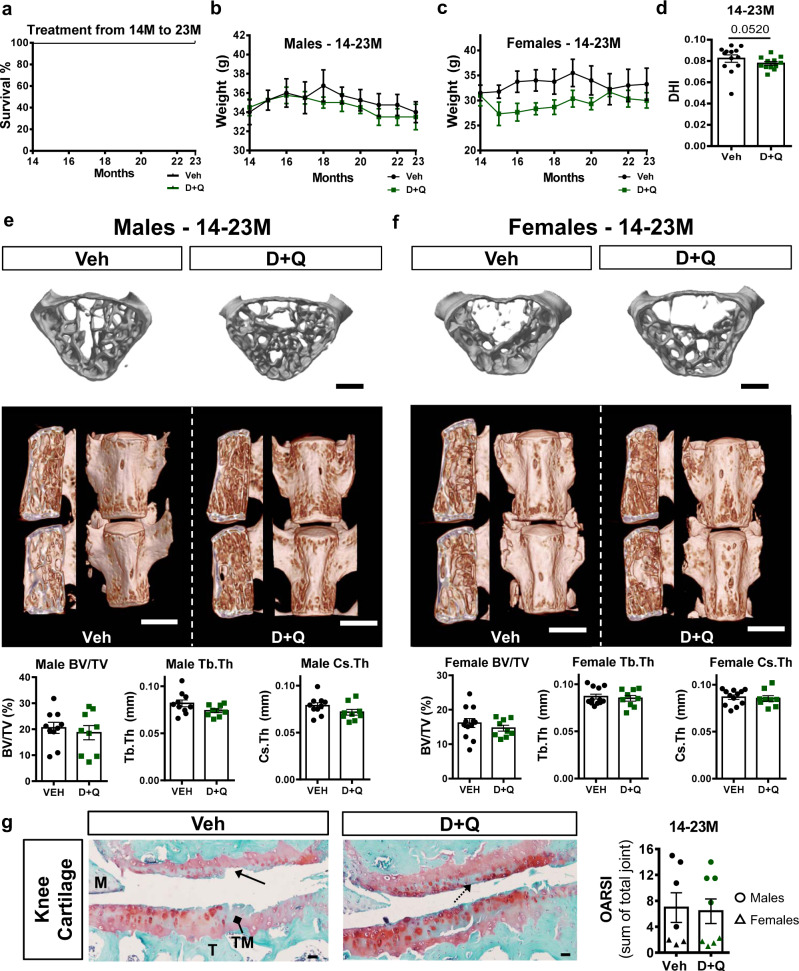
Long-term D + Q treatment was well tolerated by mice. **a** Survival curve from the 14–23 M Veh and. D + Q cohorts. **b** Weight progression in males from 14–23 M Veh (*n* = 4) and D + Q (*n* = 4) cohorts. **c** Weight progression in females from 14–23 M Veh (*n* = 4) and D + Q (*n* = 3) cohorts. **d** Disc height index comparison between 14 and 23 M Veh and D + Q groups. **e** Representative lumbar spine μCT pictures and bone properties:BV/TV, trabecular thickness, and cortical bone thickness of Veh (*n* = 4) and D + Q (*n* = 4) males from the 14–23 M cohort, L4-L6/mouse. **f** Representative lumbar spine μCT pictures and bone parameter analysis of BV/TV, trabecular thickness, and cortical bone thickness of Veh (*n* = 4) and D + Q (*n* = 3) females from the 14–23 M cohort, L4-L6/mouse. Scale bar **e**, **f** = 500 µm. *t*-test or Mann–Whitney test was used as appropriate. **g** Representative hindlimb histology from the 14–23 M cohort as assessed by Safranin-O/Fast Green/Hematoxylin. Imaged from the lateral side of the joint. Anatomical and histological features of the joint are denoted: Femur (F), Tibia (T), meniscus (M), tidemark (TM with diamond arrow), Saf-O loss (dotted arrow), and vertical clefts of cartilage loss (solid arrow). OARSI grading (0–6) summed across 4 quadrants of joint from 14–23 M Veh (*n* = 7) and D + Q (*n* = 8) cohorts. Males denoted by circles, females by triangles. Scale bar **e**, **f** = 500 µm, G = 20 µm. Two-tailed *t*-test or Mann–Whitney test was used as appropriate. Data are represented as mean ± SEM. Source data are provided as a Source Data file.

## Discussion

Despite the staggering medical and societal costs of treating the multitude of pathologies associated with intervertebral disc degeneration, there are few available clinical interventions, with surgeries for symptomatic relief having suboptimal outcomes^46^. Recent studies have suggested that senescence is an important contributor to the progression of disc degeneration^10,11,14^. In this study, we evaluated the therapeutic potential of the senolytic drug combination Dasatinib and Quercetin, which has shown promising results in other tissues, to treat progression of age-dependent disc degeneration. Additionally, we determined whether disc health outcomes vary depending on treatment starting points, as well as the systemic impact of long-term D + Q treatment. Our results show that the D + Q combination could target senescence in the mouse disc, and these results provide proof of principle that senolytics may be useful in mitigating age-dependent disc degeneration by decreasing local senescence status, fibrosis and matrix degradation, while promoting cell viability, healthy matrix deposition and lower levels of systemic inflammation (Fig. 9a).

**Fig. 9:**
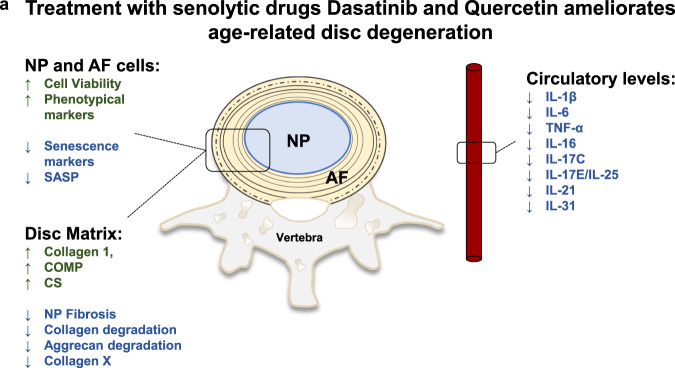
Senolytics ameliorate age-related disc degeneration. **a** Schematic summarizing the overall beneficial effects of D + Q contributing to alleviation of intervertebral disc degeneration during aging.

Zhu et al.^17^ first discussed D + Q treatment and introduced a new class of drugs, senolytics, to selectively target senescent cells by interfering with their pro-survival pathways. Among senolytics, the D + Q combination has shown high efficiency in targeting senescent cells^23^ and alleviating age-related pathologies^24,25,47^. Noteworthy, previous studies have shown an increase in senescence during disc degeneration and aging in humans^48^ and mice^11^. Additionally, systemic elimination of cells positive for p16^INK4a^, an important marker of cell senescence in cartilaginous tissues^49^, ameliorated disc degeneration in old mice^10^. Despite this causative relationship between senescence and disc pathology, long-term senolytic treatment has not been used to in pre-clinical models of age-associated disc degeneration. We therefore treated BL6 mice weekly with D + Q starting at 6 months (healthy adult disc), 14 months (signs of early disc degeneration), and 18 months of age (established disc degeneration)^6^ and analyzed all cohorts at 23 months of age, when advanced disc degeneration is evident. Preservation of tissue and cell morphology and lower grades of degeneration in 6–23 M and 14–23 M, but not 18–23 M, cohorts clearly demonstrated that D + Q treatment slows the progression of disc degeneration if treatment begins in the early stages of the disease process but fails to rescue disc health after degeneration is well-established. This is possibly due to a loss of cellular responsiveness and plasticity required to interfere with the degenerative process. This observation has implications for future translational studies, as a favorable outcome appears to be dependent on identifying the optimal therapeutic window.

The ability of D + Q treatment to reduce the local senescence burden in the disc compartments was tested. In accordance with previous studies of other tissues, D + Q treatment successfully targeted and reduced p16^INK4a^-, p19^ARF^-, and p21-positive cells in the intervertebral disc. This may have preserved cellularity as well as enabled a greater abundance of phenotypic markers in D + Q-treated animals, substantiating studies of cartilage by Jeon et al.^20^. Despite the decrease in senescence in the D + Q group, we did not observe any changes in proliferation at 23-months. This could be due to two reasons. First, the proliferation may have occurred at an earlier time, and was therefore not evident at 23-months, and second, in mice the disc progenitor cells decline with aging, leading to decreased proliferation and capacity to renew resident cells^50^. Noteworthy, studies suggest that SASP is the principal mechanism responsible for promoting local fibrosis, degeneration, and inflammation by senescent cells^35,51^. Levels of IL-6 and MMP13, known products of the SASP, were lower in the D + Q-treated group. However, IL-1β levels were higher in the D + Q cohort when compared to the Vehicle but not the 1 y Ctr group^11,35^. While this differed from the analysis of blood in these mice, the effect in the disc was not unexpected, as a recent study by Gorth et al.^52^ highlighted the importance of baseline IL-1 expression for  the maintenance of disc health during aging^52^. Likewise, a recent study on disc aging showed that IL-1 levels in disc did not correlate with the abundance of senescence markers p21 and p16^11^. Together, these findings suggest that unlike other tissues IL-1 is not a characteristic SASP marker in the disc^35^. Additionally, supporting previous studies of p16^INK4a^ conditional deletion in the adult disc and clearance of p16^INK4a^-positive cells in human NP cell pellet cultures by RG-7112^10,11,16^, D + Q mitigated levels of inflammatory mediators and metalloproteinases. Importantly, treatment preserved the number of disc cells in part through a reduction in age-dependent cell death and simultaneously maintained NP cell phenotypic marker expression. These results were similar to observations that intra-articular injection of a senolytic drug, UBX0101, preserved the chondrocyte phenotype in a model of surgically induced osteoarthritis^20^.

Since alterations in extracellular matrix composition and integrity highly correlate with disc function^7,28^, healthy disc matrix (COL 1, COL 2, and CS) and degenerative (COLX and ARGxx) constituents were evaluated in treated mice^37^. While D + Q treatment did not restore all matrix constituents to levels seen in 1 y Ctr animals, there was a noticeable improvement over the Veh group, with higher levels of COL 1 and CS and lower levels of COLX and ARGxx. Patil et al.^10^ have shown reduced levels of matrix catabolism in the disc when p16^INK4a^-positive cells were systemically deleted. Noteworthy, we observed lower incidence of NP fibrosis in the D + Q-treated group. Interestingly, D + Q treatment in a bleomycin-induced idiopathic pulmonary fibrosis mouse model was shown to successfully reduce lung fibrosis by decreasing local senescence burden, resulting in improved health and function^23^. Importantly, our findings of D + Q efficacy in targeting SASP and restoring matrix homeostasis align with recent human trials that showed effectiveness of this drug cocktail in targeting senescence and improving the physical condition of patients suffering from idiopathic pulmonary fibrosis and terminal renal disease^26,27^.

Although several studies have reported the potential of D + Q treatment to prevent disease progression through the reduction of senescence and degeneration, the molecular mechanisms modulated by these drugs at the transcriptomic level are unexplored. Aging significantly alters transcriptomic profiles of the intervertebral disc, with a consequent impact on morphological phenotype^28^. While several studies have shown transcriptomic differences between healthy AF and NP cells, during aging and degeneration, the demarcation between these two compartments is lost, and NP cells start to express markers reminiscent of hypertrophic chondrocytes^6,7,53^. Our results clearly showed that each compartment maintained expression of its unique markers in old mice, but differences in cell cycle regulation were evident. This result is of particular interest since D + Q is shown to target a pro-survival network of tyrosine kinases, BCL-2, p53, p21, serpine, PI3K/AKT, and consequently the cell cycle^17,18^. Thus, it was not surprising that a high percentage of genes affected by D + Q treatment were unique to the AF and NP compartments. Importantly, the AF in D + Q mice showed similar increases in DEGs related to response to stress, mitotic cell cycle, response to DNA damage stimulus, and DNA repair as reported in other tissues^17^. Likewise, previous studies with ERCC^-/ Δ^ mice showed higher grades of disc degeneration, senescent cells, and matrix catabolism^9,54^. Additionally, downregulated DEGs showed enrichment for several pathways related to cell respiration, suggesting that inhibition of oxidative metabolism is crucial to maintain disc homeostasis^55–57^. In the NP compartment, in agreement with lower histological grades of degeneration and COL X abundance, a marker of hypertrophic chondrocytes^7^, downregulated DEGs showed enrichment in skeletal cell differentiation. Noteworthy, NP and AF tissues showed modulation of cell death, response to cytokines along with regulation of RNA polymerase, and the ERK1/ERK2 cascade. These transcriptomic studies are particularly interesting as they underscore common mechanisms regulated by D + Q, independent of the tissue type, and further support TUNEL staining and SASP findings^17,20,24^. Moreover, by comparing DEGs modulated by D + Q treatment to aging-dependent transcriptomic signature, we discovered that D + Q promoted negative regulation of protein kinase activity (Dasatinib targets senescence by inhibiting tyrosine kinase protein^17^) and promoted cell viability by negatively regulating apoptotic process and modulated NP cell differentiation pathways. Together, these results provide clear evidence that, in addition to tissue-specific effects, D + Q treatment modulates common biological pathways, partially explaining the overall protective effect observed in different organ systems.

Since most studies have studied shorter term D + Q administration, we sought to evaluate the systemic impact of long-term treatment on other organ systems. Previously, D + Q treatment improved vasomotor function by increasing nitric oxide bioavailability and reducing aortic calcification during aging^58^. Analysis of circulatory inflammatory mediators clearly showed a significant decrease in critical proinflammatory proteins and Th17 mediators in all treatment cohorts. Noteworthy, the 6–23 M cohort presented more pronounced downregulation of these factors, suggesting that longer durations of D + Q treatment contributed to better control of systemic inflammation. SASP can promote systemic inflammation and immune system activity^35^. Indeed, some studies have explored the effects of senolytic and senostatic drugs that target SASP secretion to decrease tissue inflammation and enhance the immune system activity^44,51,59^. Noteworthy, the intervertebral disc is an avascular and constrained tissue that exhibits insensitivity to systemic inflammation^60,61^. This fact may explain the differences seen between systemic- and disc-level modulation of IL-6 and IL-1. Despite these differences, it was interesting to observe that D + Q treatment promoted downregulation of proinflammatory signaling in the disc and in circulation. While it is important to acknowledge that the possible systemic effects of D + Q treatment may contribute to ameliorating disc degeneration during aging, senolysis plays a key role in this process since 18–23 M cohort, which did not evidence decreased senescence burden also lacked rescue of aged-associated degeneration. Moreover, along with the beneficial systemic effects of D + Q treatment, we observed an increase in physical strength of mice in the 6–23 M cohort. This was important, since strength is one of the most accurate indicators of systemic aging^62,63^, and similar results of improved physical performance and decreased SASP expression in mice treated with D + Q from 20 to 24 months have been noted^25^. Furthermore, recent human trials of idiopathic pulmonary fibrosis using D + Q treatment have shown improvements in patients’ physical condition^26,27^. Importantly, long term treatment of mice in our study did not show noxious effects, underscoring the safety of D + Q treatment. Additionally, and in agreement with a previous report, our 18–23 M cohort showed improved vertebral bone quality parameters^24^. Surprisingly, we did not observe the same beneficial effects on vertebral bone quality in 6–23 M and 14–23 M cohorts. Interestingly, a recent study suggested that targeting senescent osteoclasts did not promote increased bone quality in old mice^64^. It is plausible an optimal treatment window is necessary to target-specific senescent populations within bone, affecting bone homeostasis during aging. A tissue that is similar to the intervertebral disc, due to its anatomy and matrix composition, is the articular cartilage. Jeon et al.^20^ have previously shown promising results of intra-articular injections of senolytic compound UBX0101 ameliorating osteoarthritis progression in an ACL injury mouse model. In our study, while OA development was seen with aging (especially in male mice), it was surprising that no significant improvements in age-related osteoarthritis were noted in our D + Q treatment cohorts. Since there were no changes in senescence status in cartilage, it is plausible that similar to AF and NP cells, chondrocytes exhibit differential sensitivity and response to D + Q treatment, making drug choice and administration method important factors while devising senolytic treatments for specific tissues. Indeed, more than 60% of the senescent chondrocytes from within murine cartilage explants were cleared with 3 days of navitoclax treatment^65^, but this senolytic was not directly compared to D + Q in that study. Another possibility is that intra-articular injection of D + Q would be needed to obtain sufficient drug concentration in the joint. Importantly, some studies have suggested that different senolytic compounds might present diverse efficacy depending on the target tissue^23,66^. Additionally, based on our results the beneficial effects of systemic administration of D + Q were clearly dependent on the analyzed tissue type and duration of the treatment.

In summary, systemic administration of D + Q^22,67^ posits an exciting therapeutic approach to treating disc degeneration, without the inherent risks associated with invasive surgical interventions. The potential benefits of D + Q treatment include alleviation of disc degeneration, reduction in systemic inflammation, and improved physical condition during aging. We also provide insights into tissue-specific effects of D + Q treatment and underscore the importance of treatment duration. These issues will be critical to consider during future pre-clinical studies in large animal models of disc degeneration.

## Methods

### Mice, treatment, and study design

All animal experiments were performed under Institutional Animal Care and Use Committee (IACUC) protocols approved by the Thomas Jefferson University, and all the guidelines for animal experiments were adhered to. 6-month-old (healthy adult, 15 females, 13 males), 14-month-old (middle-aged, 7 females, 8 males), and 18-month-old (aged, 7 females, 13 males) C57BL/6 mice were obtained from the aged rodent colony at the National Institutes of Aging (NIA), aged to 23 months (old age), and analyzed. These time-points were chosen based on previous studies showing progressive changes in morphological features of mouse lumbar discs at these time-points^6^. The endpoint of 23 months was selected according to guidelines on life phases and maturational rates for the C57BL/6J strain compared to humans^68^. 1-year-old C57BL/6 mice were used as a baseline reference for middle-aged, healthy adult discs to address age-related directionality of changes^69^. Animals were randomly divided into 2 groups per timepoint and received weekly intraperitoneal injections of either Vehicle (1:2 PBS and 1:2 DMSO) or 5 mg/kg Dasatinib (Sigma-Aldrich, CDS023389) plus 50 mg/kg Quercetin (Sigma-Aldrich, Q4951) until they were 23 months old. Senolytic drug concentrations were based on previous studies demonstrating a stronger senolytic effect of D + Q in combination at these concentrations in alleviating the senescence burden in different tissues^17,23^. To ascertain how baseline degeneration status of discs affects the success of the D + Q therapy in ameliorating an age-dependent progression of degeneration, mice were treated before presenting signs of degeneration (6 months), as they evidence early degenerative changes (14 months), and when established age-related degeneration is observed in the disc (18 months)^6^. Mouse weights were recorded weekly, and the number of animals in each cohort was as follows: 6–23 M Veh (*n* = 13), D + Q (*n* = 15); 14–23 M Veh (*n* = 8), D + Q (*n* = 7); 18–23 M Veh (*n* = 11), D + Q (*n* = 9).

#### Grip test analysis

Grip strength was measured using DFIS-2 Series Digital Force Gauge (Columbus Instruments, OH), as reported previously^70^. Briefly, a digital force gauge is attached to a triangular metal pull bar that allows for the transduction of force from the mouse to the gauge. This apparatus measures the strength with which the mouse can grasp and hold on to a thin metal bar. Mice from the 6–23 M cohort were acclimated for a week and tested just before euthanasia. In each trial, the mouse was allowed to grab the bar with one forepaw and was then quickly pulled away from the gauge, so its grip was released, providing a measurement of the force with which the mouse gripped the bar. A blinded examiner performed three trials for each forepaw, with an inter-trial interval of at least 60 s.

#### Histological analysis

Dissected spines were fixed in 4% PFA in PBS for 48 hours, decalcified in 20% EDTA, and embedded in paraffin. Seven micrometer mid-coronal sections were cut from three lumbar levels (L3-6) of each mouse, stained with Safranin-O/Fast Green/Hematoxylin for histological assessment and with Picrosirius Red for collagen fiber characterization. Safranin-O staining was visualized using an Axio Imager 2 microscope (Carl Zeiss) using 5×/0.15 N-Achroplan or 20×/0.5 EC Plan-Neofluar objectives (Carl Zeiss) and Zen2TM software (Carl Zeiss AG, Germany). Mid-coronal sections from ≥3 lumbar discs (L3-S1) per mouse were scored using a modified Thompson grading scale by four blinded observers^7^. The heterogeneity of collagen organization was evaluated using a polarizing, light microscope, Eclipse LV100 POL (Nikon, Tokyo, Japan) with a 10x/0.25 Pol/WD 7.0 objective and DS-Fi2 camera and images analyzed in the NIS Elements AR 4.50.00 software (Nikon, Tokyo, Japan). Under polarized light, stained collagen bundles appear either green, yellow, or red and correlate to the fiber thickness. Color threshold levels were maintained constant between all analyzed images.

#### Imaging FTIR spectroscopy and spectral clustering

Five micrometer deparaffinized sections of decalcified lumbar disc tissues were collected from vehicle and D + Q 14–23 M cohort group (*n* = 3 disc/animal, 6 animals/group) and used to acquire FTIR spectral imaging data using methods previously described^40^. Data was collected using Spectrum Spotlight 400 FTIR Imaging system (Perkin Elmer, Shelton, CT), operating in the mid-IR region of 4,000 - 850 cm^−1^ at a spectral resolution of 8 cm^−1^ and spatial resolution of 25 μm. Spectra were collected across the mid-IR region of three consecutive sections/disc to minimize section-based variation. Using the ISys Chemical Imaging Analysis software (v. 5.0.0.14) mean second-derivative absorbances in the collagen side-chain vibration (1338 cm^−1^) regions were quantified and compared in Veh and D + Q AF and NP compartments. The preprocessed spectra were used for K-means cluster analysis to define anatomical regions and tissue types within the tissue section spectral images^7^, which represent collagen peak. Clustering images were obtain using Spectrum Image Software.

#### Immunohistology and cell number measurements

Deparaffinized sections following antigen retrieval were blocked in 5% normal serum in PBS-T, and incubated with antibodies against collagen I (1:100, Abcam ab34710), collagen II (1:400, Fitzgerald 70R-CR008), COMP (1:200, Abcam ab231977), collagen X (1:500, Abcam ab58632), chondroitin sulfate (1:300, Abcam ab11570); CA3 (1:150, Santa Cruz), p16 (1:50, Abcam ab211542), p19 (1:100, Novus NB200-106), p21 (1:200, Novus NB100-1941), p-H2AX (1:50, Cell Signaling 9718), RB (1:50, Abcam ab181616), pRB (1:50, Cell Signaling D20B12), Ki67 (1:100, Abcam ab15580), IL-1β (1:100, Novus NB600-633), IL-6 (1:50, Novus NB600-1131), and MMP13 (1:150, Abcam ab39012). For GLUT-1 (1:200, Abcam, ab40084) and ARGxx (1:200, Abcam, ab3773) staining, a MOM kit (Vector laboratories, BMK-2202) was used for blocking and primary antibody incubation. Tissue sections were washed and incubated with species-appropriate Alexa Fluor-594 conjugated secondary antibodies (Jackson ImmunoResearch Lab, Inc.,1:700). F-CHP (3Helix) staining was performed according to the manufacturer’s protocol. The sections were mounted with ProLong® Gold Antifade Mountant with DAPI (Fisher Scientific, P36934), visualized with Axio Imager 2 microscope using 5×/0.15 N-Achroplan or 20×/0.5 EC Plan-Neofluar objectives, and images were captured with Axiocam MRm monochromatic camera (Carl Zeiss) and Zen2TM software (Carl Zeiss AG, Germany). Both caudal (Ca5-8) and lumbar (L3-S1) discs were used for the analysis. Staining area and cell number quantification were performed using the ImageJ software, v1.53e, last access 12/05/2021 (http://rsb.info.nih.gov/ij/). The boundaries of the NP and AF were digitally traced using the Freehand Tool. Images with selected ROI (NP, AF, and EP) were thresholded to subtract the background, transformed into binary format, and then staining area and cell number were calculated using the *analyze particle* function in Image J software, v1.53e, last access 12/05/2021 (http://rsb.info.nih.gov/ij/)^56^.

#### TUNEL assay

TUNEL staining was performed using the In situ *cell death detection kit* (Roche Diagnostic). Briefly, sections were deparaffinized and permeabilized using Proteinase K (20 μg/mL) for 15 min, and the TUNEL assay was carried out per the manufacturer’s protocol. Sections were washed and mounted with ProLong® Gold Antifade Mountant with DAPI and visualized and imaged with the Axio Imager 2 microscope.

#### Tissue RNA isolation and real-time RT-PCR analysis

NP and AF tissues were dissected from lumbar (L1-3) and caudal discs (Ca1-5) of 23-month-old Veh and D + Q animals from the 14–23 M cohort (Veh = 5 and D + Q = 4). Pooled tissue from a single animal served as an individual sample. Samples were homogenized, and total RNA was extracted using the RNeasy® Mini kit (Qiagen). The purified, DNA-free RNA was converted to cDNA using the EcoDry™ Premix (Clontech). Template cDNA and gene-specific primers (IDT, IN) were added to Power SYBR Green master mix, and expression was quantified using the Step One Plus Real-time PCR System (Applied Biosystems).

#### Microarray analysis and enriched pathways

Total RNA with RIN > 4 was used for the analysis. Fragmented biotin-labeled cDNA was synthesized using the GeneChip WT Plus kit according to the ABI protocol (Thermo Fisher). Gene chips (Mouse Clariom S) were hybridized with biotin-labeled cDNA. Arrays were washed and stained with GeneChip hybridization wash & stain kit and scanned on an Affymetrix Gene Chip Scanner 3000 7G, using the Command Console Software. Quality Control of the experiment was performed in the Expression Console Software v 1.4.1.CHP files were generated by sst-rma normalization from Affymetrix. CEL files, using the Expression Console Software. Only protein-coding genes were included in the analyses. Detection above background higher than 50% was used for Significance Analysis of Microarrays (SAM), and the p-value was set at 5%. Biological process enrichment analysis was performed using the PANTHER Overrepresentation Test with GO Ontology database annotations and a binomial statistical test with FDR ≤ 0.05. Analyses and visualizations were conducted in the Affymetrix Transcriptome Analysis Console (TAC) 4.0 software. Pathway schematic analyses were obtained using the TAC. The array data generated during this study is available in a public repository, GEO database, GSE154619.

To study how D + Q treatment modulated aging related transcriptome changes in NP tissue, we analyzed the array results previously deposited in GEO database: GSE134955, *p* < 0.05 (23 M C57BL/6 mice *n* = 7 vs. 6M C57BL/6 mice *n* = 7)^28^ and compared them to D + Q modulated DEGs form this study, GSE154619.

#### Micro-CT analysis

Micro-CT (μCT) scanning (Bruker SkyScan 1275, version 1.0.16.0) was performed on fixed spines using parameters of 50 kV (voltage) and 200 μA (current) at 15 μm resolution. Images were reconstructed using the nRecon program (Version: 1.7.1.0, Bruker) and analysis was performed using CTan (version 1.17.7.2 + 64 bit Bruker micro-CT). Transverse cross-sectional images were analyzed to evaluate trabecular and cortical bone morphology. For trabecular analysis, a region of interest (ROI) was selected by contouring the boundary between trabecular and cortical bone throughout the vertebral body. The 3D datasets were assessed for bone volume fraction (BV/ TV), trabecular thickness (Tb. Th), trabecular number (Tb. N), and trabecular separation (Tb. Sp). For cortical bone analyses, 2D assessments were computed for cortical bone volume (BV), cross-sectional thickness (Cs.Th), polar moment of inertia (MMI), and Eccentricity (Ecc). Disc height and vertebral length were measured at three different points equidistant from the center of the bone on the sagittal plane. Disc height index (DHI) was calculated using equation: Disc Height Index (DHI) = 2 × (DH1 + DH2 + DH3)/(A1 + A2 + A3 + B1 + B2 + B3) where A and B represent the length of the vertebral bone immediately rostral and caudal to the intervertebral disc, respectively; and DH represents the disc height between adjacent vertebrae^7,71^.

#### Circulating cytokine analysis

Blood was collected by heart puncture following sacrifice and centrifuged at 1500 × *g*, at 4 °C for 15 min to isolate the plasma, which was stored at −80 °C until analysis. Levels of proinflammatory proteins, cytokines, and Th17 mediators were analyzed using V‐PLEX Mouse Cytokine 29‐Plex Kit (Meso Scale Diagnostics, Rockville, MD) and Discovery Workbench 4.0 software according to manufacturer’s specifications.

#### Statistics and reproducibility

All statistical analyses were performed using Prism7 (GraphPad, La Jolla). Data are represented as mean ± SEM. Data distribution was assessed with the Shapiro–-Wilk normality test, and the differences between the two groups were analyzed by *t*-test or Mann–Whitney, as appropriate. The differences between three groups were analyzed by ANOVA or Kruskal–Wallis for non-normally distributed data, followed by a Dunn’s multiple comparison test. A *χ*^2^-test was used to analyze the differences between the distribution of percentages. *p* ≤ 0.05 was considered a statistically significant difference. Reported results were consistently replicated across multiple experiments with all replicates generating similar results: 6–23 M cohorts: 4 independent experiments, with 3–4 animals per group (Veh and D + Q); 14–23 M cohorts: 2 independent experiments, with 3–4 animals per group (Veh and D + Q); 18–23 M cohorts: 4 independent experiments, with 2–3 animals per group (Veh and D + Q).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The microarray dataset data generated in this study is deposited in the GEO database under accession code GSE154619. There are no access restrictions to any of the processed and raw data. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Long-term treatment with senolytic drugs Dasatinib and Quercetin ameliorates age-dependent intervertebral disc degeneration in mice
**Source:** Nat Commun. 2021 Sep 3;12:5213. doi: 10.1038/s41467-021-25453-2

Supplementary Information

Long-term treatment with senolytic drugs Dasatinib and Quercetin ameliorates age-dependent intervertebral disc degeneration in mice

Supplemental Figure 1: Successful outcome of D+Q treatment in ameliorating age-dependent intervertebral disc degeneration depends on the baseline degeneration status. (a-b)

Representative histology of Veh and D+Q treated mice from 6-23M and 18-23M cohorts, respectively. Representative low (5X) and high (20X) magnification views of a whole disc and NP, AF, and CEP compartments are shown. (c-d) Level-by-level analysis of Modified Thompson Grading averages of NP and AF compartments from L3-L6 lumbar discs of 6-23M, and 18-23M cohorts. 6-23M Veh (n=13), D+Q (n=15); 18-23M Veh (n=11), D+Q (n=9); 3 lumbar levels per group were analyzed. Two-tailed t-test or Mann-Whitney test was used as appropriate for comparing differences between Veh and D+Q groups. Data are represented as mean $\pm$ SEM. Low magnification scale bar = 200 μ m (first column: a, b); high magnification scale bar = 50 μ m. NP: nucleus pulposus; AF: annulus fibrosus; EP: endplate. Source data are provided as a Source Data file.

Supplemental Figure 2: Lack of disc cell proliferation following D+Q treatment and status of disc cell senescence burden correlates to outcomes of D+Q treatment regimen. (a-d)

Immunostaining and staining area quantifications of cell cycle and senescence markers in the disc compartments of 14-23M cohort: RB, pRB, and pH2AX. (e-g'') Immunohistological staining and staining area quantifications of senescence status in the disc compartments from 18-23M cohort: p16^{INK4a}, p19^{ARF}, RB, and IL-6. Two-tailed t-test or Mann-Whitney test was used as appropriated; n=6 mice/group, 2-3 levels per mouse were analyzed. Data are represented as mean $\pm$ SEM. Scale bar =200 μ m. Source data are provided as a Source Data file.

Supplemental Figure 3: AF and NP tissues present distinct transcriptomic profiles in aged C57BL/6 mice. (a)

Representative percentage of upregulated DEGs in the AF and NP comparison from 23-month-old mice from the 14-23M Veh cohort. (b-c) Schematic summarizing the DEGs between AF and NP of 23-month-old mice related to focal adhesion and endochondral bone ossification pathways. Source data are provided as a Source Data file.

Supplemental Figure 4: D+Q treatment promoted unique transcriptomic profiles in the AF and NP compartments. (a) Representative percentage of up- and downregulated DEGs between D+Q and Veh AF tissues from the 14-23M cohort, $p \leq 0.05$ (b) Hierarchical clustering analysis of DEGs between D+Q and Veh AF tissues. (c) Representative DEGs from selected GO processes from upregulated DEGs between D+Q and Veh tissues (d) Representative DEGs from selected GO processes from downregulated DEGs between D+Q and Veh AF tissues (e) Representative percentage of up- and downregulated DEGs between D+Q and Veh NP tissues, $p \leq 0.05$. (f) Hierarchical clustering analysis of DEGs between D+Q and Veh NP tissues (g) Representative DEGs from selected GO processes from downregulated DEGs between D+Q and Veh. NP tissues. GO process enrichment analysis was performed using the PANTHER Overrepresentation Test with GO Ontology database annotations and a binomial statistical test with $FDR \leq 0.05$. (h) Representative DEGs from selected GO processes from upregulated DEGs between D+Q and Veh. NP tissues (i) Representative Top 50 upregulated DEGs between D+Q and Veh NP tissues, $p \leq 0.05$. Source data are provided as a Source Data file.

Supplemental Figure 5: D+Q treatment prevented the age-associated systemic increase in proinflammatory molecules, cytokines, and Th17-related proteins. Multiplex analysis of the (a-a') proinflammatory molecules, (b-b') cytokines, and (c-c') Th17-related proteins in serum from 6-23M Veh (n=12) and D+Q (n=12) and 18-23M Veh (n=9) and D+Q (n=8) cohorts. Two-tailed t-test or Mann-Whitney test was used as appropriate, n=8-12 mice/group. Data are represented as mean $\pm$ SEM. Source data are provided as a Source Data file.

Supplemental Figure 6: Long-term D+Q treatment was well tolerated by mice. (a) Survival curve from 6-23M Veh and D+Q cohorts. (b) Weight progression in males from 6-23M Veh (n=6) and D+Q (n=7) cohorts. (c) Weight progression in females from 6-23M Veh (n=7) and D+Q (n=8) cohorts. (d) Survival curve from 18-23M Veh and D+Q cohorts. (e) Weight progression in males from 18-23M Veh (n=5) and D+Q (n=5) cohorts. (f) Weight progression in females from 18-23M Veh (n=6) and D+Q (n=4) cohorts. (g) Grip test comparison of 6-23M Veh (n=15) and D+Q (n=15) cohorts. Data are represented as mean $\pm$ SEM. Source data are provided as a Source Data file.

Supplemental Figure 7: Effect of long-term D+Q treatment regimens on disc height and DHI in mice. (a-c) Disc height, vertebral height, and disc height index (DHI) comparisons between **(a)** 6-23M Veh (n=13) and D+Q (n=15), **(b)** 14-23M Veh (n=8) and D+Q (n=7), and **(c)** 18-23M Veh (n=11) and D+Q (n=9) cohorts, L4-L6 /mouse. Two-tailed t-test or Mann-Whitney test was used as appropriate, n=6-13 mice/group. Data are represented as mean $\pm$ SEM. Source data are provided as a Source Data file.

Supplemental Figure 8: Effects of D+Q on trabecular bone quality parameters in 6-23M and 18-23M treatment cohort. (a-b) 3D reconstruction showing a transverse section through representative male and female lumbar vertebrae from 6-23M and 18-23M Veh and D+Q cohorts. Scale bar E-F = 500 μ m. **(c-f)** Analysis of trabecular bone parameters **(c-c')** BV/TV **(d-d')** trabecular thickness (Tb.Th), **(e-e')** trabecular number (Tb.N), and **(f-f')** trabecular space (Tb.Sp) between Veh and D+Q males and females during aging and in the 6-23M and 18-23M cohorts. Males 6-23M: Veh n=6, D+Q n=7; Females 6-23M: Veh n=7, D+Q n=8. Males 18-23M: Veh n=5, D+Q n=5. Females 18-23M: Veh n=6, D+Q n=4. Vertebrae L4-L6 /mouse. Two-tailed t-test or Mann-Whitney test was used as appropriate. Data are represented as mean $\pm$ SEM. Source data are provided as a Source Data file.

Supplemental Figure 9: Effect of D+Q on cortical bone parameters in 6-23M and 18-23M treatment cohort. (a-b) 3D reconstruction showing surface view and hemisection through representative male and female lumbar motion segment from 6-23M and 18-23M cohorts. Scale bar e-f = 500 μ m. **(c-f)** Analysis of cortical bone parameters **(c-c')** Bone volume (BV) **(d-d')** bone area (B.Ar) **(e-e')** cortical bone thickness (Cs.Th), and **(f-f')** eccentricity cross-sectional thickness (Ecc) between Veh and D+Q males and females during aging and in the 6-23M and 18-23M cohorts. Males 6-23M: Veh n=6, D+Q n=7; Females 6-23M: Veh n=7, D+Q n=8. Males 18-23M: Veh n=5, D+Q n=5. Females 18-23M: Veh n=6, D+Q n=4. Vertebrae L4-L6 /mouse. Two-tailed t-test or Mann-Whitney test was used as appropriate. Data are represented as mean $\pm$ SEM. Source data are provided as a Source Data file.

Supplemental Figure 10: Effect of aging and D+Q treatment on BMD. (a-d) Bone mineral density of aged male and female mouse lumbar spines for Veh- and D+Q-treated mice from 6-23M, 14-23M, and 18-23M cohorts. Males 12m: n=5, 23m n=5. Females 12m n=4, 23m n=5. Males

6-23M: Veh n=6, D+Q n=7. Females 6-23M: Veh n=7, D+Q n=8. Males 18-23M: Veh n=5, D+Q n=5. Females 18-23M: Veh n=6, D+Q n=4. Vertebrae L4-L6 /mouse. Two-tailed t-test or Mann-Whitney test was used as appropriate. Data are represented as mean $\pm$ SEM. Source data are provided as a Source Data file.

Supplemental Figure 11: Long-term systemic D+Q treatment did not ameliorate age-dependent knee articular cartilage degeneration and senescence burden in mice. (a) OARSI histological score (summed across 4 quadrants, 0-6 score for each) in 6-23M Veh (n=7) and D+Q (n=7) and 18-23M Veh (n=6) and D+Q (n=5) cohorts. **(b)** OARSI grading in males and females in the Veh and DQ groups across all treatment durations analyzed in the study. n=Veh: 12 male, 7 female; DQ: 14 male, 5 female. **(c-e'')** Staining and abundance analysis of key markers of senescence in the knee: p16^{INK4a}, p19^{ARF} and P21. M: Meniscus. n=5 mice/group. Two-tailed t-test or Mann-Whitney used as appropriate. Data are represented as mean $\pm$ SEM. Source data are provided as a Source Data file.

Supplementary Figure 1

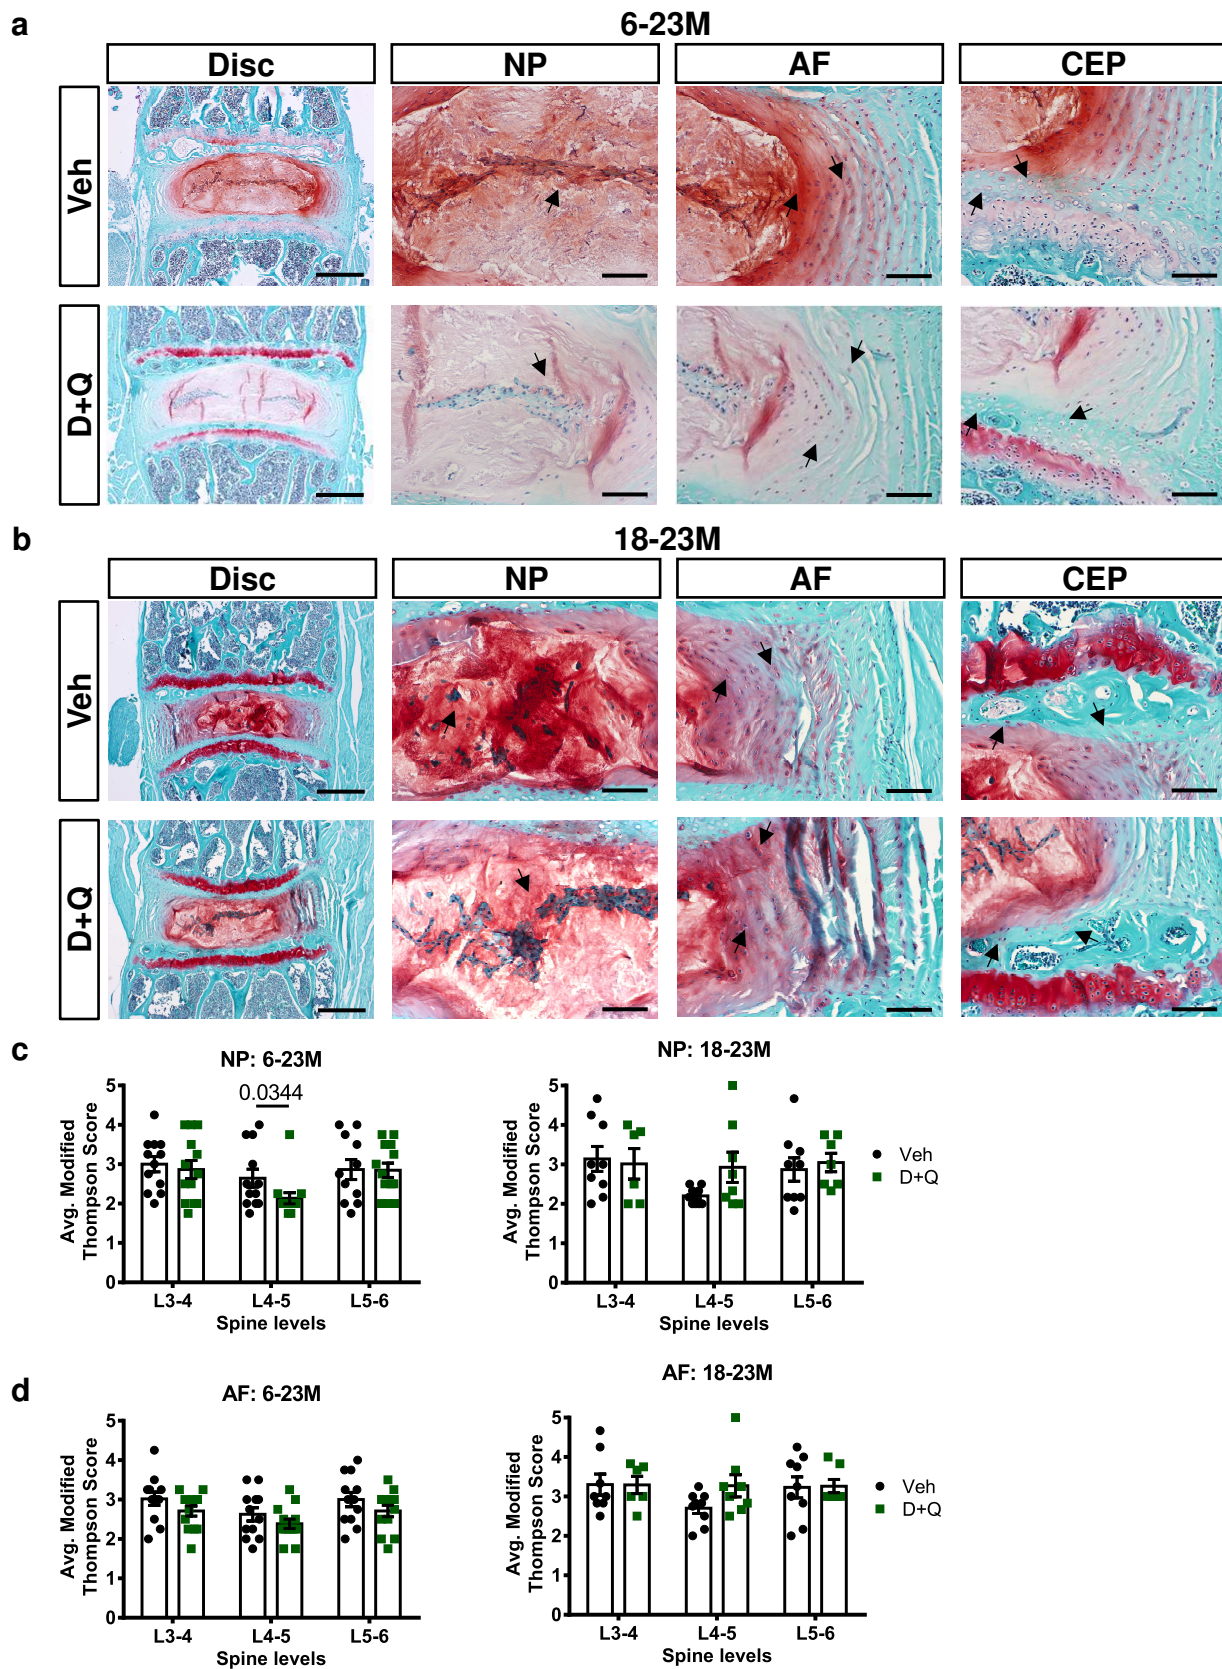

Supplementary Figure 2

14-23M

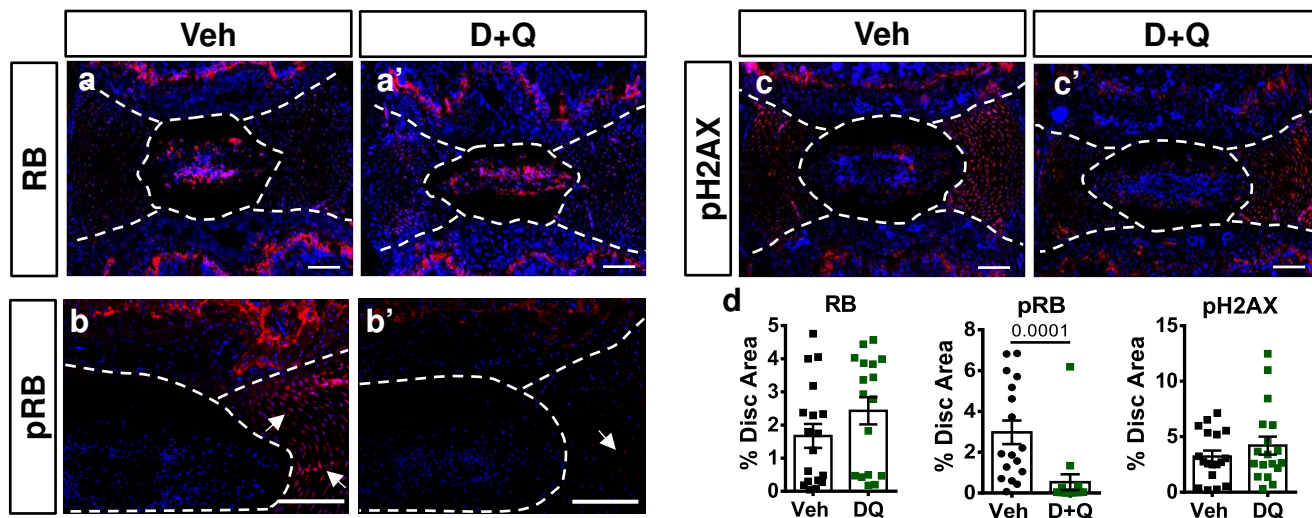

18-23M

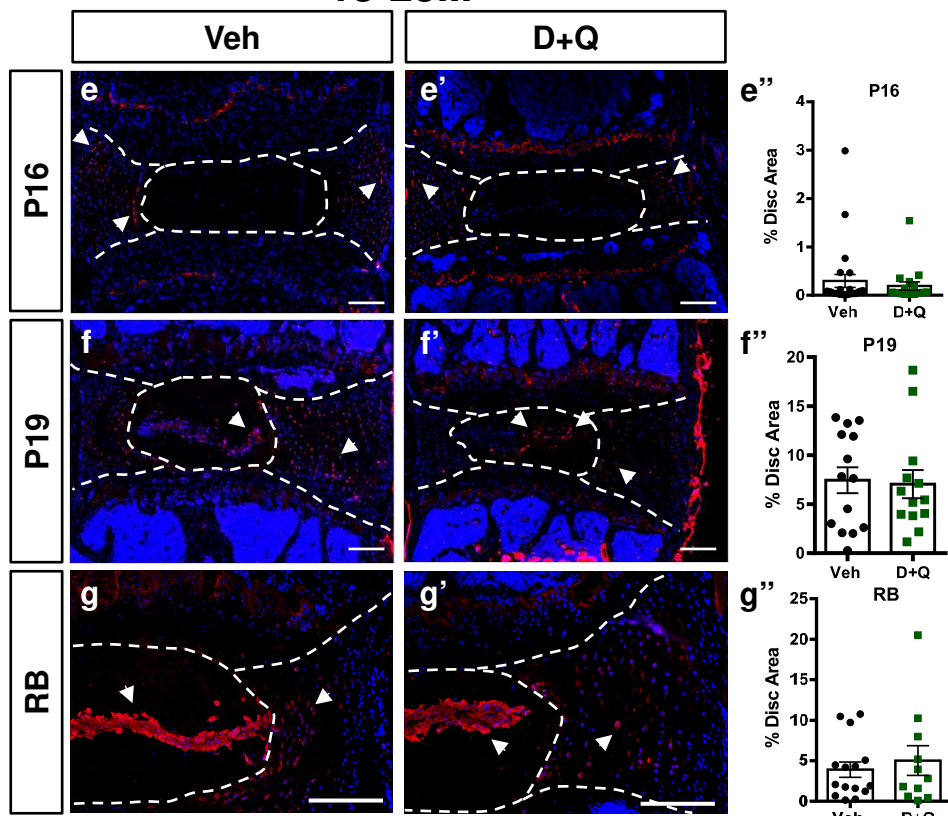

Supplementary Figure 3

a

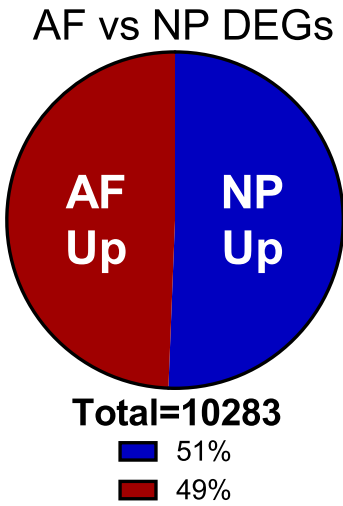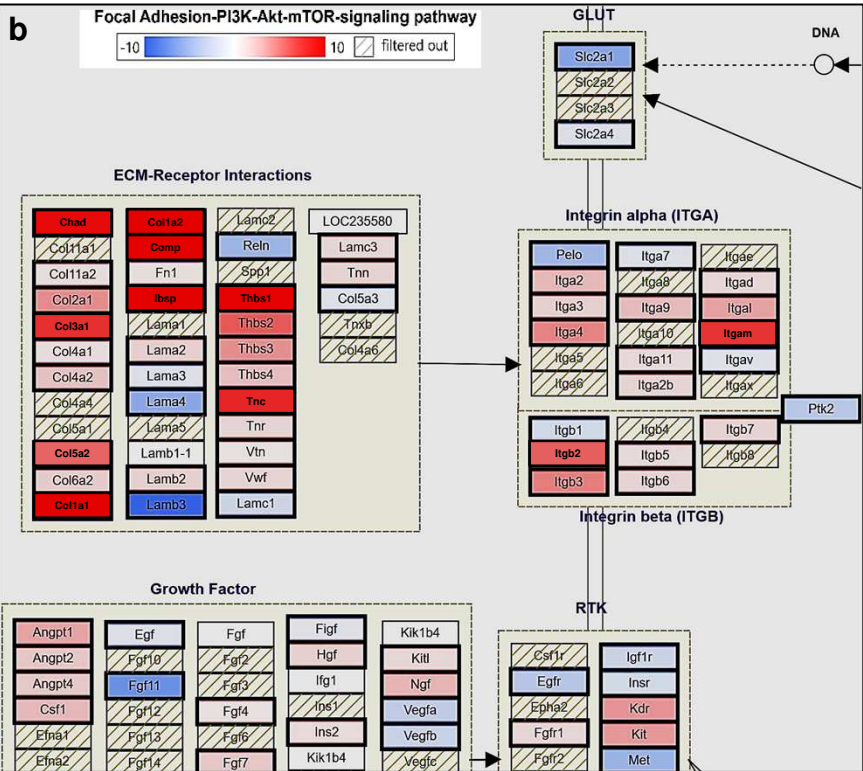

c

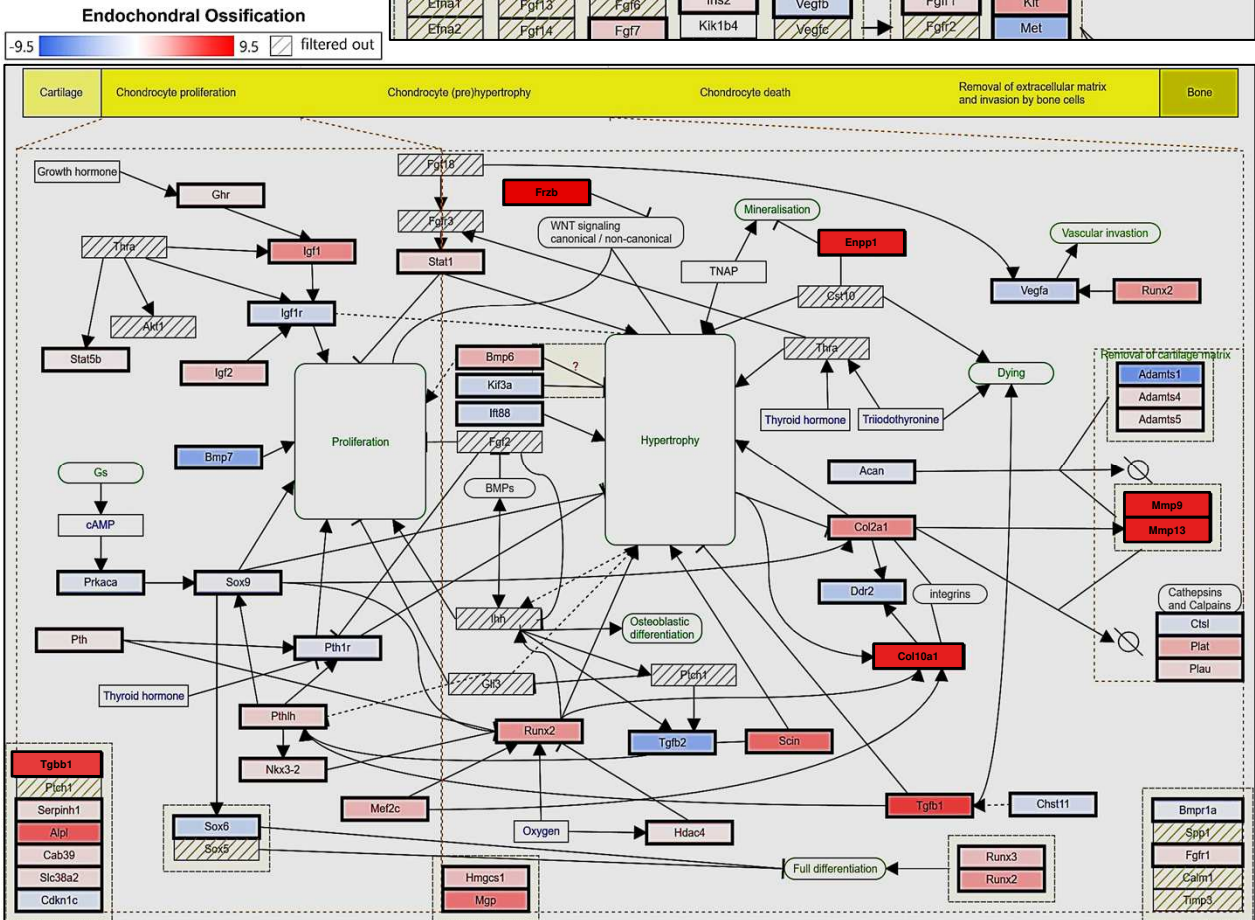

Supplementary Figure 4

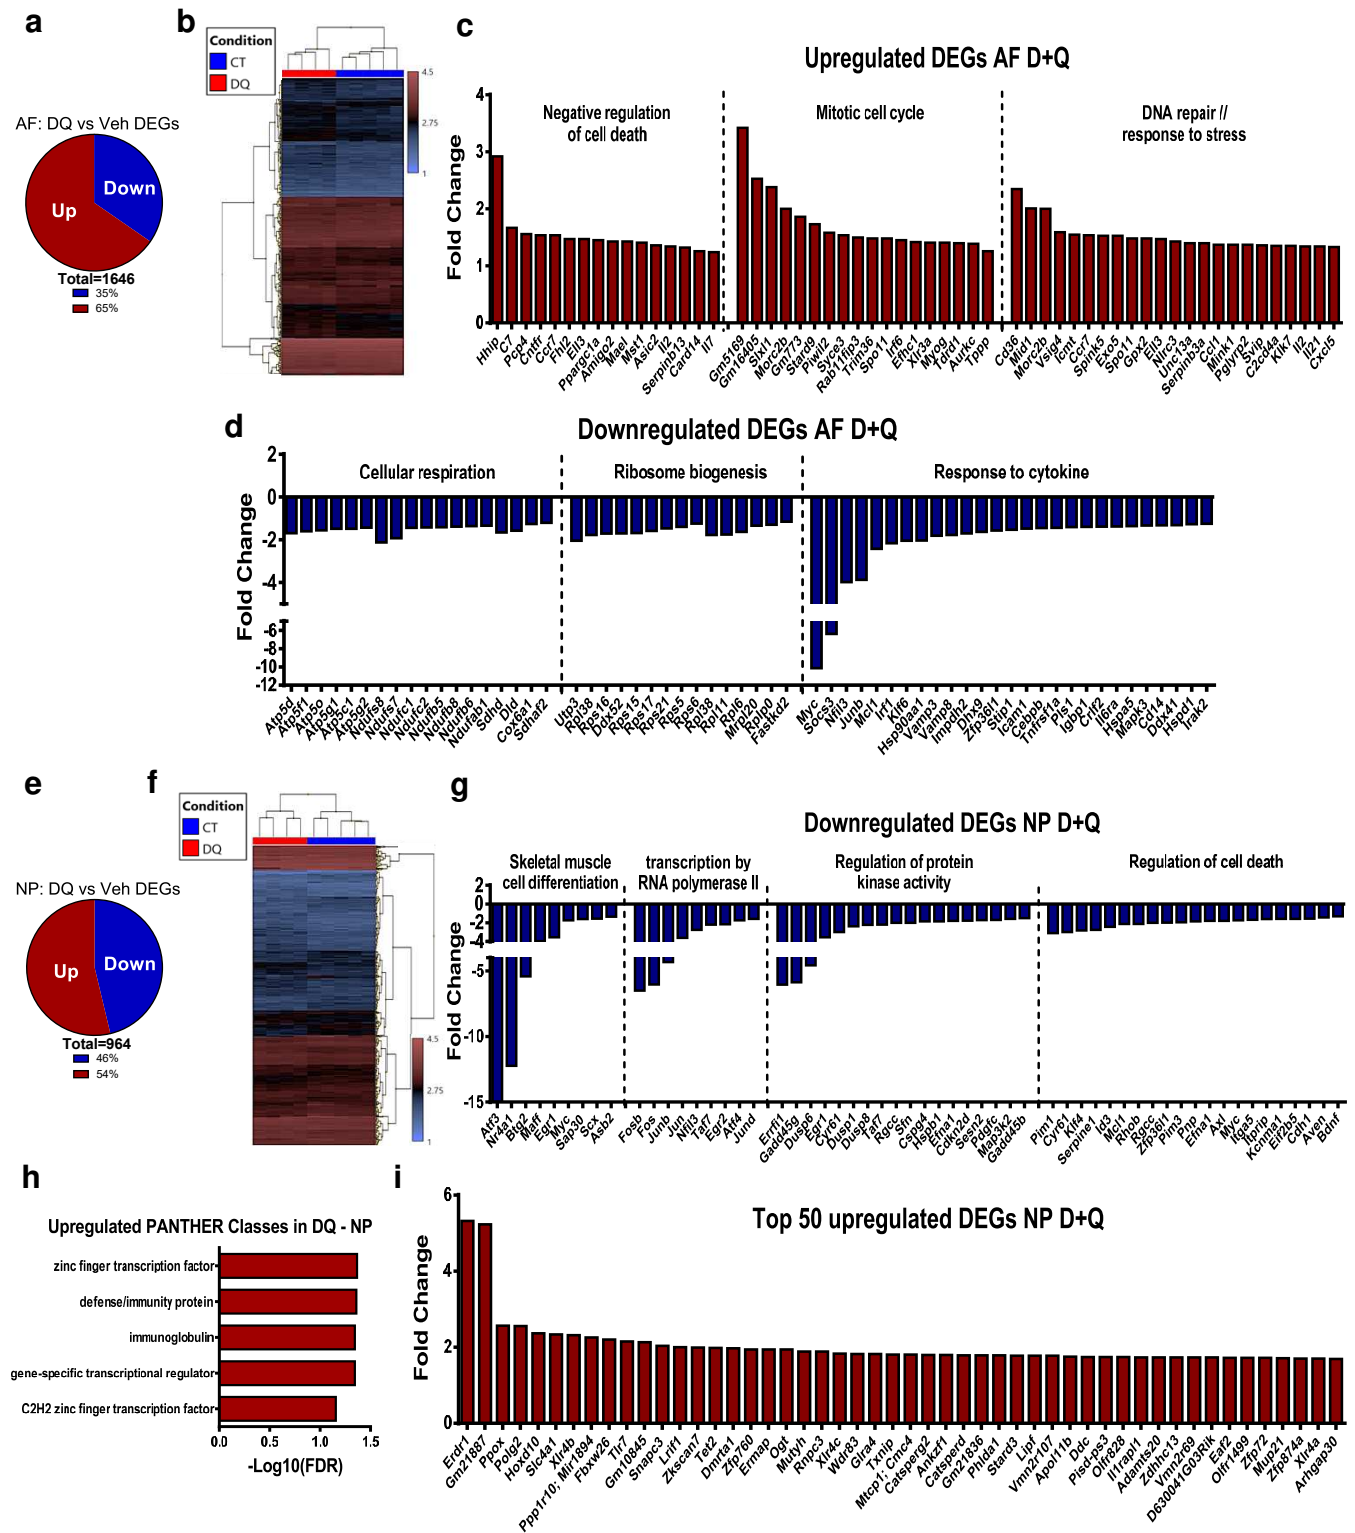

Supplementary Figure 5

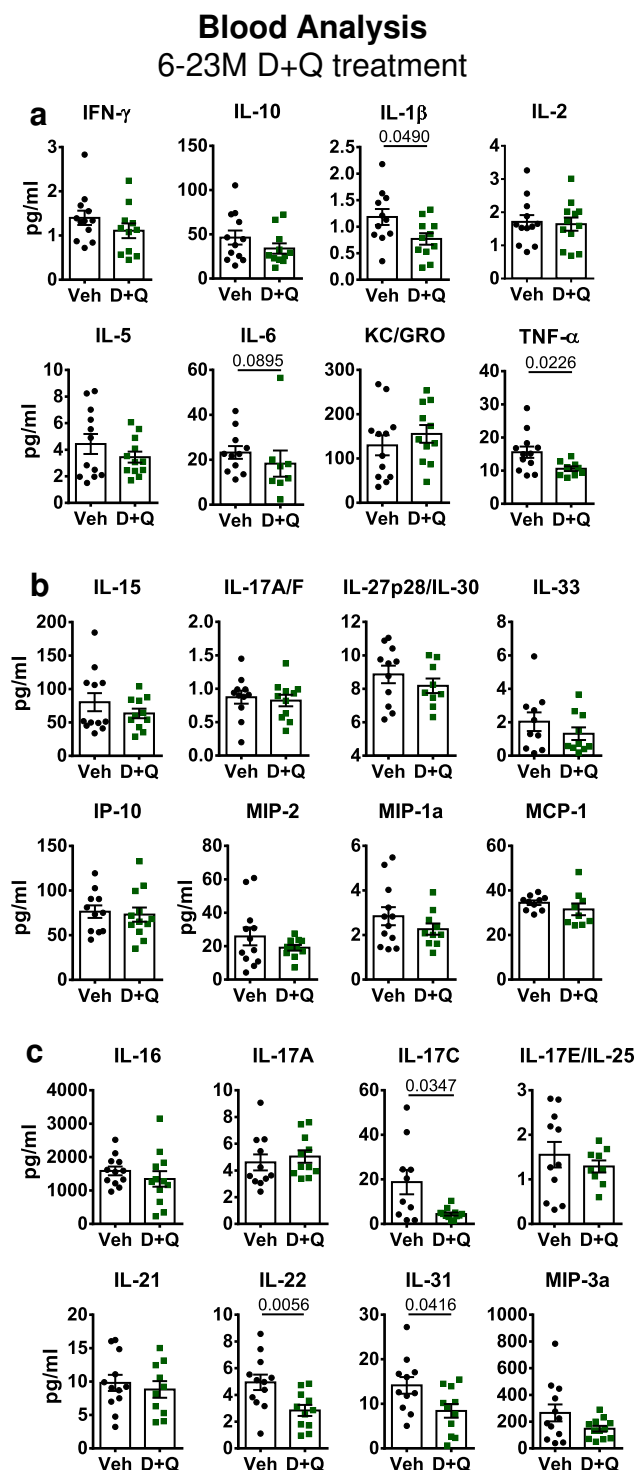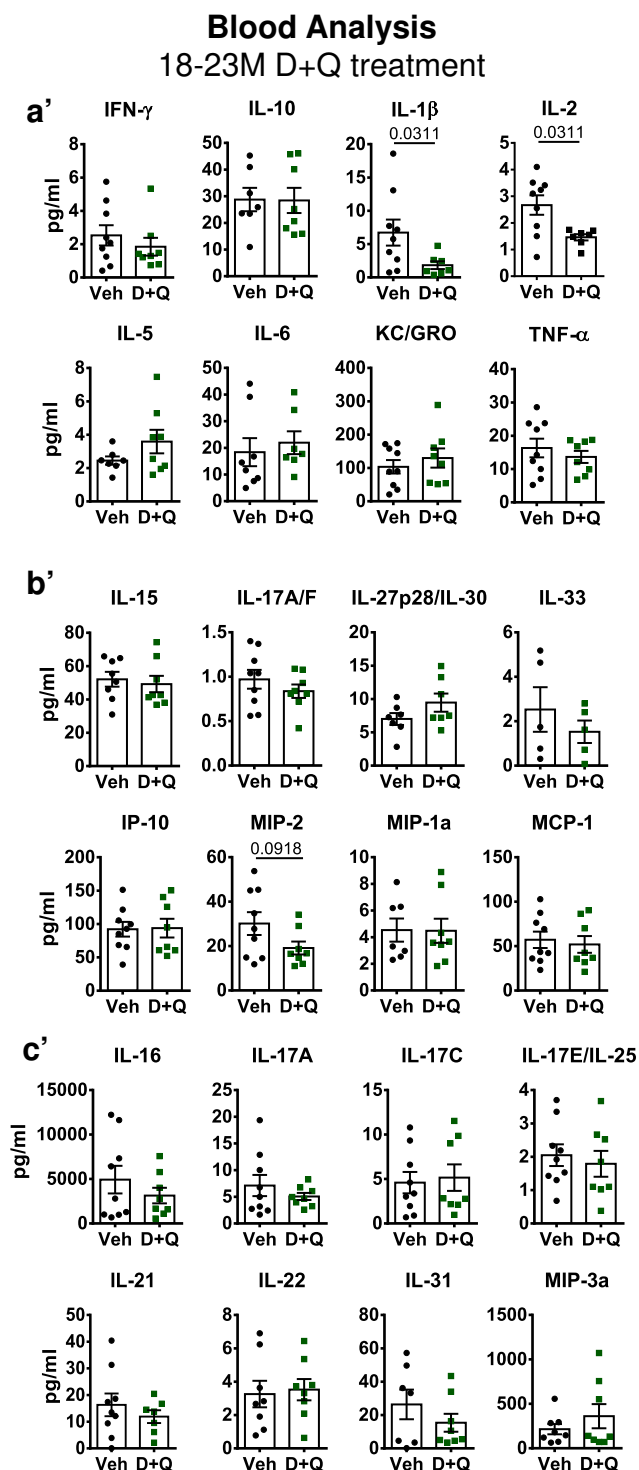

Supplementary Figure 6

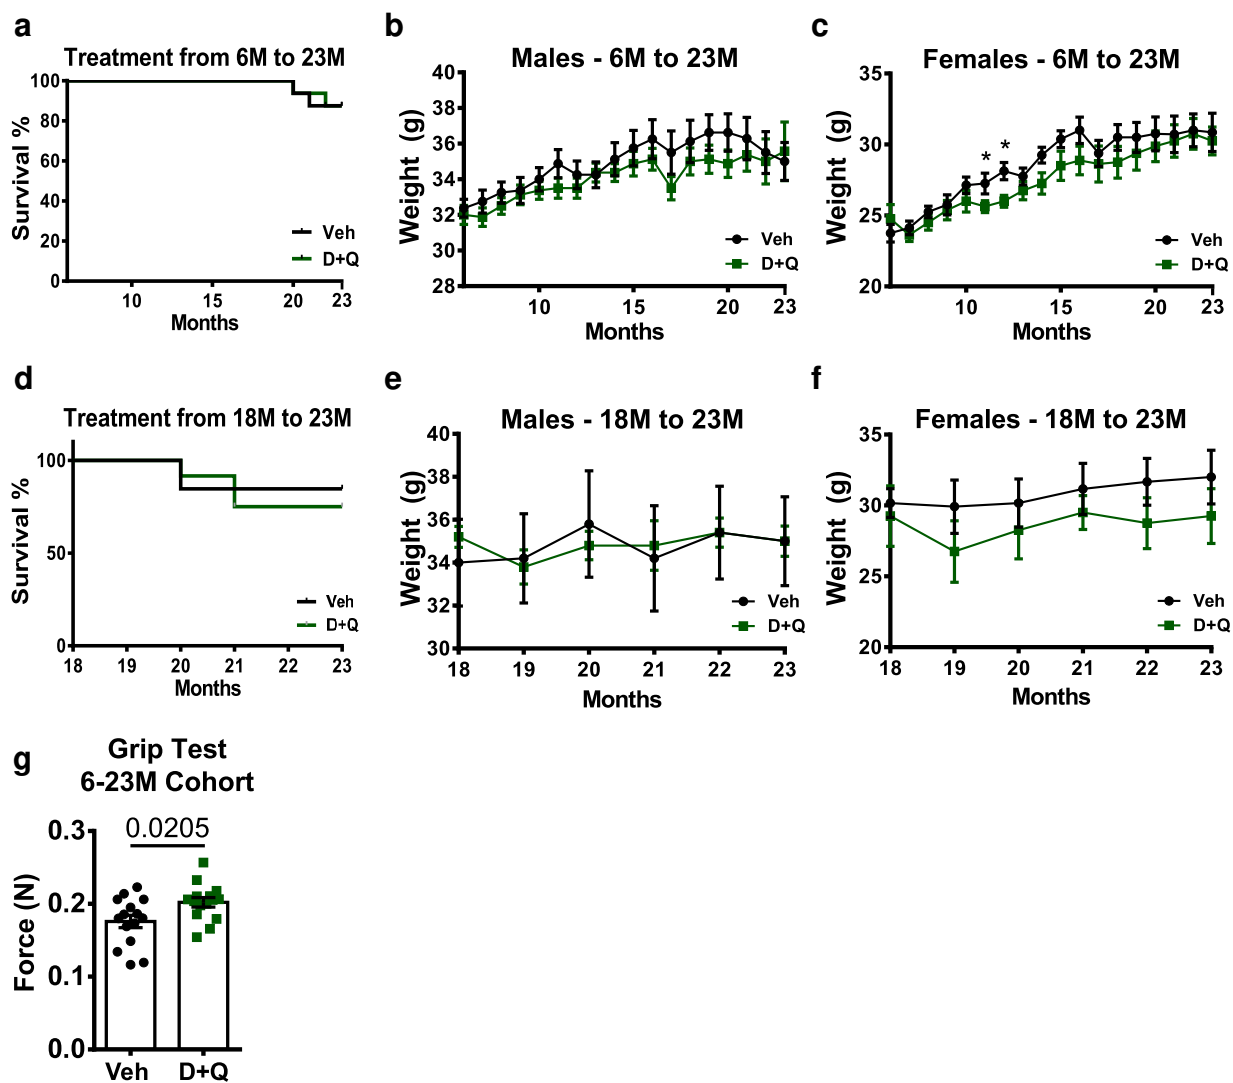

Supplementary Figure 7

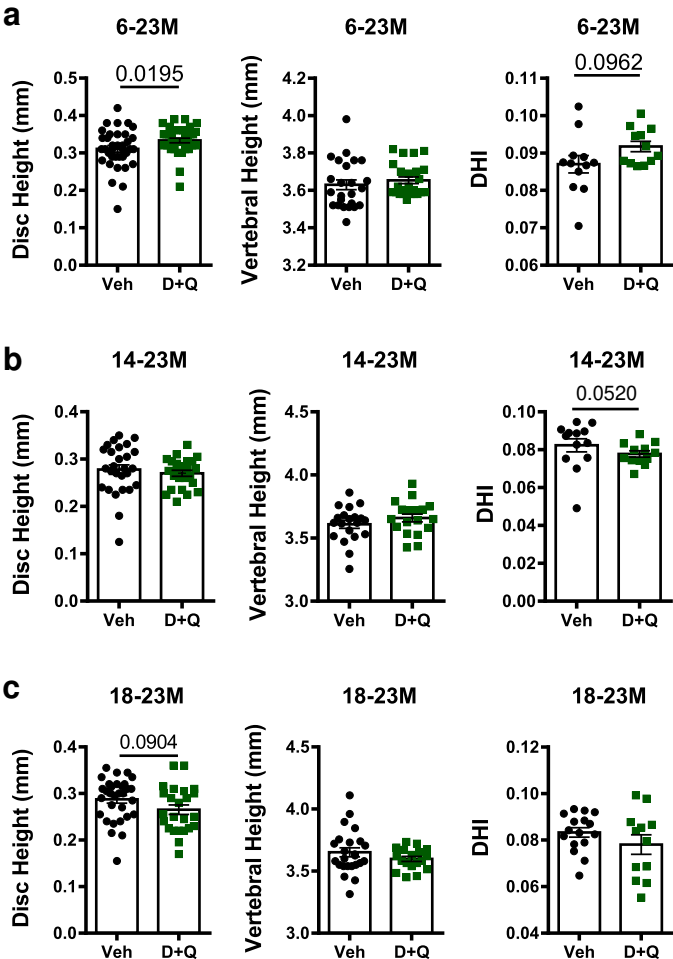

Supplementary Figure 8

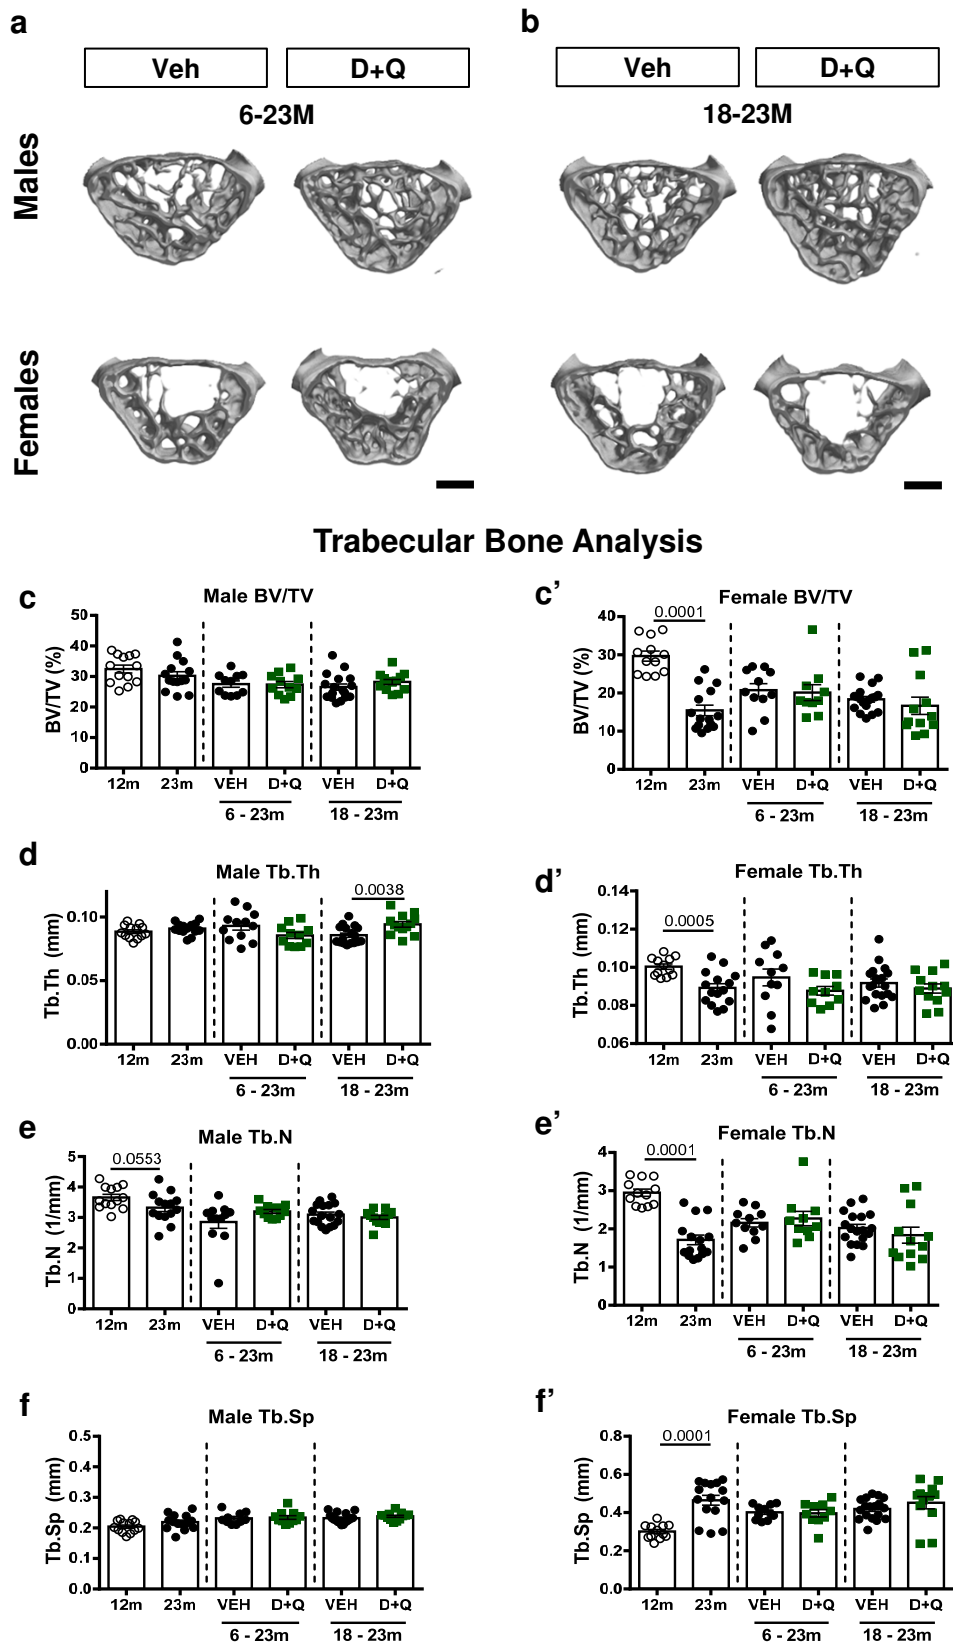

Supplementary Figure 9

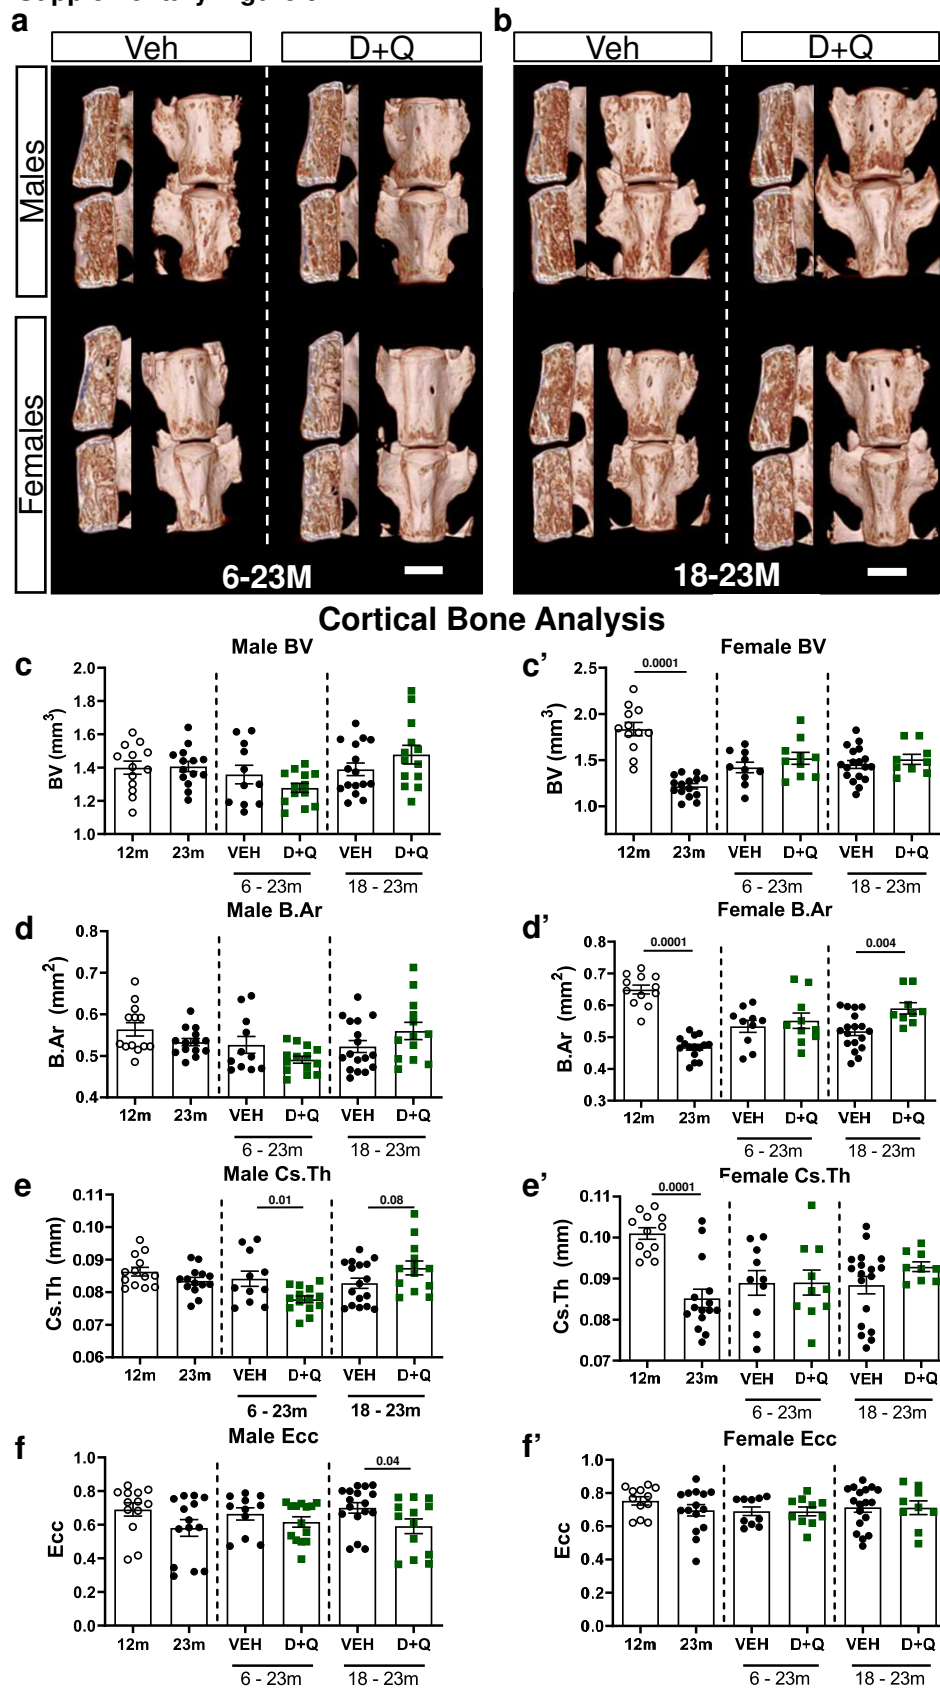

Supplementary Figure 10

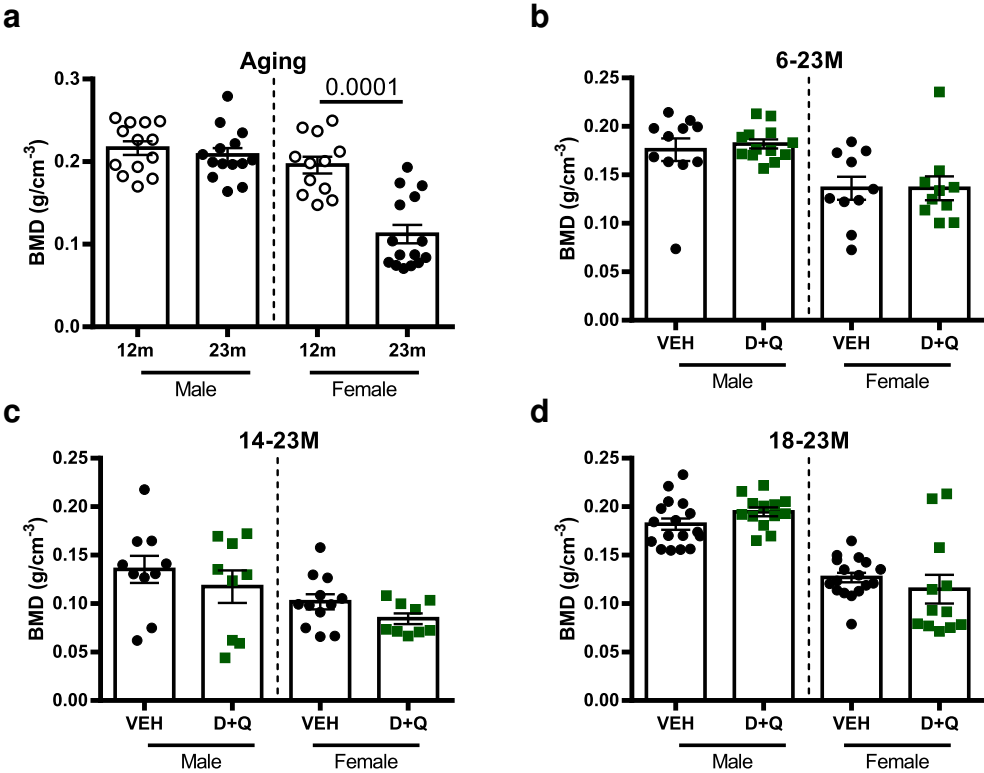

Supplementary Figure 11

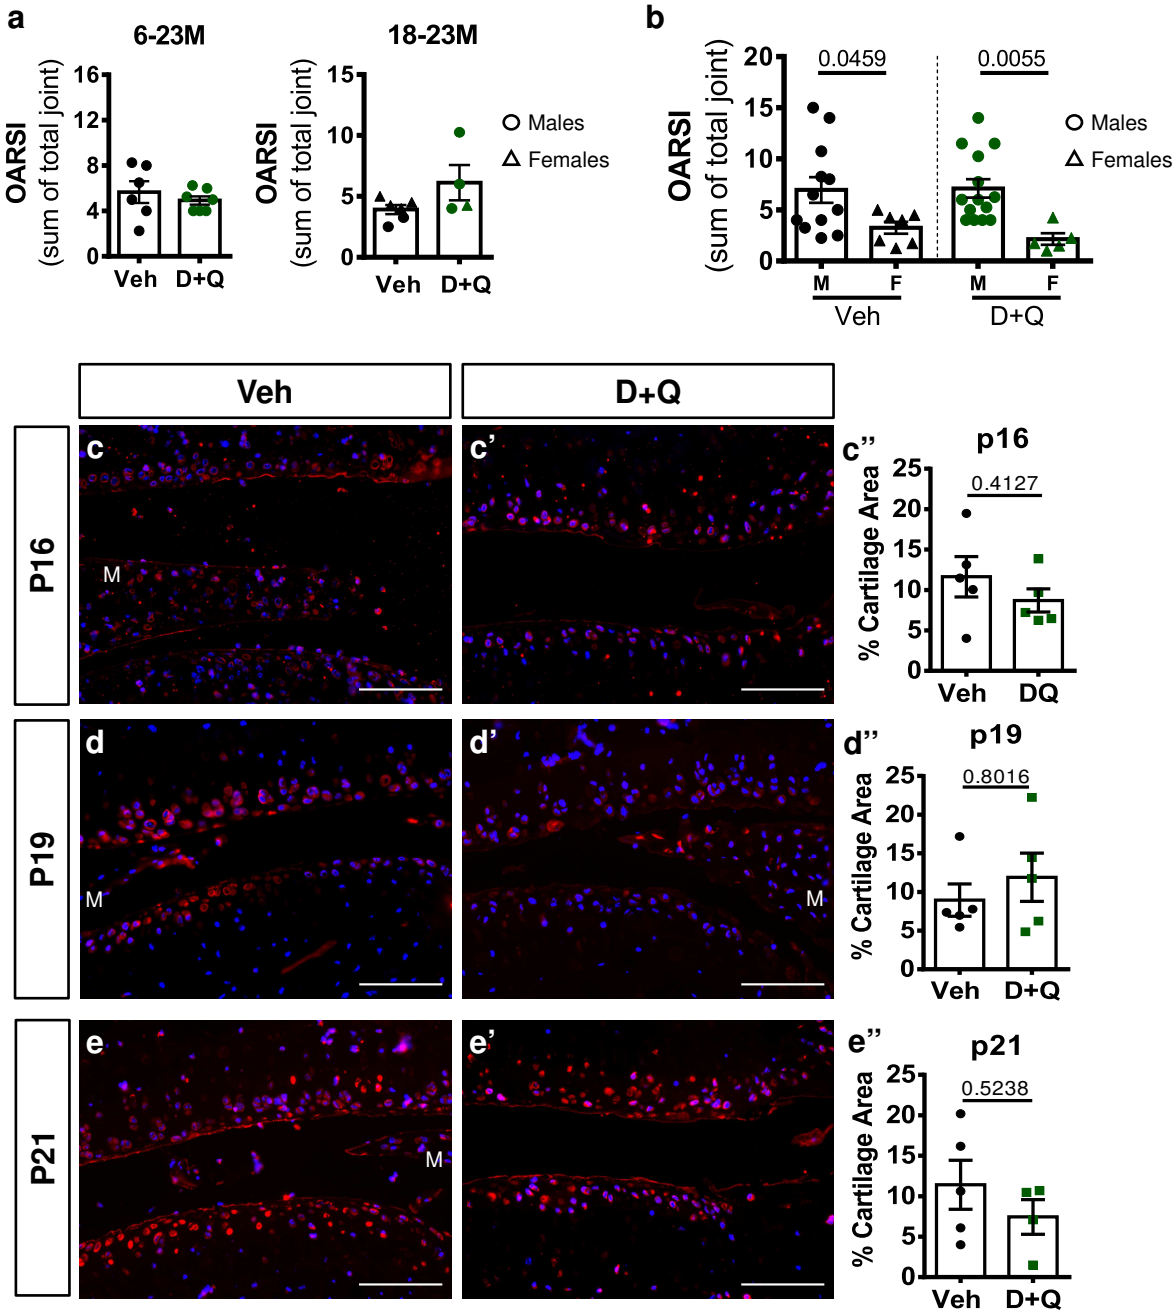

**Supplement:** Supplementary file 1 — Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

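AF and NP tissue of 9 mice was measured on Mouse Clariom S arrays, 18 arrays in all, in 4 groups: NP Veh and AF Veh from the same 5 mice, and NP D + Q and AF D + Q from the same 4 mice. Each array is 1 compartment of 1 mouse, so a mouse is the replicate. Treatment ran from 14 to 23 months of age. The authors deposited 1 table of values per probe set on the log2 scale. Their methods name sst-rma in the Expression Console, version 1.4.1, and their deposit names RMA, and the text does not name the settings of the background correction. The authors analysed their arrays in the Transcriptome Analysis Console version 4.0, with a filter on detection above background and protein-coding genes alone, and with the PANTHER test of processes, which was not repeated. The filter on detection needs probe-level data, which were not used here, so it was not repeated, and the deposited table had not been filtered in this way.

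Probe sets were named by the symbol in the platform annotation, checked against the gene table of assembly GRCm38.p6 through the gene number. The 19572 probe sets with a symbol stand for 19505 different symbols, of which 19174 probe sets are named for protein-coding genes. Probe sets without a symbol, the 5222 negative controls and the 23 antigenomic background probe sets among them, were left out of the tests and used as checks. Genes without a probe set of their symbol are given as not analysed here. The arrays of naive mice of 2 ages, which the paper takes from an earlier study, were not part of these data.

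For each of the 3 comparisons a linear model was fitted to the arrays of its 2 groups with lmFit and eBayes in limma 3.58.1 under R 4.3.3, with the moderated test of limma on 19572 genes. The p of the text is unadjusted, as in the paper, at a threshold of 0.05, and adjusted p are from the Benjamini-Hochberg method over all genes tested. Fold changes are D + Q less Veh, and AF less NP. The difference between the AF and the NP response was fitted over all 18 arrays with the mouse as a random block through duplicateCorrelation, which estimated a correlation within a mouse of 0.0654, and 0.0570 after quantile normalization. The pairing of AF and NP arrays by mouse number was checked with the correlation of their deviations from the group means. It was higher for the own mouse than for any other mouse of the group in 8 of 9 mice, and mouse 6 was the exception, with 0.0373 against 0.102. Because the deposited values had other distributions on D + Q arrays than on Veh arrays of the same compartment, each comparison was also fitted after quantile normalization of all 18 arrays, and the text speaks of a change only where both fits passed in the same direction, a rule chosen after the values were seen.

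Gene lists were of 2 kinds. Before the data were examined, 43 lists of cell type markers, pathways and complexes were fixed from textbook knowledge, and 23 lists were taken from the genes the study names. In each of the 3 comparisons a list was tested with camera in limma against all other genes at a preset correlation of 0.01, and again with an estimated correlation, with adjusted p over the lists of each kind separately. For the difference between the AF and the NP response camera is given at the preset correlation alone. The rotation test fry was run beside it. It asks whether the genes of a list move on balance one way and does not compare them with other genes. Counts adjusted over a list alone use the Benjamini-Hochberg method within the list on the deposited fit. They are not held to the rule of both fits. Named genes were chosen by a rule fixed beforehand: the 10 largest rises and falls per comparison past an adjusted p of 0.05, every gene the study names for the arrays, the genes of the proteins it stained, and the 4 members of each list with the smallest p and the 2 with the largest. Where fewer than 10 passed, genes past the unadjusted threshold whose groups did not overlap filled the places. Predicted genes and olfactory or vomeronasal receptors were left out of the 10 largest. The values the study prints for its genes had been seen when the rule was written. A few genes that are lower or higher in both compartments, named beside the overlap counts, were chosen after their values were seen.

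The comparisons, gene lists and named genes and most alternatives were fixed before the data were examined. Those alternatives are limma with an intensity trend and robust prior, quantile normalization, arrays shifted to a common median, leaving out dim probe sets, 1 probe set per gene, all 4 groups in 1 fit with the mouse as a random block, a SAM-type statistic as the methods name SAM, array weights, the mouse as a replicate block, and leaving out each array in turn. A probe set counted as dim unless it reached the median of its array in a share of 0.5 of the arrays of at least 1 group. Chosen after the data were seen were the use of protein-coding genes alone, a loess fit of each array to the negative controls with a span of 0.5, and quantile normalization together with leaving out dim probe sets. Other splits of the same mice or arrays into groups of the same sizes were fitted at most 100 times with a fixed seed. Correlations across mice were tested with exact permutations within the treatment groups. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

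The fits were tested on simulated data of the same size and spread, with changes added to some genes. Noise was drawn independently for each gene and array, so shifts of whole arrays were not simulated and a rate near 5% was built in. Of unchanged genes 5.27% passed the unadjusted threshold in AF Veh against NP Veh, and 5.05% in each D + Q comparison. Of genes changed by 0.5 on the log2 scale, 46.3% passed in AF Veh against NP Veh, 47.8% in AF with D + Q and 50.7% in NP with D + Q. For a change of 1 these shares were 85.1%, 89.6% and 91.0%, and at an adjusted p of 0.05 they were 34.3%, 23.9% and 19.4%. For a change of 2 the shares were 98.5% in each comparison, and 89.4%, 87.9% and 81.8% at an adjusted p of 0.05. On the real arrays more than 5% of the negative controls passed the unadjusted threshold. As deposited these were 19.7% in AF Veh against NP Veh, 13.7% in AF with D + Q and 9.79% in NP with D + Q. After quantile normalization they were 20.9%, 12.3% and 9.33%.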

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

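Chosen after the results were seen were the splits after quantile normalization, the splits of genes of the same direction and lower in both, the splits that part all pairs, the splits of the difference between compartments, the spread set beside immediate-early genes, the tests of the negative controls, of immediate-early genes after quantile normalization and of the Y-linked level in the model. Genes higher than lower in AF with D + Q and lower than higher in NP with D + Q were a pattern of the deposited values. Negative control probe sets, which have no gene symbol in the annotation, differed between D + Q and Veh by a median of 0.27 in AF and -0.17 in NP. Separate normalization is therefore a candidate explanation of the uneven directions. Y-linked genes were lower with D + Q by a median of -2.23 in AF and -2.19 in NP. Their mean log2 level was 3.46 to 3.89 on the arrays of Veh mouse 15 and D + Q mice 16 and 17. On the other arrays it was 7.59 to 10.55. The arms were thus uneven in Y-linked expression, and an uneven number of females and males may add to the differences. With the Y-linked level in the model 76.0% of the genes that passed after quantile normalization in AF and 78.5% in NP still passed in the same direction, which argues against sex as the whole cause. An effect of D + Q on many genes stays open and cannot be separated from the normalization where whole arrays shift.

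Whether chance can be excluded was judged after quantile normalization, since as deposited the shift between D + Q and Veh arrays lies along the real split alone. A shift along it remained, since after quantile normalization the negative controls still differed between D + Q and Veh by a median of 0.11 in AF and 0.08 in NP, so that normalization may add to the lead of the real split. As deposited the genes at an unadjusted p of 0.05 or less were 4565 in AF against a highest of 3646 in other splits of the 9 mice, 5283 against 3385 in NP, and 1362 against 622 in both compartments, each 1 of 100 splits. After quantile normalization chance can be excluded in NP, with 3295 against 2256, and for both compartments in any direction, with 597 against 373. For genes of the same direction in both, 4 of 100 splits gave as many as the real 251 as deposited, with 357 in the highest other, and 3 of 100 after quantile normalization, with 271 and 329. Genes lower in both were 182 as deposited, reached in 3 of 100 splits, with 317 in the highest other. After quantile normalization chance cannot be excluded for them, with 128 genes reached in 5 of 100 splits and 281 in the highest other. Chance cannot be excluded in AF, where 5 of 100 splits gave as many as the real 3016 genes, and the highest other split gave 3531. That split joined D + Q mice 8, 11 and 17 with Veh mouse 7, so it was close to the real one. The 100 splits were drawn from 126 possible. A count of 5 of 100 lies on the limit of 0.05, so verdicts at that count could change with the draw. For the difference between the compartments within each mouse, 2577 genes had an adjusted p of 0.05 or less as deposited against 119 in the highest other split. After quantile normalization 3 of 100 splits, the real one included, gave at least the real 132 genes there, a share under 0.05. The highest other split gave 260, so that chance is not firmly excluded for this difference.

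The list of immediate-early genes had a lower median with D + Q in both compartments. In both fits 9 of its 32 genes were lower in AF and NP alike, and others fell in NP without passing in AF. The camera calls of the list were lost with an estimated correlation. The list followed the mouse: deviations of AF and NP arrays from their group means had a Pearson r of 0.932 over 9 mice after quantile normalization (exact permutation p = 0.00347, Spearman rho 0.867 with exact permutation p = 0.0194, r without the 2 farthest mice 0.975), 1 of 6 correlations computed, so differences in stress or time around dissection may add to it. Separate normalization is argued against, since the median was -1.22 in AF and -1.44 in NP after quantile normalization, beside a spread (SE of the list mean) of 0.75 and 0.51. Sex as the whole cause is argued against in NP, where the median was -1.33 with the Y-linked level in the model, beside a spread of 0.59. In AF it cannot be told apart, since the median of -1.19 with that level clears its bound, which was set lower than that for normalization, by less than a spread of 0.86. Time of day cannot be told apart, since evening genes differed by 0.15 in AF and -0.19 in NP, morning genes by -0.30 and -0.51, and the lists are short. As deposited 4 of 100 splits gave a mean difference as large as the real fall of 1.48, with 1.76 in the highest other split. After quantile normalization chance cannot be excluded, with 5 of 100 splits as large as the real fall of 1.38 and 1.69 in the highest other, and an effect of D + Q on these genes stays open.

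Genes higher in AF than in NP included those of bone marrow and bone. Medians were 4.95 for neutrophils and their precursors, 2.90 for erythroid cells, 1.21 for B and plasma cells and 1.69 for osteoclasts, and marrow and bone in the AF dissections are a candidate explanation of part of the difference. At or above the median gene of NP Veh were 11 of 14 genes of the neutrophil list, 2 of 7 genes of the erythroid list, 1 of 9 genes of the B and plasma list and 2 of 10 genes of the osteoclast list, and 1 neutrophil gene and 1 osteoclast gene were part of another list. The most abundant had mean log2 levels of 18.68 and 13.08 for Lcn2, 12.57 and 8.77 for Slc4a1, 10.89 and 7.19 for Ebf1 and 13.45 and 11.49 for Car2 in AF Veh and NP Veh, and a difference between the tissues themselves stays open. Chance can be excluded for the comparison, with 9064 genes as deposited against 5045 in the highest other split, and 8354 against 4853 after quantile normalization, each 1 of 100 splits. Of splits that part the AF and NP array of every mouse there are 16, too few for a share under 0.05, with 9064 for the real 1 and 4379 for the highest other.

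In each group the array farthest from the others was compared by its gap to the nearest array over the range of the group, beside its difference from the mean of the others. Past Dixon's limit were cartilage matrix genes in AF Veh of mouse 4 (0.879, a log2 difference of -0.81), hypertrophy genes in NP Veh of mouse 5 (0.730, a log2 difference of 0.79), osteoclast genes in AF Veh of mouse 7 (0.779, a log2 difference of -3.88) and endothelial genes in NP Veh of mouse 15 (0.741, a log2 difference of 0.24). The same held for DNA replication genes in NP D + Q of mouse 16 (0.916, a log2 difference of 0.43), mitosis genes in NP D + Q of mouse 16 (0.911, a log2 difference of 0.92), cytosolic ribosomal proteins in AF D + Q of mouse 8 (0.922, a log2 difference of 0.58) and mitochondrial ribosomal proteins in AF D + Q of mouse 8 (0.887, a log2 difference of 0.23). It also held for mitochondrial ribosomal proteins in AF Veh of mouse 4 (0.883, a log2 difference of 0.44), NF-kB targets in AF Veh of mouse 15 (0.754, a log2 difference of 2.78) and interferon-stimulated genes in AF Veh of mouse 15 (0.751, a log2 difference of 1.28). Chance puts about 1 in 20 groups past the limit, and here 11 of 144 groups of list means were past it against 7.20 expected, and 45 of 820 groups of named genes against 41.

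The log2 fold change with D + Q differed between the compartments, at an adjusted p of 0.05 or less for the difference itself in both fits, in 19 of the genes named in the text. These calls come from the fit with the mouse as a random effect. They are not given for the difference within each mouse, where fewer genes passed. The AF change less the NP change was 2.68 for Hhip, 2.50 for Gimap4, 1.98 for Morc2b, 1.64 for Cacng2, 1.64 for Ackr1, 1.63 for Spry4, 1.62 for Bgn, 1.61 for Ccl1 and 1.11 for Tppp. It was -2.42 for Pgam1, -2.12 for Frmd5, -2.05 for Lsg1, -1.91 for Higd2a, -1.79 for Psmb2, -1.60 for Lrif1, -1.52 for Eif2b2, -1.41 for Zfp791, -1.30 for Aire and -0.77 for Sdhaf2. Among gene lists the median difference as deposited was -0.49 for oxidative phosphorylation subunits, -0.15 for mitochondrial ribosomal proteins and 0.77 for olfactory and vomeronasal receptors. After quantile normalization these were -0.30, -0.24 and 0.22. The list calls for this difference are from camera at the preset correlation alone.

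Some lists of genes that the paper does not discuss differed past an adjusted p of 0.05 from camera in both fits. In AF against NP these were T and NK cells with a median of 0.72, macrophages with 2.35, endothelium with 2.41, skeletal muscle with 1.32, hypoxia and glycolysis with -1.98, evening-phase clock genes with -1.77 and olfactory and vomeronasal receptors with 0.28, beside the marrow and osteoclast lists above. With D + Q, B and plasma cell genes changed in NP by a median of -0.74 and skeletal muscle genes by -0.62 as deposited, or -0.54 and -0.42 relative to all genes. Their mean levels in NP Veh were 5.33 and 5.86, below the array medians of 6.62 to 6.67. Olfactory and vomeronasal receptors changed in AF by 0.40 as deposited, at a mean level in AF Veh of 5.38, below the array medians of 6.72 to 6.82. With an estimated correlation in camera none of the lists named here passed, with adjusted p between 0.353 and 0.822.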

How the results depend on the processing

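Chosen after the data were seen were the loess fit to the negative controls, protein-coding genes alone, quantile normalization without dim probe sets, quantile normalization of the difference between responses, and leaving out arrays after quantile normalization or from the principal components. Of the genes named in the text, 54 of 54 in AF Veh against NP Veh, 60 of 86 in AF with D + Q and 68 of 110 in NP with D + Q kept their direction and their side of the threshold under every alternative planned beforehand. Of the gene lists 2 of 28, 10 of 29 and 6 of 32 did. With an estimated correlation in camera, 25 of 28 lists in AF Veh against NP Veh, 14 of 29 in AF with D + Q and 17 of 32 in NP with D + Q no longer passed. With all 4 groups in 1 fit 24 of 110 named genes in NP with D + Q no longer passed. Another 93 values changed sign with neither value past the threshold. The counts given here are those that moved by more than 1.5 times. Leaving out dim probe sets tests fewer genes and leaving out an array uses fewer arrays, and for the other settings the cause was not tested. Signal over background limits dim genes, since negative control probe sets also shifted between D + Q and Veh arrays.

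In AF Veh against NP Veh, genes higher in AF at an unadjusted p of 0.05 or less were 2379 without dim probe sets and 2541 with quantile normalization as well, against 4282. The mouse as a replicate block changed no call in this comparison.

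In AF with D + Q, 2971 genes were higher and 1594 lower at an unadjusted p as deposited, and 283 and 102 at an adjusted p. Quantile normalization gave 1500 higher at an unadjusted p, and 3 higher and 5 lower at an adjusted p. Arrays shifted to a common median gave 1693 and 2628, and 90 and 158 at an adjusted p. Without dim probe sets 639 were higher, and 3 higher and 4 lower at an adjusted p. With quantile normalization as well there were 646 and 649, and 2 and 2 at an adjusted p. The loess fit gave 1026 and 3434, and 3 and 12 at an adjusted p. At an adjusted p, the intensity trend gave 531 higher, all 4 groups in 1 fit with a random replicate block 1313 higher and 692 lower, the SAM-type statistic 7 and 3, and array weights 589 and 247.

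Each of the 9 arrays changed the counts of AF with D + Q at an adjusted p when left out. For genes higher, leaving out AF Veh of mice 4, 5, 6, 7, 15 in turn gave 1, 0.00, 20, 55, 0.00 and AF D + Q of mice 8, 11, 16, 17 in turn gave 0.00, 0.00, 0.00, 0.00. For genes lower, leaving out AF Veh of mice 4, 5, 6, 7, 15 in turn gave 0.00, 0.00, 6, 9, 0.00 and AF D + Q of mice 8, 11, 16, 17 in turn gave 0.00, 0.00, 0.00, 0.00. With limma at an unadjusted p those fits had 2390 to 3009 higher and 1328 to 1624 lower. After quantile normalization, each array left out gave 0.00 or 1 higher, with 1 without AF Veh of mouse 5, and 0.00 lower at an adjusted p, with 1166 to 1581 higher and 1274 to 1464 lower at an unadjusted p.

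In NP with D + Q, 590 genes were higher and 4693 lower at an unadjusted p as deposited, and 115 and 1866 at an adjusted p. Quantile normalization gave 1610 and 1685, and 130 lower at an adjusted p. Arrays shifted to a common median gave 2434 and 1800, and 283 and 254 at an adjusted p. Without dim probe sets 1147 were lower, and 16 higher and 93 lower at an adjusted p. With quantile normalization as well 655 were lower, and 3 higher and 6 lower at an adjusted p. The loess fit gave 2015 lower, and 1 higher and 2 lower at an adjusted p. All 4 groups in 1 fit with a random replicate block gave 74 higher at an adjusted p.

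For genes higher in NP with D + Q at an adjusted p, leaving out NP Veh of mice 4, 5, 6, 7 in turn gave 61, 50, 64, 49 and NP D + Q of mouse 17 gave 40, and the highest count was 128, without NP D + Q of mouse 8. For genes lower, leaving out NP Veh of mice 4, 5, 6, 7 in turn gave 1234, 1093, 1240, 1138 and NP D + Q of mice 16, 17 in turn gave 1202, 1057, and the highest count was 1745, without NP D + Q of mouse 8. After quantile normalization each of the 9 arrays changed both counts when left out. For genes higher, leaving out NP Veh of mice 4, 5, 6, 7, 15 in turn gave 28, 24, 19, 24, 32 and NP D + Q of mice 8, 11, 16, 17 in turn gave 30, 36, 53, 19. For genes lower, leaving out NP Veh of mice 4, 5, 6, 7, 15 in turn gave 43, 32, 27, 28, 48 and NP D + Q of mice 8, 11, 16, 17 in turn gave 33, 55, 53, 17.

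Genes that passed an unadjusted p of 0.05 or less in both compartments with D + Q were 251 in the same and 1111 in opposite directions as deposited, and 326 in opposite directions after quantile normalization. Without dim probe sets they were 105 and 136, with quantile normalization as well 80 and 107, and after the loess fit 439 and 170.

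For the difference between the AF and NP responses, 514 genes were lower at an adjusted p, and 308 with the mouse as a fixed replicate block. As deposited the replicate block changed no other count of this difference by more than 1.5 times. Genes higher were 5184 at an unadjusted p and 3214 at an adjusted p as deposited. Without dim probe sets 1317 were higher at an unadjusted p, and 485 higher and 249 lower at an adjusted p. Quantile normalization gave 1782 higher, and 281 and 273 at an adjusted p with the mouse as a random effect, against 132 in either direction for the difference within each mouse. The loess fit gave 1567 and 1886, against 1238 lower, and 157 and 130 at an adjusted p. For genes lower at an adjusted p, leaving out Veh mice 4, 5 in turn gave 318, 307 and D + Q mice 16, 17 in turn gave 303, 269, and the highest count was 452, without mouse 6.

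Principal component 1 held 66.6% of the variance, 39.2% with probe sets scaled to unit variance, 63.9% over all 18 arrays and 71.5% without dim probe sets. It held 64.8%, without NP Veh of mouse 7, to 73.7%, without AF Veh of mouse 7, when each array was left out. Signs reversed in 3 lists of NP with D + Q. Zinc finger transcription factors, which camera placed upward with a median of 0.17 relative to all genes, were placed downward by fry, which tests the genes without regard to that shift. There they did not pass (adjusted p = 0.502 from fry). NP markers, with a median of -0.0362 on that scale, went from upward in camera, where they did not pass, to downward in fry, where they did (adjusted p = 0.00786 from fry). The median of olfactory and vomeronasal receptors went from -0.159 to 0.0256 with the loess fit.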

Differences from the paper's values

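Quantile normalization together with leaving out dim probe sets and the loess fit to the negative controls were the settings below that were chosen after the data were seen. The paper gives 1646 differentially expressed genes in AF with D + Q, against 4565 here. Of the 17 alternatives set before the data were examined, leaving out dim probe sets, with 1849 genes, came within 1.5 times of the paper's count and the other 16 did not. Of those 1849 genes 34.6% were higher, against 65.1% as deposited, while the paper reports more genes higher than lower in AF. The paper's count for NP with D + Q is 964, against 5283 here, and none of the 17 alternatives closed that gap. The paper states that 54% of those were higher and 46% lower, against 11.2% and 88.8% here. Quantile normalization, with 48.9% higher, and arrays shifted to a common median, with 57.5%, closed that gap and the other 15 alternatives did not. The paper's number of genes common to both compartments is 103, against 1362 here, and none of 26 alternatives closed that gap. Quantile normalization with dim probe sets left out, chosen after seeing the values, gave 1421 genes in NP, within 1.5 times of the paper's count, with 53.9% higher, and it dropped 17 of the 91 genes of the study that passed without it. In AF it gave 1295 genes, with 49.9% higher, and dropped 25 of 67. The paper's filter on detection above background was not applied to either count.

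Fold changes in AF with D + Q are linear here as in the paper, with a minus sign for a fall. Of 29 genes with a value in the paper, 6 differed by more than the error and 3 of those in sign, with a Pearson r of 0.608 between the values on the log2 scale. After quantile normalization 8 of the 29 differed. No alternative set before the data were examined closed the gaps of 3.05 for Mcl1 in the paper against -3.18 here, 1.32 against -8.15 for Myc, -1.56 against -3.04 for Zfp36l1, 1.41 against -2.17 for Tcp1 and -1.22 against -1.60 for Sesn2. The gap of Psmb3, -1.33 in the paper and -1.80 here, closed with quantile normalization. The remaining alternatives did not close these gaps. The paper's text lists Mcl1 and Myc among the genes lowered in AF, and both fell here.

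Fold changes in NP with D + Q are linear here as in the paper, with a minus sign for a fall. Of 87 genes with a value in the paper, 28 differed by more than the error and 6 of those in sign, with a Pearson r of 0.914 between the values on the log2 scale. After quantile normalization 24 of the 87 differed. No alternative set before the data were examined closed the gaps of 1.33 for Mael in the paper against -1.38 here, 1.33 against -1.05 for P2rx4, 1.81 against -1.12 for Tcp1, 1.38 against 1.69 for Asah2 and 1.73 against -1.03 for Adamts20. The same holds for the paper's -1.28 for Lmcd1 against -2.92 here, -1.22 against -1.93 for Ptpru, 1.53 against 1.00 for Dclk1 and 1.73 against -2.20 for Vmn2r69. The gap of Cebpb, -1.27 in the paper and -1.77 here, closed with quantile normalization, a common array median, leaving out NP Veh of mouse 15 or NP D + Q of mouse 8. Closed with quantile normalization or a common array median were the gaps of Gjb6 (the paper's -1.22, here -1.74), Prkar1b (the paper's -1.47, here -2.06), Cyp2c66 (the paper's 1.55, here 1.08). The gap of Egr2, -2.15 in the paper and -4.22 here, closed with quantile normalization, a common array median, array weights, leaving out NP Veh of mouse 15, NP D + Q of mouse 8 or NP D + Q of mouse 16. The gap of Fosl2, -1.27 in the paper and -2.03 here, closed with quantile normalization, a common array median, array weights, leaving out NP Veh of mouse 7, NP Veh of mouse 15 or NP D + Q of mouse 8. Closed with a common array median were the gaps of Gadd45a (the paper's -1.38, here -2.31), Jup (the paper's -1.29, here -1.64), Rassf7 (the paper's 1.59, here 1.15). The gap of Egr3, -1.36 in the paper and -1.04 here, closed with leaving out NP Veh of mouse 7. Closed with quantile normalization were the gaps of Cdh19 (the paper's -1.57, here -2.46), Adam4 (the paper's 1.42, here -1.08). The gap of Cox5a, -1.36 in the paper and -1.11 here, closed with array weights, leaving out NP Veh of mouse 5, NP Veh of mouse 15, NP D + Q of mouse 11 or NP D + Q of mouse 16. The gap of Arhgef37, -1.47 in the paper and -2.08 here, closed with quantile normalization, a common array median or leaving out NP D + Q of mouse 17. The gap of Psmd4, -1.34 in the paper and -1.25 here, closed with leaving out NP Veh of mouse 5, NP Veh of mouse 7 or NP D + Q of mouse 16. The gap of Gpr165, 1.6 in the paper and 1.87 here, closed with leaving out NP Veh of mouse 6 or NP D + Q of mouse 11. The gap of Erc2, 1.52 in the paper and 1.03 here, closed with a common array median, array weights, leaving out NP Veh of mouse 5, NP Veh of mouse 15 or NP D + Q of mouse 8. The gap of Dsg3, 1.51 in the paper and 1.19 here, closed with quantile normalization, a common array median or leaving out NP Veh of mouse 15. The gap of Eddm3b, 1.3 in the paper and 1.11 here, closed with quantile normalization, a common array median, leaving out NP Veh of mouse 5 or NP D + Q of mouse 16. The remaining alternatives did not close these gaps.

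Among the processes raised in AF with D + Q the paper lists the mitotic cell cycle, DNA repair and the response to stress. Its test of processes was not repeated. The lists fixed beforehand are other sets of genes, and heat shock is only a part of the response to stress. Their counts therefore do not test the paper's listing. Of lists fixed beforehand, 0 of 20 mitosis genes rose and 0 fell at an unadjusted p of 0.05 or less from limma in both fits, with a median log2 fold change of -0.65. For DNA repair 0 of 23 rose and 1 fell, which was Ogg1, with a median of -0.23, and for heat shock 0 of 11 rose and 2 fell, with a median of -0.88. Of the genes the study itself names there, 6 of 7 for the mitotic cell cycle and 6 of 13 for DNA repair and stress rose here too. Of the 23 measured genes that the paper names as raised in NP with D + Q, 13 rose here too.

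The paper counts as changed in AF with D + Q the following genes named in the text that did not pass in the paper's direction in both fits. Il2 and Cd14 passed an unadjusted p of 0.05 in the paper's direction as deposited and not after quantile normalization. Cd36, Tcp1 and Cebpb passed in the paper's direction under no setting run. Pcp4 passed with all 4 groups in 1 fit, the SAM-type statistic, array weights, leaving out AF Veh of mouse 7 and AF D + Q of mouse 8. Per3 passed with quantile normalization, all 4 groups in 1 fit, array weights, quantile normalization without dim probe sets, leaving out AF Veh of mouse 5, AF D + Q of mouse 8 and AF D + Q of mouse 16. Ndufb8 passed with quantile normalization, a common array median and the loess fit. Fastkd2 and Sfn passed with quantile normalization and the loess fit. Hspa5 passed with the loess fit. Vhl passed with a common array median and the loess fit. Fosl2 passed with a common array median, the loess fit and leaving out AF Veh of mouse 6. Ets2 passed with leaving out AF Veh of mouse 6. Tcp1, which the paper gives as raised, fell in both fits. The loess fit and quantile normalization without dim probe sets were chosen after seeing the values, and the loess fit dropped 12 of 67 genes of the study that passed as deposited. Quantile normalization without dim probe sets dropped 25, leaving out dim probe sets 17 and quantile normalization 15.

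The paper counts as changed in NP with D + Q the following genes named in the text that did not pass in the paper's direction in both fits. Asb2, Cd14, Snd1 and Ica1l passed an unadjusted p of 0.05 in the paper's direction as deposited and not after quantile normalization. Ets2, Cox5a, Adamts20, Ermap, Dclk1, Adam4, Tcp1 and Vmn2r69 passed in the paper's direction under no setting run. Cdkn2d passed with leaving out NP D + Q of mouse 16. Itga5 passed with the loess fit, leaving out NP Veh of mouse 5 and NP D + Q of mouse 8. Bdnf passed with the intensity trend and leaving out NP Veh of mouse 15. Deptor passed with leaving out NP Veh of mouse 15. Axl passed with leaving out NP Veh of mouse 6. Atf5 passed with a common array median. Tlr7 passed with quantile normalization and leaving out NP D + Q of mouse 17. Dsg3 passed with quantile normalization, a common array median and the loess fit. Vmn2r69, which the paper gives as raised, fell in both fits. The loess fit and quantile normalization without dim probe sets were chosen after seeing the values, and the loess fit dropped 11 of 91 genes of the study that passed as deposited. Quantile normalization without dim probe sets dropped 17, all 4 groups in 1 fit 28 and a common array median 23.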

Other observations

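The correlation of mitosis and neutrophil genes, the spread set beside muscle, nerve and abundant genes, and the test of nerve relative to all genes with its limit on dim genes were chosen after the results were seen. SASP factors did not pass in AF with D + Q: of 31 genes 0 rose and 0 fell in both fits, while limma gave 2 higher and 1 lower at an unadjusted p of 0.05 or less as deposited, with a median log2 fold change of -0.31. Without AF Veh of mouse 7 the list passed in camera, with a median relative to all genes of -0.35. Of 7 senescence markers 0 passed in either direction in both fits or as deposited by limma at an unadjusted p of 0.05 or less, with a median of -0.55. Cdkn2a, which encodes p16 and p19, had a change of 0.39 ± 0.18 and Cdkn1a of -1.63 ± 0.89 in AF (SE, n = 4 D + Q and 5 Veh mice). Genes of proteins that the study stained were measured here as RNA. Il6 had a change of -1.10 ± 0.63 in AF and -1.03 ± 0.42 in NP, and Mmp13 of -1.77 ± 1.36 and -0.53 ± 0.38. Il1b had -0.34 ± 1.37 and 0.26 ± 0.36, and Mki67 -0.33 ± 1.83 and 0.13 ± 0.41. None of these passed in both fits. By staining, the paper found less protein of Il6 and Mmp13, more of Il1b and similar levels of Mki67 with D + Q. RNA on these arrays does not test the staining. Of 15 genes of stained proteins, 0 rose and 0 fell in AF, and 0 rose and 1 fell in NP.

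Among 12 kinases that dasatinib inhibits, Fyn rose in AF with D + Q by 0.60 ± 0.22 and no other passed there in both fits, and 0 of 12 passed in NP, with 1 lower as deposited by limma at an unadjusted p of 0.05 or less. Of 14 p53 targets 0 passed in both fits in either compartment, with 1 lower in AF and 3 lower in NP as deposited. Of 15 genes of ATF4 and the integrated stress response 0 rose and 2 fell in AF, and 1 rose and 3 fell in NP.

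Cell cycle genes higher in AF than in NP were set against marrow as a hypothesis. Over the 9 AF arrays, deviations of the mitosis list from the group means followed those of the neutrophil list with a Pearson r of 0.989 after quantile normalization (exact permutation p = 0.000347, the smallest that 2880 permutations can give, Spearman rho 0.983 with exact permutation p = 0.000347, r without the 2 farthest arrays 0.960), 1 of 6 correlations computed. The DNA replication list gave an r of 0.964. Dividing marrow cells in the AF dissections may therefore carry part of the mitosis signal, and AF cells that divide stay open.

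Lower respiration and ribosomal protein genes in AF with D + Q were set against less muscle and against a shift of abundant transcripts. Skeletal muscle genes had a median change of 0.26 in AF, and their list mean differed by 0.32 ± 0.73 (SE), so that less muscle cannot be told apart within this spread. The respiration and cytosolic ribosomal lists changed by a median of -0.53 and other genes of the same level by -0.36, so much of the fall was shared with abundant genes. Gene by gene the lists lay -0.27 from those of the same level, or -0.25 after quantile normalization, and array by array -0.30 ± 0.18 and -0.28 ± 0.17 (SE), so that a shift of abundant genes cannot be told apart within this spread either. Lower Mbp and Cdh19 in NP with D + Q were set against less nerve, and the other Schwann cell genes had a median change of -0.0473 as deposited and 0.15 relative to all genes, where their mean rose by 0.22 ± 0.07 (SE). That goes against less nerve, but 4 of the 6 genes lay below the median gene of NP Veh, the most abundant, Pmp22, had a level of 16.36 that would hide a small share, and Egr2, which fell, was left out, so that it cannot be told apart. The paper lists G protein-coupled receptor signaling for raised and for lowered AF genes. At an unadjusted p of 0.05 or less as deposited, olfactory and vomeronasal receptors had an odds ratio of 3.46 among genes higher in AF with D + Q. That goes against a low share among these unfiltered probe sets. Among genes lower the odds ratio was 0.159, where a low share may explain the listing. The receptors lay below the array medians on average and the paper filtered on detection above background, so neither ratio settles its listing.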
